# Evidence for phloem loading via the abaxial bundle sheath cells in maize leaves

**DOI:** 10.1093/plcell/koaa055

**Published:** 2021-01-07

**Authors:** Margaret Bezrutczyk, Nora R Zöllner, Colin P S Kruse, Thomas Hartwig, Tobias Lautwein, Karl Köhrer, Wolf B Frommer, Ji-Yun Kim

## Abstract

Leaves are asymmetric, with different functions for adaxial and abaxial tissue. The bundle sheath (BS) of C_3_ barley (*Hordeum vulgare*) is dorsoventrally differentiated into three types of cells: adaxial structural, lateral S-type, and abaxial L-type BS cells. Based on plasmodesmatal connections between S-type cells and mestome sheath (parenchymatous cell layer below bundle sheath), S-type cells likely transfer assimilates toward the phloem. Here, we used single-cell RNA sequencing to investigate BS differentiation in C_4_ maize (*Zea mays L.*) plants. Abaxial BS (^ab^BS) cells of rank-2 intermediate veins specifically expressed three SWEET sucrose uniporters (SWEET13a, b, and c) and UmamiT amino acid efflux transporters. *SWEET13a*, *b*, *c* mRNAs were also detected in the phloem parenchyma (PP). We show that maize has acquired a mechanism for phloem loading in which ^ab^BS cells provide the main route for apoplasmic sucrose transfer toward the phloem. This putative route predominates in veins responsible for phloem loading (rank-2 intermediate), whereas rank-1 intermediate and major veins export sucrose from the PP adjacent to the sieve element companion cell complex, as in *Arabidopsis thaliana*. We surmise that ^ab^BS identity is subject to dorsoventral patterning and has components of PP identity. These observations provide insights into the unique transport-specific properties of ^ab^BS cells and support a modification to the canonical phloem loading pathway in maize.

## Introduction

Leaves are typically asymmetric; there are often differences in the relative stomatal and trichome densities and cuticle properties between the abaxial (lower) and adaxial (upper) leaf surfaces (Nelson et al., 2002; Juarez et al., 2004b). Although maize leaves are amphistomatic (stomata on both surfaces of the leaf), asymmetry remains apparent, with higher density of stomata on the abaxial side, bulliform cells only on the adaxial side and a conjoined, collateral and closed-type vasculature having adaxial xylem and abaxial phloem. Dorsoventral patterning in maize leaf is initiated in the shoot apical meristem at the earliest stages of leaf primordia development by expression of *Ragged seedling2* (*RGD2*; Henderson et al., 2006) and adaxial expression of *Rolled leaf1* (*RLD1*), which is conferred by miRNA166-mediated *RLD1* transcript cleavage on the abaxial side (Juarez et al., 2004a, 2004b). This pattern is maintained throughout development by specific localization of numerous transcription factors, including the abaxial expression of *KANADI* (Candela et al., 2008). Bundle sheath cells (BSCs) of maize are not known to be functionally differentiated. In barley leaves, the BSCs are anatomically distinct: abaxial side L-type BSCs have large chloroplasts, whereas S-type BSCs, with small chloroplasts, surround the rest of the mestome sheath. Because of the rapid disappearance of starch after the light period and the abundant plasmodesmatal connections between S-type cells, mestome sheath, and phloem, it was proposed that the S-type cells may be specialized for photoassimilate transport (Williams et al., 1989).

In maize, the two abaxial BS cells (^ab^BSCs) are typically smaller compared with the medial BSCs (Bosabalidis et al., 1994). In situ hybridization and immunolocalization had shown that Rubisco, the glutamine synthetase isoform GS1-4 (encoded by *GLN3*), and malic enzyme all localized specifically to BS, with transcripts and proteins equally represented in all BSCs (Langdale et al., 1988a; Martin et al., 2006). Here, we used single-cell RNA sequencing (scRNA-seq) to test whether the BS of the C_4_ plant maize is uniform or also has a dorsoventral differentiation of BSCs, as found in barley. Our analysis not only identified transcripts that were enriched in mesophyll (MS) and BS but also indicated that the BS could be subclustered into two groups, one expressing a variety of genes, including SWEET13 sucrose transporters, UmamiT, and AAP amino acid transporters, as well as several transcription factors. Results of in situ hybridization and analysis of translational β-glucuronidase (GUS) fusions demonstrated that the subclustering was due to a difference in expression along the dorsoventral axis, and this was evidenced by the finding that the three SWEET13 paralogs were specifically expressed in ^ab^BSCs. These findings not only show that the maize leaf BS is functionally differentiated but also indicate a previously undescribed route for apoplasmic phloem loading in a C_4_ plant. In addition, the three SWEET13 proteins were also present in cells that most likely represent the phloem parenchyma (PP) in a subset of veins, similar to the profiles of the phylogenetically related *Arabidopsis thaliana* (Arabidopsis, *At*) homologs At-SWEET11, 12, and 13. Maize ^ab^BS thus appear to have acquired aspects of PP identity and are differentiated from other BS cells along the dorsoventral axis, and are likely a key element of the phloem loading pathway in maize.

## Results

### mRNA patterns of specific cell types in maize leaves

To determine whether maize leaves contain multiple BS cell types, we performed single-cell RNA sequencing on protoplasts isolated from maize leaves. We first established a protocol for protoplast release as described next. To minimize the possibility of a developmental gradient across cells, fully differentiated tissue was harvested from the distal portion of leaf 2 of late V2 stage plants (first and second leaf collar exposed; Li et al., 2010; Figure 1A). Standard leaf protoplasting protocols release individual MS cells and leave intact BS strands, consisting of BSCs and the vasculature (Kanai and Edwards, 1973; Langdale et al., 1989). In a parallel study, we were able to optimize protoplasting of Arabidopsis leaves to increase the yield of vascular cell types (Kim et al., 2021). We compared published protocols for releasing protoplasts from maize and varied parameters such as incubation time, enzyme concentration, enzyme blend, and preincubation in L-Cys (Ortiz-Ramírez et al., 2018). Efficiency of the release of putative vascular cells was monitored using qRT-PCR with cell type-specific markers (*PEPC*, *NADP-mDH* for MS, *NADP-ME* for BS and *SWEET13a*, *b*, and *c*; *18S rRNA*, *actin* as ubiquitously expressed genes), under the assumption that the *SWEET13* paralogs, analogous to their Arabidopsis homologs, would be specific to PP. Although none of the protocols were able to yield efficient release of putative vascular cells, we obtained the apparent release of both BSCs and vascular cells with Protocol 4, though the majority of cells released had MS characteristics (Supplemental Figure S1).

**Figure 1:**

Mesophyll and bundle sheath clusters show canonical expression of C_4_ photosynthesis-related genes. A, Workflow for expression analysis in maize cells. Illustration of protoplasting, 10× chromium gel bead-in-emulsion (GEM) partitioning and cDNA synthesis, RNA sequencing, and data analysis. B, UMAP plot showing a two-dimensional representation of cell relationships from scRNA-seq data set A in multidimensional space. Bundle sheath cells separate into two subclusters at higher resolution (inset). The upper and lower clusters were later determined to correspond to abaxial and adaxial BS cells (Figure 2), and are therefore named ^ab^BS and ^ad^BS (C) Violin plots showing distribution of normalized mRNA counts of marker genes for cells in each cluster. Genes listed are known to be differentially expressed in MS and BS cells in C_4_ maize (*PEP1, MDH6, CA, ME1, RBCS1*) or are genes that identify unique clusters (*NAAT1, TAAT*). D, Violin plots showing normalized mRNA levels both of genes differentially expressed between ^ab^BS and BS^ad^ subclusters (*SWEET13a, SWEET13b, and SWEET13c*, *CC3 (cystatin3*) and of genes highly expressed in both clusters (*ME1*, *RBCS1*). Gene symbols are shown in Figure 1, C and D, and corresponding gene IDs from the most complete current B73 genome annotation available on the Ensembl genome browser (B73 RefGen_v4), as well as full names, are provided in Supplemental Table S2.

An estimated 7,000 protoplasts were pipetted together with reagents for cDNA synthesis into a 10× chromium microfluidic chip, where protoplasts were partitioned into bar coded gel beads (GEMs), together reagents for single-cell cDNA synthesis. Single-cell cDNA libraries were sequenced using next-generation sequencing (NGS). Gel bead-specific barcodes were used to identify mRNAs present in specific cells. After filtering this dataset (dataset A) to select for healthy cells, 3,763 cells with an average of 4,874 mRNA molecules per cell were analyzed. Unsupervised clustering was performed using Seurat (Butler et al., 2018) to determine the relationship between mRNA expression profiles , and this was ultimately represented in a two-dimensional Uniform Manifold Approximation and Projection plot (UMAP, a dimension reduction technique for visualization; Figure 1B). Cell identities were assigned to the clusters based on established marker genes for different cell types (Supplemental Table S1).

A second independent scRNA-seq experiment yielded 3,242 cells. Data set A (from the above experiment) was analyzed in detail, the sparser data set B (from the second experiment), was used only for validation and comparison (Supplemental Figure S2). Analyzing data set A, we obtained six clusters, five of which formed a large supercluster that all had MS identities plus one separate cluster corresponding to BS identity (Figure 1C). The distribution of marker genes was consistent with the roles of MS and BS cells in C_4_ photosynthesis (Supplemental Figure S3 and Table S1). The ratio of MS cells to BSCs was approximately 75:1, indicating a low efficiency of BSC retrieval. To our surprise, no vascular cells were recovered. The BS cluster was further divided into two subclusters, the upper and lower subclusters in the UMAP plot, which later were assigned as abaxial (^ab^BS) and adaxial (^ad^BS) BS cells (Figures 1, D and 2; see below). Importantly, the separation of the BS cluster into subclusters which contained either high or low (or undetectable) levels of *SWEET13a, SWEET13b*, and *SWEET13c* mRNA, respectively, was robust when tested with multiple clustering parameters (Supplemental Figure S4).

### MS and BS clusters show canonical expression of C_4_ photosynthesis-related genes

Unsupervised clustering resulted in five clusters of MS cells based on the presence of genes involved in photosynthesis that are known to be differentially expressed between MS cells and BSCs (Friso et al., 2010; Li et al., 2010; Denton et al., 2017; Figure 1C; Supplemental Data Set 1 and Table S1). At first sight, the presence of five clusters was surprising. Marker genes and enriched genes are those which either are differentially expressed in a single cluster compared to all other clusters, or are differentially expressed between two specific clusters (as noted), and meet statistical significance criteria described in Supplemental Data Set 1. Cluster MS1 included most MS cells and likely represents the core MS. Cluster MS1 was enriched in photosynthetic processes. Cluster MS2 was enriched for the GO terms triose phosphate transport (GO:0035436; GO:0015717), nucleic acid metabolic process, immune system process (GO:0002376), and RNA metabolic process (GO:0016070) (Supplemental Data Sets 1 and 2). Clusters MS3 and MS4 contained high levels of ribosomal protein-related transcripts. Whether these ribosomal protein-enriched clusters represent biologically relevant cell populations in the leaf or are due to artifacts was not further evaluated due to our focus on BSCs. An additional subcluster, MS5, had an apparent MS identity, but was clearly separated from other MS clusters. The main determinants for this separate clustering were iron/metal-related processes. However, MS5 was not detected in data set B (Supplemental Figure S2). Because the M5 cluster was not reproducible, it was not analyzed further (Supplemental text). Our clustering data are supported by the presence of transcripts for the glutamine synthetase *GLN4* (corresponding to *gln1–3* and GS1–3 protein) in the MS1–4 cells (Supplemental Figure S5), consistent with previously published in situ and immunolocalization data that detected glutamine synthetase specifically in the MS (Martin et al., 2006).

It will be interesting to further explore whether the subclustering of MS cells represents developmental trajectories or physiological differences. We did not identify an obvious pattern that could be due to, for example, dorsoventral patterning due to developmental gradients or be due to changes in light properties as it passes through the leaf. Similar observations regarding the presence of multiple MS clusters were made for scRNA-seq analyses of Arabidopsis leaves; however, it was not possible to assign palisade and spongy parenchyma to any of the MS clusters (Kim et al., 2021).

### NADP-ME C_4_ photosynthesis-related transcripts are present in both BSC subsets

In maize, photosynthetic activity is partitioned between the MS and BSC (Li et al., 2010; Chang et al., 2012; Friso et al., 2010), allowing us to differentiate between these cell populations based on their mRNA profiles. Maize leaves utilize a combination of the NADP-ME- and PCK-dependent C_4_ pathways (Pick et al., 2011; Wingler et al., 1999), and MS cells and BSC must exchange metabolites via plasmodesmata, with specific enzymes highly upregulated in one cell type or the other. To identify the clusters, we selected several key marker genes that are known to be differentially expressed in either MS or bundle sheath.

Most of the genes involved in primary carbon metabolism that showed significant differential expression in the 2010 proteomics survey of MS and BS chloroplasts (Friso et al., 2010) were expressed in the expected cell types in dataset A (Supplemental Figure S3, Supplemental Data Set 1, and Supplemental Table S1). For example, transcripts of NADP-dependent malic enzyme (*ME1*) were almost exclusively found in BSCs, while carbonic anhydrase (*CAH1*) transcript levels were high in MS cells (Supplemental Figure S3, Supplemental Data Set 1, and Supplemental Table S1), in agreement with both proteomics data (Friso et al., 2010) and their corresponding contributions to C_4_ photosynthesis (Schlüter and Weber, 2020). All cells in the BSC subcluster showed high levels of mRNA for photosynthesis-related genes that function in the BSCs in NADP-ME/PCK C_4_ plants, including *RBCS*, *ME1*, and *PCK1* (Supplemental Figure S3, Supplemental Data Set 1, and Supplemental Table S1). The Rubisco small subunit mRNAs (*RBCS1*, *RBCS2*) were equally distributed in both abaxial and adaxial BS subclusters (Figure 1D; Supplemental Data Set 1). The bundle sheath-enriched glutamine synthetase *GLN3* (corresponding to gene *gln1-4* and protein GS1–4) was found in both BS subclusters, consistent with in situ and immunolocalization data that showed no evidence for a specific pattern for GS1–4 in the BS (Supplemental Figure S5; Martin et al., 2006).

### Abaxial BS cluster is enriched for genes encoding transport proteins

The BS cell subclusters (Figure 1D) could represent either developmental trajectories along the leaf axis (Li et al., 2010), BS cells from the three different vein classes (major vein or rank-l or rank-2 intermediate veins; Esau, 1943; Russell and Evert, 1985; Sharman, 1942; Hughes et al., 2019), different physiological states, or dorsoventral patterning. Whereas the majority of mRNAs corresponded to BS identity, only 5 genes were enriched in ^ad^BSCs (the lower subcluster) and 39 to ^ab^BSCs (the upper subcluster; Table 1). Surprisingly, among the genes with the largest difference in mRNA levels between the two BS subclusters were the three *SWEET13a*, *b*, and *c* paralogs. SWEETs are uniporters (Chen et al., 2010), and maize SWEET13a, b, and c function as sucrose transporters.

**Table 1:** Genes differentially expressed between clusters abBS and adBS

^ab^BS cluster	logFC	FDR	Description
Zm00001d023677	4.990	2.3E-08	**SWEET13a**
Zm00001d041067	3.959	3.2E-08	**SWEET13c**
Zm00001d016625	3.675	3.3E-07	Os02g0519800 protein
Zm00001d023673	2.156	2.2E-06	**SWEET13b**
Zm00001d035717	2.140	3.3E-07	**UmamiT21a**
Zm00001d033551	1.412	3.3E-07	Phosphoglycerate mutase-like family protein
Zm00001d033980	1.252	4.5E-03	*Ustilago maydis* induced12
Zm00001d019062	1.180	2.9E-04	**Membrane H^+^ATPase3**
Zm00001d035243	1.123	1.4E-03	**AAP45**
Zm00001d038753	1.114	7.7E-05	Ubiquitin domain-containing protein
Zm00001d017966	1.098	5.0E-04	Dihydropyrimidine dehydrogenase (NADP(+)) chloroplastic
Zm00001d012231	1.055	9.2E-04	**AAP56**
Zm00001d018867	0.992	1.1E-05	Syntaxin 132
Zm00001d000299	0.920	1.1E-05	Endosomal targeting BRO1-like domain-containing protein
Zm00001d002489	0.809	4.5E-03	PLATZ transcription factor family protein
Zm00001d035651	0.806	5.0E-04	DNA binding with one finger3
Zm00001d027268	0.753	6.5E-04	**STP3 (sugar transport protein 3)**
Zm00001d005344	0.737	1.4E-03	Histidine-containing phosphotransfer protein 2
Zm00001d013296	0.737	4.5E-03	ATP sulfurylase 1
Zm00001d030103	0.735	8.1E-03	Probable xyloglucan endotransglucosylase/hydrolase protein
Zm00001d052038	0.723	3.8E-03	Putative HLH DNA-binding domain superfamily protein
Zm00001d012559	0.692	2.1E-03	Stomatal closure-related actin-binding protein 1
Zm00001d015025	0.684	4.5E-03	AMP binding protein
Zm00001d038768	0.636	5.0E-03	Reticulon-like protein B4
Zm00001d044768	0.633	3.8E-03	**Protein NRT1/ PTR FAMILY 5.8**
Zm00001d033981	0.633	4.8E-03	ATP sulfurylase 1
Zm00001d015618	0.619	8.1E-03	Probable cinnamyl alcohol dehydrogenase
Zm00001d041710	0.597	5.0E-03	Glutathione synthetase chloroplastic
Zm00001d036401	0.596	5.0E-03	Endoplasmin homolog
Zm00001d018758	0.584	8.1E-03	Succinate dehydrogenase1
Zm00001d019670	0.578	8.5E-03	Kinesin-like protein KIN-4A
Zm00001d022042	0.574	9.4E-04	Eukaryotic translation initiation factor 5A
Zm00001d049597	0.567	4.9E-03	External alternative NAD(P)H-ubiquinone oxidoreductase B4
Zm00001d016662	0.536	3.8E-03	
Zm00001d018178	0.535	4.7E-03	bZIP4 (ABSCISIC ACID-INSENSITIVE 5-like protein 5)
Zm00001d032249	0.532	2.1E-03	KANADI 1
Zm00001d002625	0.531	3.4E-03	Probable methyltransferase PMT15
Zm00001d021773	0.517	9.9E-03	
Zm00001d039270	0.512	3.5E-03	Glutaredoxin family protein

The table shows the genes of interest that were differentially expressed between clusters ^ab^BS and ^ad^BS of data set A. Bold type = 9 out of 39 genes enriched in the ^ab^BS cluster that are specific to transmembrane transport. Criteria for inclusion were average log-fold change >0.5 for all cells in the subcluster and an FDR-adjusted *P* <0.01. The ^ab^BSC specificity was validated for three genes, *SWEET13a*, *b*, and *c*. Whether genes with lower FDR-adjusted *P*-values also show high specificity will require experimental validation. BS, bundle sheath; FC, fold-change.

Arabidopsis SWEET11 and SWEET12 are phylogenetically related to maize SWEET13a, SWEET13b, and SWEET13c, and in both species these SWEETs are critical for phloem loading of sucrose (Bezrutczyk et al., 2018). However, we did not know either if the maize SWEET13 proteins were co-expressed in the same cells or which cell types they function in. All three *SWEET13* paralogs were present in BSCs in maize, whereas their homologs in Arabidopsis, *At-SWEET11*, *At-SWEET12*, and *At-SWEET13*, are enriched in PP (Kim et al., 2021). This observation is consistent with the qRT-PCR results performed during the optimization of the protoplast protocol, which detected *SWEET13* transcripts, but no vascular cells, recovered by scRNA-seq. The upper BS subcluster, ^ab^BS, showed a striking enrichment for transport proteins, with 9 of 39 ^ab^BS-specific genes involved in transport (Table 1). Importantly, this included not only *SWEET13a*, *b*, and *c* but also an STP hexose transporter (STP3), the amino acid efflux transporter *UmamiTT21a* (Supplemental Figure S6, Supplemental Data Set 3), two members of the H^+^/amino acid symporter family, *AAP56* and *AAP45* (Deng, 2014), a member of the nitrate peptide transport family, and the H^+^-ATPase AHA3 (Table 1). Notably, in Arabidopsis, transcripts for the closest Arabidopsis homolog of *Zm-UmamiT21a*, *At-UmamiT21*, were enriched in PP (Figure 3) and co-expressed with *At-SWEET11* and *At-SWEET12* in Arabidopsis. On the basis of the presence of SWEETs, UmamiT21, and other ^ab^BS-enriched candidates, we speculate that the Arabidopsis transcription factors that are involved in PP identity have been recruited in maize to ^ab^BSCs to drive the unique set of genes expressed in the ^ab^BS. The transcription factor *DNA binding with one finger3* is implicated in the regulation of SWEET gene expression in rice (Wu et al., 2018) and shows ^ab^BS-preferential expression in this dataset. Two other transcription factors, *bZIP4* (*ABA-insensitive 5-like protein*) and *MYB25* (just below *p*-value cutoff), were enriched in the ^ab^BS. In contrast, ^ab^BS-enriched, *bZIP* and *MYB25* were not BS-specific, but were only sparsely expressed in MS cells (Supplemental Figure S5). One of the more highly expressed genes in the adaxial BS cluster was cystatin3 (CC3), the function of which is not known.

Other BSC-expressed genes such as *RBCS1* showed equal transcript distribution across all BS cells, excluding the possibility of an artifact, for example, a gradient of cells differing in unique molecular identifier (UMI) counts. This included *UmamiT20a*, which was BS-enriched but equally expressed across both BS subclusters. The lack of specificity of many genes for subsets of BSCs is consistent with published data from in situ hybridization and immunolocalization of *RBCS1* and glutamine synthetase, neither of which showed dorsoventral patterning (Langdale et al., 1988a; Martin et al., 2006; Langdale et al., 1988b ;Figure 2, G and H).

**Figure 2:**
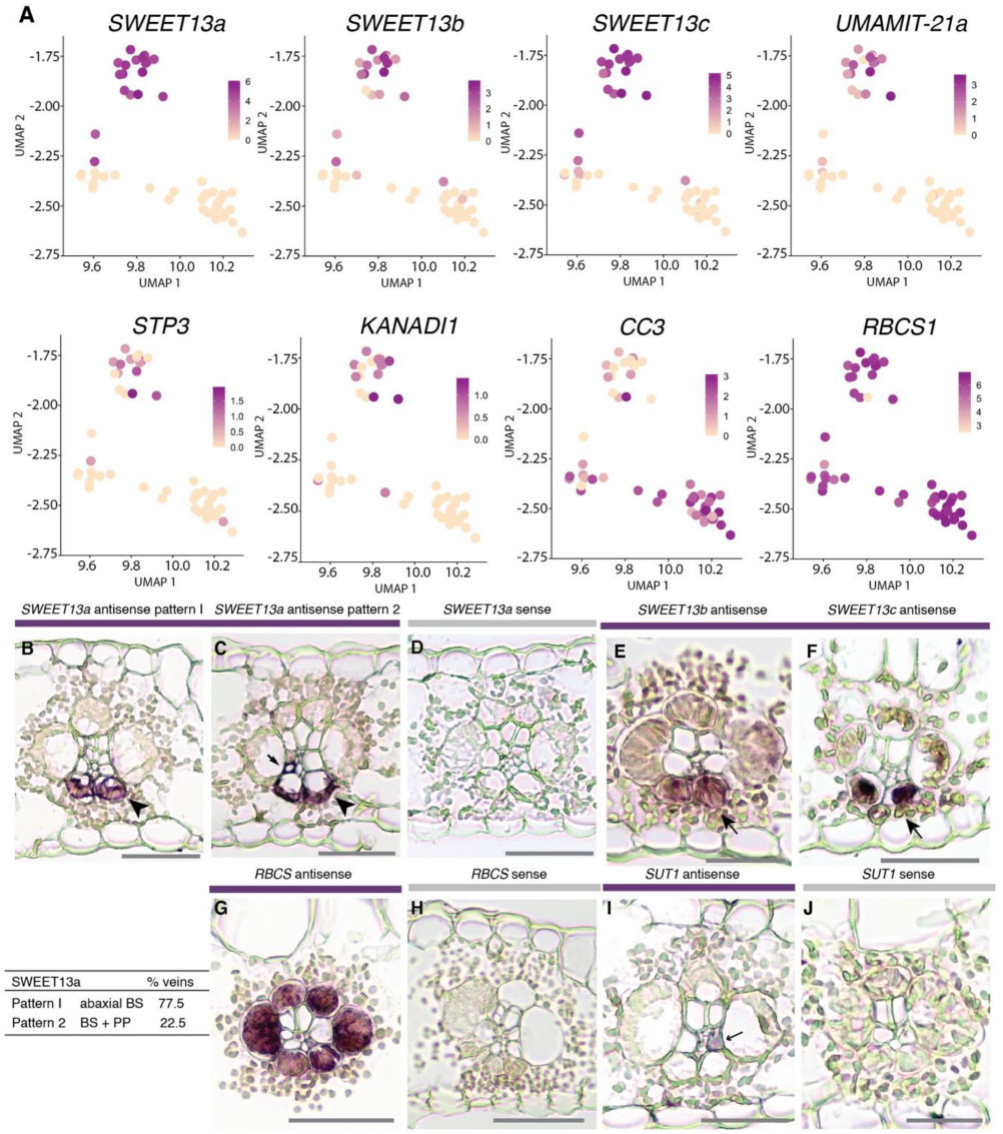
The abaxial BS cluster contains high levels of mRNAs encoding transport proteins. A, Feature plots show normalized levels of mRNAs for maize genes differentially expressed between the two clusters of bundle sheath cells from data set A plotted in UMAP space. B–F, In situ hybridizations of *SWEET13a*, *SWEET13b*, and *SWEET13c* to localize their mRNAs. Rank-2 intermediate veins from sections hybridized with antisense probes for *SWEET13a*, *SWEET13b*, and *SWEET13c* showed that the mRNA localization of three *SWEET13* genes was largely limited to abaxial bundle sheath cells. B and C, *SWEET13a* mRNA localization was predominantly in ^ab^BSCs in the majority of veins (77.5%) and to PP in a subset of veins (22.5%; *n* = 824). D, No staining was visible after hybridization with the *SWEET13a* sense probe (negative control). E and F, *SWEET13b* and *SWEET13c* probes showed staining predominantly in ^ab^BSCs. G, *RBCS1* antisense probe hybridized sections showed staining in all BS cells. H, No staining was detected in sections hybridized with an *RBCS1* sense probe. I, *SUT1* mRNA was localized to a vascular cell which is likely a companion cell in rank-2 intermediate veins (arrow). J, No staining was detected after hybridization with a *SUT1* sense probe (negative control). See Supplemental Figure S7 for intermediate rank-1 and major veins. Bars = 100 *µ*m.

Because the cells partitioned were all collected from plants grown under the same conditions on the same day, we cannot exclude the possibility that transcriptional states could be influenced by particular conditions such as undetected pathogen infection or differences in growth conditions. Therefore, a second scRNA-seq experiment was generated (data set B). Data sets A and B were combined so that the transcriptional profiles of cells from both replicates could be directly compared. In both datasets, *SWEET13a*, *SWEET13b*, and *SWEET13c* were expressed in a subset of BS cells in both replicates along with genes encoding other transport proteins such as UmamiT21a and STP3, as well as the abaxial-localized transcription factor *KANADI1*. In both scRNA-seq datasets, *RBCS1* and other BS-specific C4 genes were highly expressed in all BS cells (Supplemental Figure S2). A major difference was the absence of cluster M5, indicating that M5 likely represented a subset of cells in a different physiological state (Supplemental text).

To test the hypothesis that the two BS subclusters represent spatially discrete BSC populations, in situ hybridization was used to localize the *SWEET13a, b*, and *c* mRNAs (Figure 2, B–F; Supplemental Figure S7). Notably, all three *SWEET13* transcripts were specifically detected in the two abaxial BSCs (^ab^BSCs) adjacent to the phloem. Additionally, *SWEET13a, b*, and *c* transcripts localized to the PP (Figure 2C; Supplemental Figure S7) similar to those of *At-SWEET11*, *At-SWEET12*, and *13* (Kim et al., 2021; Chen et al., 2012). Using three independent sets of probes, we discovered that transcripts of all three SWEET13s were almost exclusively found in the ^ab^BS of rank-2 intermediate veins, which are a special adaptation of C_4_ monocots (Langdale et al., 1988a) and serve as the main sites of phloem loading (Fritz et al., 1989, 1983). *SWEET13a* was detected in both ^ab^BS and PP cells in about 23% of the rank-2 intermediate veins. Thus, in the veins that are the main loading sites, sucrose efflux toward the SE/CC for phloem loading must occur predominantly from the ^ab^BS into the apoplasm toward the phloem, and only to a smaller extent by direct release at the SE/CC from PP. Rank-1 intermediate veins seemed to have a more balanced distribution of *SWEET13a* between the ^ab^BS and PP. In major veins, SWEET13 transcripts were also present in the medial vascular parenchyma, and the main path appeared to be through release from PP.

Because protein abundance does not always correlate with mRNA levels (Walley et al., 2016), we evaluated the cell specificity of the SWEET13a protein. Maize lines were generated that stably expressed translational GUS reporter fusions (*ProSWEET13a:SWEET13a-GUS*) comprising 6-kb upstream of the ATG and all exons and introns. Six transgenic lines from three independent transformation events showed consistent localization of the SWEET13a–GUS fusion protein in the ^ab^BS and PP of rank-1 and -2 intermediate veins, and in the PP of the major veins (Figure 4; Supplemental Figure S7).

In summary, both in situ hybridization and immunolocalization showed that *SWEET13a, b*, and *c* transcripts and SWEET13a protein were found not only in the PP of maize but also in a subset of BSCs, specifically the ^ab^BS. This is different from the cellular expression of their homologs in the dicot Arabidopsis, suggesting that an additional sucrose phloem loading route has evolved in C_4_ monocots (Langdale et al., 1988a).

### *SWEET13a*–*c* and *SUT1* sucrose transporters are expressed in complementary cell types

Sucrose released from cells by SWEETs is taken up actively into the SE/CC by SUT1 H^+^/sucrose symporters (Riesmeier et al., 1994; Bürkle et al., 1998; Gottwald et al., 2000; Slewinski et al., 2009). To compare SWEET13 and SUT localization directly, in situ hybridization was performed in parallel using the same method from leaves that were at the same stages of development. *SUT1* RNA was typically found in one or two phloem cells, which most likely represent companion cells, where it is responsible for phloem loading. In rank-1 and major veins, *SUT1* mRNA was also detected in the medial vascular parenchyma, where it likely contributes to sucrose retrieval (Heyser et al., 1977). In our experiments, *SUT1* transcripts were not detected in BSCs, consistent with *SUT1* expression below the detection limit in of our single-cell dataset (Figure 2, G–H; Supplemental Figure S7).

### Abaxial BS transcripts are co-regulated during the sink–source transition

In Arabidopsis, many PP-expressed genes were found to also be co-regulated (Kim et al., 2021). We therefore tested whether several of the transporter genes identified in the ^ab^BS might also be co-regulated. *SUT1* H^+^/sucrose symporter genes are typically expressed to a low level in young net-importing leaves and are induced during the sink-to-source transition (Bürkle et al., 1998; Riesmeier et al., 1993). RNA was extracted from different segments of leaf 3 of V2 plants, in which the tip had transitioned to a sucrose source while the base was still in the sink state (Tausta et al., 2014; Figure 5A) for qRT-PCR. *SWEET13a*, Transcripts of *UmamiT21*, *AAP45*, and *SUT1* were 115-, 34-, 23-, and 10-fold higher, respectively, in the tip of leaf 3 (source) compared with the base (sink; Figure 5, A and B). SWEET13a protein levels were also higher in source regions of the leaf (Figure 5C). SWEET13a was detected neither in stem sections near the base of the plant, which contains whorls of developing leaves, nor in root tip (Figure 5, D–F). In leaves, SWEET13a was not detectable in tissues other than the tip of leaf 3, consistent with its role in phloem loading in source leaves. The co-regulation of ^ab^BS-enriched genes during the developmental transition of leaves not only links them to transfer of nutrients to the phloem but also indicates that they are all controlled by the same regulatory system.

## Discussion

Although single-cell RNA sequencing was successfully used to identify the transcriptomes of vascular cells in Arabidopsis (Kim et al., 2021), the suberin–lignin barrier surrounding the BS of maize leaves prevented access to vascular cell transcriptomes in maize. With our optimized protocol, BSCs were released and could be identified based on a broad range of known marker genes. BSCs separated into two subclusters. mRNA for BSC markers such as *RBCS* and GS1–4 were present at equal levels in both subclusters, whereas others were specifically enriched in one of the two subclusters. Because only moderately and highly expressed mRNAs are captured with droplet-based scRNA-seq protocols such as 10× chromium, we cannot exclude the possibility that transcripts that appear to be specific are also present at lower levels in the other cell types.

A major surprise was the finding that mRNAs for all three *SWEET13* paralogs were present in BSCs, in clear contrast to the distribution of their homologs in Arabidopsis (Chen et al., 2012). Other groups had shown that *SWEET13a*, *SWEET13b*, and *SWEET13c* transcripts are abundant in mechanically isolated BS strands, which likely also include vascular cells within the strands (see Supplementary discussion in Chang et al., 2012). Therefore, the data shown here provide multiple lines of evidence that *SWEET13a*, *SWEET13b*, and *SWEET13c* transcripts are found in specialized BSCs. Because barley BSCs seem clearly differentiated, with S-type cells suspected to represent a preferential site of sucrose transfer into the phloem (Williams et al., 1989), we tested whether *SWEET13a*, *b*, and *c* mRNA would be present in adaxial and lateral BSCs.

To our surprise, in situ hybridization and the analysis of translational GUS fusions showed that all three SWEET13s were preferentially expressed in the ^ab^BSCs of rank-2 intermediate veins, which are considered the main sites of phloem loading in maize (Fritz et al., 1983, 1989). In maize, these two abaxial BSCs are smaller compared with the medial BSCs (Bosabalidis et al., 1994). In rank-2 intermediate veins of maize, it appears that the ^ab^BSCs may have recruited sucrose-transporting *SWEETs* in order to export sucrose toward the abaxially localized phloem (Figure 6). Based on the amplification of *SWEET13* genes just prior to the evolution of C_4_ photosynthesis in both *Andropogoneae* and *Paniceae* lineages, Emms et al. (2016) hypothesized that SWEET13 transporters may export sucrose directly from the BS to the apoplasm in C_4_ plants. This conclusion was based on expression RNAseq data from BS strands (Chang et al., 2012) and laser capture dissection (Li et al., 2010), techniques that both cause contamination by adjacent tissues such as vascular parenchyma (see Supplementary materials and methods in Chang et al., 2012).

The presence of SWEET13s in the ^ab^BS possibly identifies a novel route for phloem loading in which BSCs likely export photosynthetically derived sucrose to the apoplasm of the phloem on the abaxial side of the leaf. Rank-2 veins are thought to be an emergent phenomenon of C_4_ grasses (Sedelnikova et al., 2018). Rank-2 veins increase the ratio of BS to MS cells, the vein density, and the capacity for nutrient transport, and they appear to be the main path for sucrose phloem loading. It is thus conceivable that this phloem loading route coevolved with the evolution of the rank-2 intermediate veins. A minority of rank-2 intermediate veins showed transcripts of *SWEET13a* in vascular cells, presumably PP, in addition to ^ab^BSCs, suggesting that, in a subset of rank-2 intermediate veins, sucrose may be exported from PP as well.

Given the findings of Williams et al. (1989), which indicate that barley uses adaxial and medial BSCs for phloem loading, our results suggest that the two species use distinct sets of BSCs for transferring sucrose from the BS to the phloem. This may occur in other C_3_ and C_4_ species, and it will be interesting to explore whether *SWEETs* are also present in medial BSCs of barley. ^ab^BS and ^ad^BS transcript profiles are highly similar, possibly explaining why this differentiation of BSCs had previously not been identified.

In rank-1 intermediate and major veins, *SWEET13a*, *b*, and *c* transcripts were detected in cells in the vasculature that most likely correspond to PP, thus similar to the canonical route in Arabidopsis (Chen et al., 2012; Cayla et al., 2019). Phylogenetic and functional analyses had shown that the PP transporters SWEET11 and SWEET12 from Arabidopsis are phylogenetically related to the three maize SWEET13 isoforms and fulfill overall a related function, that is, cellular sucrose efflux as a key step for phloem loading (Bezrutczyk et al., 2018). Subsequent to SWEET-mediated efflux, sucrose is taken up actively by SUT1/SUC2 H^+^/sucrose symporters in both maize and Arabidopsis (Gottwald et al., 2000; Slewinski et al., 2009). This is supported by in situ hybridization of *SUT1* in maize leaves (Supplemental Figure S7). The CC localization of *SUT1* is consistent with previously published results (Baker et al., 2016). We could not confirm previous data that indicated that SUT1 may also be expressed substantially in BSCs (Supplemental Figure S7). Localization of *SUT1* in vascular parenchyma is consistent with a role in sucrose retrieval on the side of the phloem that faces the xylem.

Our data are compatible with the presence of two distinct sites for phloem efflux in maize leaves, one from the ^ab^BS and a more standard path from PP in a minority of rank-2 veins (Figure 6). This route may be a specific adaptation of maize leaves in the context of C_4_ photosynthesis (Emms et al., 2016) to provide higher rates of sucrose flux toward the phloem. No doubt, *SWEET13a*, *b*, and *c* are key transporters for phloem loading, though at present we cannot assess the relative contribution of this new efflux step. This model could be tested by inhibiting SWEET activity specifically either in BSC or PP. However, because transcription factors driving expression of genes specifically in maize ^ab^BS or PP are not currently known, this hypothesis could be tested by generation of lines in which *SWEET13* mRNA levels have been repressed through BSC-specific RNAi.

Notably, transcripts for other transporter genes were also enriched in the ^ab^BS. This includes UmamiT21a, a member of the UmamiT amino acid transporter family. One of the key findings from the analysis of PP in Arabidopsis by scRNA-seq was that multiple members of this family were enriched in PP (Figure 3 and Table 1; Kim et al., 2021). Because they appear to play roles analogous to that of SWEETs in cellular efflux of amino acids in Arabidopsis, it appears that the ^ab^BS, besides having clear BSC identity, has acquired components or subnetworks of the PP identity. In both maize and Arabidopsis, BS and PP cell lineages are thought to diverge relatively early during vein development (Bosabalidis et al., 1994; Dengler et al., 1985; Esau, 1943), making it unlikely that ^ab^BS expression of SWEET13s is determined by cell lineage. Instead, positional cues may determine which cells adjacent to the SE/CC express the genes involved in nutrient transport. Mobile signals are known to be critical for patterning of root vasculature in Arabidopsis (De Rybel et al., 2016), and it is possible that positional cues, possibly originating in companion cells, contribute to the induction of transporter genes in adjacent cells.

**Figure 3:**
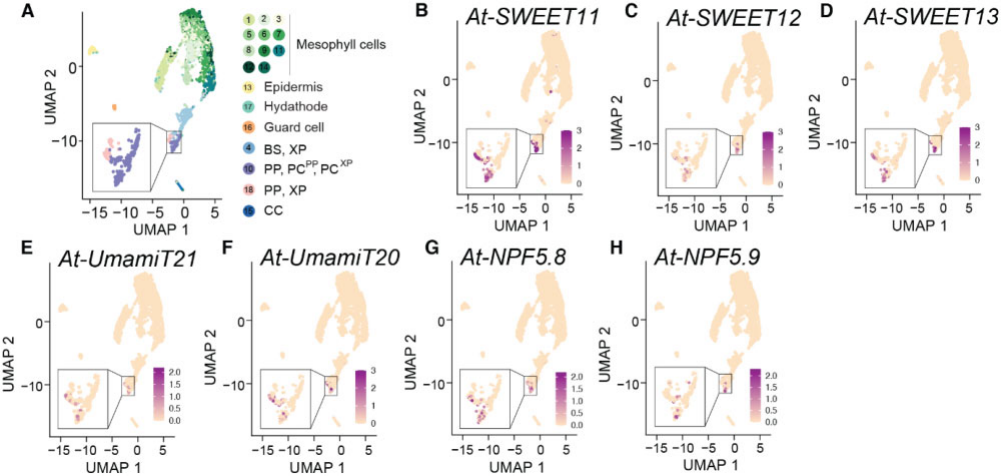
Arabidopsis homologs of genes enriched in maize ^ab^BS cells are expressed in Arabidopsis PP. Maize transporters showing mRNA enrichment in ^ab^BSCs are homologous to many Arabidopsis transporters enriched in Arabidopsis PP cells. A UMAP plot showing two-dimensional representation of cell relationships in multidimensional space for single-cell sequencing of Arabidopsis (At) leaf cells. Clusters are indicated by colors in the key to the right of the UMAP plot. Feature plots show normalized levels of mRNA transcripts for Arabidopsis transport proteins homologous to ^ab^BS transport proteins. B–D *At-SWEET11* (AT3G48740), *At-SWEET12* (AT5G23660), and *At-SWEET13* (AT5G50800) are homologous to *Zm-SWEET13a*, *Zm-SWEET13b*, and *Zm-SWEET13c*. E, *At-UmamiT21* (AT5G64700) is homologous to *Zm-UmamiT21a*. F, *At-UmamiT20* (AT4G08290) is homologous to *Zm-UmamiT20a* (Supplemental Figure S6). G and H, *At-NPF5.8* (AT5G14940)_*and At-NPF5.9* (AT3G01350) are homologous to *Zm-NRT1*.

**Figure 4:**
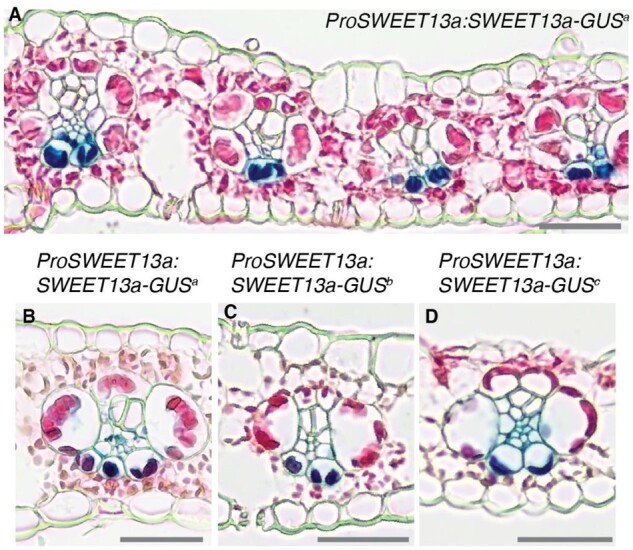
SWEET13a is localized to abaxial bundle sheath cells of rank-2 veins. GUS histochemistry in leaves of maize lines transformed with the translational fusion construct *ProSWEET13a:SWEET13a-GUS*. A, The dark blue chlorobromoindigo precipitate indicative of GUS activity was detected in abaxial bundle sheath cells of maize plants transformed with *ProSWEET13a:SWEET13a-GUSplus*. B–D, Three independent transformation events (a, b, and c = *ProSWEET13a:SWEET13a-GUSa*, *b*, and *c*) resulted in similar expression patterns in rank-2 intermediate veins, rank-1 intermediate veins, and major veins (for rank-1 and major veins see Supplemental Figure 7). B, Line “a,” (C) Line “b,” and (D) Line “c.” Sections were counterstained with eosin-Y; bars = 100 µm.

The co-regulation of at least some of the ^ab^BS-enriched genes further strengthens this hypothesis. Interestingly, we also observed weak enrichment of the abaxial *KANADI* transcription factor (Figure 2A; Supplemental Data Set 1). KANADI plays a key role in determining abaxial identity in leaves (Candela et al., 2008). We therefore hypothesize that one or several transcriptional regulators that are involved in the regulation of the efflux of sucrose and amino acids from PP have been brought under control of both a polarity cue and the BS identity cues in order to increase nutrient flux toward the maize phloem. It will be fascinating to identify the transcription factors that are involved in controlling the PP and BSC identities and to dissect the SWEET promoters to determine which *cis*-elements are involved in the acquisition of ^ab^BSC fate. Several transcriptional regulators have been identified as candidates for the induction of ^ab^BSC fate; however, the limitations of sequencing depth in 10× genomics chromium droplet-based scRNA-seq preclude a comprehensive profiling of all transcriptional regulators. Methods that provide higher sensitivity may help to address this aspect. Importantly, the ^ab^BS genes identified provide unique insight into the specialized nature of this cell type.

Comparison of this phenomenon in other grasses, those that use both C_3_ and C_4_ photosynthesis, as well as a careful analysis of the evolution of rank-2 intermediate veins may provide insights into how widely distributed this mechanism is and may provide hints regarding the evolution of this regulatory rearrangement. Finally, new methods will be required to gain access to the vascular cells of maize, which are not accessible through the current methods. In summary, scRNA-seq enabled the identification of cells with a unique combination of properties on the adaxial side of the bundle sheath. The identification of this new property may be relevant to bioengineering of staple crops, for example, C_4_ rice.

### Material availability

Plasmids generated in this study have been deposited to Addgene under the code Plasmid #159535.

### Data and code availability

The raw data that support the findings of this study are available from the corresponding author upon request. All sequencing data have been deposited in the Gene Expression Omnibus (www.ncbi.nlm.nih.gov/geo/) under the accession number GSE157759.

## Materials and methods

### Plant growth

Maize (*Zea mays* L.) B73 seeds (obtained from Maize COOP) were germinated on filter paper with deionized, distilled water in darkness at 22–25°C and transferred to soil (Einheitserde ED73, Meyer KG, Frankfurt a.M., Germany) mixed with 20% perlite upon coleoptile emergence. Plants were subsequently grown at 28–30°C in a greenhouse supplemented by sodium lamps (400 *µ*mol m^−2^ s^−1^) for 12 h from 8:00 to 20:00. Protoplasts for scRNA-seq were generated from the last 6 cm of the distal portion of V2 leaf 2. For each pool of protoplasts tested, leaf segments from six concurrently grown plants were used. In situ hybridization was performed on sections taken from the distal portion of leaf 2 of V2 plants, the distal portion of leaf 5 of V4 plants, and the distal portion of the flag leaf from VT plants, with similar results. All images shown are from V4 leaf 5. For GUS staining, tissue segments were taken 10 cm from the tip of the third leaf below the flag leaf of T0 plants at growth stage VT (mature leaf tip), 4 cm from the tip of leaf 3 of T1 V2 plants (seedling leaf tip), 12 cm from the tip of T1 V2 plants (seedling leaf base), a stem section 1 cm above soil surface of T1 V2 plant (seedling stem), or the seminal root tip from T1 V2 plant (seedling root).

### Genes analyzed

Gene IDs are provided as Supplemental Table S2.

### Probe preparation for in situ hybridization

RNA was extracted from leaves of V2 B73 seedlings by a phenol–chloroform extraction method as previously described (Bezrutczyk et al., 2018). cDNA synthesis was performed using QuantiTect Reverse Transcription Kit (Qiagen, Hilden, Germany). cDNA was amplified for each gene (primers are listed in Supplemental Data Set 4) using Takara PrimeSTAR GXL polymerase then subcloned into pJET1.2 using CloneJet PCR cloning kit (ThermoFisher, Meerbusch, Germany). For *SWEET13a*, *b*, and *c*, three unique regions in the 5′- and 3′-UTRs and in the coding region with lengths of ∼100 bp were selected as probe templates. The three probes specific for one of the genes were combined for detection of the respective target gene. For *SUT1*, two regions in the 5′- and 3′-UTRs, unique to *SUT1* but common to all six isoforms, were selected as probe templates. For *RBCS1*, two regions in the coding region of the gene were selected as probe templates. All cDNA sequence alignments were performed using Geneious R11 (https://www.geneious.com; Supplemental Figure S8). Probe template regions were amplified with SP6 sequences flanking the forward primers for the sense probe, and reverse primers for antisense probes (Supplemental Data Set 4). Digoxigenin (DIG) labeled probes were generated using the MEGAscript SP6 Transcription kit (ThermoFisher) with a 1:2 ratio of DIG-labeled UTP:UTP. Probes were precipitated after the DNAse reaction by addition of 2 mg/mL glycogen, 0.1 volume 10% acetic acid, 0.1 volume NaOAc, and 2.5 volumes ethanol and were centrifuged at 4°C at 20,000*g* for 30 min. Pellets were washed with 70% ethanol in diethyl pyrocarbonate (DEPC)-treated water, allowed to dry, and resuspended in 25-*µ*L RNAse-free 10 mM Tris–EDTA pH 8 and 25-*µ*L formamide.

### In situ hybridization

In situ hybridization was adapted from Jackson and Simon lab protocols (Jackson, 1992; Stahl and Simon, 2010). Leaf-tip sections 1 cm in length were dissected from V2 or V5 plants and placed into 4% paraformaldehyde, vacuum infiltrated for 10 min, and fixed overnight at 4°C. Dehydration by ethanol series and paraplast embedding were performed as described (Malcomber and Kellogg, 2004). Sections (10 *µ*m) were cut with a Leica RM 2155 microtome and mounted on ProbeOn Plus slides (Fisher). After deparaffinization with Histoclear and rehydration by a decreasing ethanol series, tissue was permeabilized in a 2 *µ*g/mL proteinase K solution, washed for 2 min with 0.2% glycine and 1× PBS (1.3 M NaCl, 0.07 M Na_2_HPO_4_, 0.03 M NaH_2_PO_4_, pH), and fixed again with 4% paraformaldehyde for 10 min. Slides were washed with PBS and acetylated with 0.1 M triethanolamine and acetic anhydride for 10 min, then washed and dehydrated with an increasing ethanol series from 15% to 100%. Probes for each construct were mixed (e.g. all three antisense probes for *SWEET13a*), diluted 1:50 with formamide, denatured at 95°C for 3 min, and further diluted 1:4 with hybridization buffer (300 mM NaCl, 10 mM NaH_2_PO_4_, 10 mM Na_2_HPO_4_, 10 mM Tris–Cl pH 6.8, 5 mM EDTA, 50% formamide, 12.5% dextran sulfate, 1.25 mg/mL tRNA). Probe incubation in slide pairs was performed at 55°C overnight. Slides were rinsed three times with 0.2× SSC pH 7 (600 mM NaCl, 60 mM sodium citrate) at 55°C for 1 h, washed with block reagent solution (Roche), washed with BSA blocking solution (10 mg/mL bovine serum albumen, 0.1 M Tris–Cl, 150 mL NaCl, 0.3% Triton X-100) for 45 min, and incubated with anti-DIG AP-conjugated antibody (Roche, Lot # 16646822) for 2 h at 22°C. Slides were rinsed four times with BSA block solution for 15 min each, then in Buffer C (100 mM Tris pH 9.5, 50 mM MgCl_2_, 100 mM NaCl) for 15 min, and incubated with 50 *µ*L nitro blue tetrazolium chloride (NBT) and 37.5 *µ*L 5-bromo-4-chloro-3-indolyl-phosphate (BCIP) in 5 mL buffer C for 24–48 h. Slides were washed with water, dehydrated with an increasing ethanol series as noted above, and mounted with Eukitt Quick-hardening mounting medium. Images were taken with an Olympus CKX53 cell culture microscope equipped with an EP50 camera. In situ hybridization experiments for each gene/probe combination were performed as a minimum of three independent times.

### Quantification of mRNA in situ hybridization staining patterns in veins

Observations of hundreds of veins led us to determine that veins could be classified by the pattern of cell types stained as intermediate rank-2 type I (^ab^BS cells only) or type II (BS cells + vascular cells, presumably PP); intermediate rank-1 type I (^ab^BS + vascular cells) or type II (vascular cells only); major type I (abaxial PP only) or type II (abaxial and medial PP). Sections hybridized with antisense probes were harvested from two different leaves and observed under an Olympus CKX53 cell culture microscope, and veins corresponding to cell-type-specific expression in the different vein classes were counted.

### Generation of Zm-SWEET13-GUS constructs

*Zm-SWEET13a* (Supplemental Table S2), including 5,751-bp upstream of the start codon and 684-bp downstream of the stop codon, was isolated from B73 gDNA (Supplemental Data Set 4) and inserted into pJET using the CloneJET PCR cloning kit. The final construct consists of GUSplus inserted directly upstream of the *Zm-SWEET13a* stop codon, preceded by a 9-Ala linker, in the Golden Gate vector pGGBb-AG, the in silico cloning of which was performed using Geneious R11 (Supplemental Figure S8). The assembly of all fragments with the vector pGGBb-AG was performed using the Takara InFusion HD cloning kit, and validated by Sanger sequencing.

### Maize transformation

*Agrobacterium tumefaciens* strain EHA105 was transformed with the *Zm-SWEET13a:GUS* vector at the Crop Genome Engineering Facility at VIB Ghent (Vlaams Instituut voor Biotechnologie; https://www.psb.ugent.be/cgef). Transformed EHA105 cells carrying the respective plasmids were used to transform the inbred maize line B104 via Agrobacterium-mediated transformation of 600 immature embryos according to previously described methods (Coussens et al., 2012). In brief, callus formation was induced using auxins and transgenic cells selected over several weeks using phosphinotricin selection. Plantlets were then regenerated on hormone-free medium, and presence of the transgene confirmed using TraitCheck (Romer Labs; Butzbach, Germany) and PCR analysis. Three independent transformation events were derived from different starting immature embryos, yielding six plants in total: three plants from event A (*ProSWEET13a:SWEET13a-GUSplus^a^*), two from event B (*ProSWEET13a:SWEET13a-GUSplus^b^*), and one from event C (*ProSWEET13a:SWEET13a-GUSplus^c^*).

### GUS histochemistry

Tissue segments were taken 10 cm from the tip of the third leaf below the flag leaf of T0 plants at growth stage VT (mature leaf tip), 4 cm from the tip of leaf 3 of T1 V2 plants (seedling leaf tip), 12 cm from the tip of T1 V2 plants (seedling leaf base), on the stem 1 cm above the soil surface of T1 V2 plant (seedling stem), or from the seminal root tip of T1 V2 plant (seedling root) at hour 13:00. Tissue segments were dissected into cold acetone and vacuum infiltrated for 2 min, then vacuum infiltrated with GUS wash buffer (20 mM EDTA, 40 mM C_6_N_6_FeK_3_, 40 mM C_6_FeK_4_N_6_, 20% methanol, 57.6 mM Na_2_HPO_4_, 42 mM NaH_2_PO_4_, 0.1% Triton X-100), and incubated with GUS wash buffer including 0.2% X-Gluc at 37°C for 1–48 h. GUS activity was detected by production of a dark blue chlorobromoindigo precipitate by cleavage and subsequent oxidation from X-Gluc. Sections were dehydrated in 20%, 30%, and 50% ethanol for 30 min, fixed in formalin-alcohol-acetic acid (FAA: 50% ethanol, 3.7% formaldehyde, 5% acetic acid) for 30 min, and further dehydrated in 75% and 100% ethanol. Embedding was performed by incubating sections at 60°C in tert-butyl ethanol:paraplast dilutions at 3:1, 1:1, and 1:3 ratios. Melted Paraplast (100%) was changed twice daily for 3 days. Paraplast-embedded tissue was poured into blocks, and 10-*µ*m sections were cut with a Leica RM 2155 microtome. Sections were mounted on SUPERFROST PLUS Gold Slides (Thermo Scientific), deparaffinized with Histoclear, and mounted with Eukitt Quick-hardening mounting medium. This GUS staining procedure was repeated three times in both T0 and T1 generations with similar results.

### Single-cell sequencing: protoplast preparation

Tissue was sampled from the distal portion of leaf 2 (from 1 to 7 cm, as measured from the tip) from V2 plants. This region was selected because it is thought to be nonexpanding, nondifferentiating source tissue based on results from the RNAseq-defined developmental transcriptome of the maize leaf (Li et al., 2010). For each pool of protoplasts, leaf segments from six concurrently grown plants were used. Leaf segments were harvested at hour 9:00, and tape was applied to the adaxial epidermis to stabilize the tissue, which was scored every 5 mm from the midvein to leaf edge with a razor manifold consisting of scalpel blades taped together to ensure minimum distance between scores. Taped sections were placed abaxial-side down in pretreatment solution (2 mM l-Cys, 164 mM sorbitol) and vacuum infiltrated for 10 min with 2 min of active pumping. Taped sections were incubated with gentle agitation (30 r.p.m., IKA Rocker 3D orbital shaker) for an additional 20 min in pretreatment solution, then transferred to enzyme solution (cellulase Onozuka RS 1.25%, cellulase Onozuka R-10 1.25%, pectolyase Y-23 0.4%, macerozyme R-10 0.42%, sorbitol 0.4 M, MES 20 mM, KCl 20 mM, CaCl_2_ 10 mM, BSA 0.1%, ß-mercaptoethanol 0.06%) for 3.5 h with gentle agitation (30 r.p.m. on an orbital shaker). Protoplasts were carefully pipetted onto a prewetted Corning 70-*µ*m nylon mesh strainer placed in a tilted 50 mL Falcon tube to remove large debris, and were then slowly pipetted into a round bottom tube using a wide-bore 1 mL pipette. Protoplasts in the round-bottomed tube were centrifuged for 1.5 min at 100*g* in a Hettich Rotina 38R centrifuge. The enzyme solution was gently removed and replaced with cold wash solution (sorbitol 0.4 M, MES 20 mM, KCl 20 mM, CaCl_2_ 10 mM, BSA 0.1%). Protoplasts were carefully resuspended in wash solution and centrifuged for 30 s at 100*g*, then strained through a 70-*µ*m Scienceware Flowmi Cell Strainer to remove large debris. Washing solution steps were repeated four additional times to remove chloroplasts and small debris. Cell viability and concentration were quantified under an Olympus CKX53 cell culture microscope: 1 *µ*L 0.4% Trypan blue was added to 9 µL of resuspended protoplasts in wash solution and pipetted into the chamber of a C-Chip Neubauer Improved Disposable Haemocytometer (NanoEntek; Seoul, South Korea); healthy (unstained) cells were counted. Protoplasts were resuspended to a concentration of 1,200 cells/*µ*L. A variety of approaches to degrade the suberin–lignin-containing BSC walls with the addition of other enzymes failed to produce healthy cells (data not shown): Laccase (Sigma) and manganese peroxidase (Sigma), as well as enzymes provided by Novozymes (Copenhagen, Denmark), namely a cutinase, a fungal carbohydrase blend produced in *Aspergillus aculeatus*, a fungal β-glucanase blend produced in *Humicola insolens*, a pectinase preparation produced in *Aspergillus*, a xylanase blend, and a multienzyme complex containing carbohydrases, including arabinase, cellulase, β-glucanase, hemicellulose, and xylanase, were each added to the existing protocol to a final concentration of 1%–2% active enzyme weight/volume. Visual inspection of protoplasts during isolation revealed that addition of these enzymes caused protoplasts to rupture.

### Generation of scRNA-seq data set B

To generate data set B, tissues from six plants at the same developmental stage as in the first experiment (B73, V2, leaf 2 tip) were grown at a different time under the same growth conditions and were harvested for protoplast release. 10× Genomics chromium cell partitioning and sequencing were performed as described for the first replicate: percent.pt <4 and percent.mt <0.75 and nFeature_RNA >1,800 and nFeature_RNA <7,000; 3,242 cells passed this threshold. Normalization, scaling, and variable feature detection were performed using SCTransform (Hafemeister and Satija, 2019a). See Quantification and statistical analysis of Materials and methods section for further analysis.

### Protoplast protocol optimization

Several variations of the above protocol were tested prior to the final protoplast preparation, and the presence of diverse cell types was verified by qRT-PCR using primers specific to *MDH6*, *ME1*, *SWEET13a*, *SWEET13b*, and *SWEET13c* (Supplemental Data Set 4). Briefly, RNA was extracted from protoplasts using the RNEasy Mini Kit, and first-strand cDNA was synthesized using a Quantitect reverse transcription kit (Qiagen, Hilden, Germany). Quantitative reverse transcription PCR (qRT-PCR) was performed using Roche LightCycler 480 SYBR Green I Master polymerase on a Stratagene Mx3000P, and relative expression of transporter genes was calculated relative to *18S* rRNA and *Actin* using the 2^−ΔCT^ method. Modifications to the standard protoplast isolation protocol of 2 h in enzyme solution (Protocol 1, see previous section) included doubling the concentration of enzymes in solution (Protocol 2), isolating BS strands released after 2 h followed by continued incubation of filtered BS strands in fresh enzyme solution to deplete MS cells (Protocol 3), and incubating the leaf tissue in pretreatment solution (Protocol 4, 2 mM L-Cys and 164 mM sorbitol). The protocol that yielded the highest ratio of BS:MS marker genes (*ME1*:*MDH6*) included a pretreatment incubation step (164 mM sorbitol, 2 mM L-cys in MilliQ water) and 1× enzyme solution (Supplemental Figure S1).

### Cell partitioning, library preparation, and NGS

To aim for partitioning of 7,000 cells with the expectation that 3,500 cells would be sequenced, 6 *µ*L of the protoplast suspension with an estimated 1,200 cells/*µ*L was applied to the 10× genomics chromium microfluidic chip (Chemistry V3.0). Thereafter the standard manufacturer’s protocol was followed. Twelve cycles were used for cDNA amplification, and the completed cDNA library was quantified using an Agilent AATI Fragment Analyzer. Sequencing was performed at Novogene (Sacramento, CA, USA) on a single lane with the Hi-Seq platform and the standard PE150 sequencing parameters.

### Generation of single-cell expression matrices

Cellranger count (10× Genomics) was used to process fastq files provided by Novogene, with read 1 trimmed to 26 bp (r1-length = 26), as the first 26 bp of a 10× library R1 comprise the cell barcode and UMI index, and the remaining part contains the poly-A tail with no further information. A formatted reference genome was generated using Cellranger mkref using the maize B73 RefGen 4 (Jiao et al., 2017) whole genome sequence and annotation (fasta and gff3 downloaded from Ensembl B73 RefGen V4), to which reads were aligned using STAR (Dobin et al., 2013). For analysis of single-cell sequencing data, see Quantification and statistical analysis section.

### Phylogeny of UmamiT transporters

BLAST results from the Arabidopsis seed sequence At-UmamiT12 to maize (AGP v4 of the MaizeSequence database (Jiao et al., 2017) and barley (IBSC v2 from the International Barley Genome Sequencing Consortium; Mascher et al., 2017) were combined with BioMart (Smedley et al., 2009) results and filtered for the WAT1-related protein domain (panther ID PTHR31218). Genes passing this filter were selected as UmamiT family candidate genes. Two trees were generated: one using an alignment of all known splice variants, and one with only the representative transcript, with similar results. Alignments were performed in MEGA7 (Kumar et al., 2016) using MUSCLE with the following parameters: gap open penalty −2.9, gap extend penalty 0, hydrophobicity multiplier 1.2, max iterations 8, clustering method UPGMA for iteration 1, 2; UPGMB for all subsequent iterations, and lambda 24. The maximum likelihood tree was created from these alignments using IQTREE webserver (Trifinopoulos et al., 2016) using the BLOSUM62 substitution model and 1,000 bootstraps (Supplemental Data Set 3).

### Quantification and statistical analysis

#### Sample selection for scRNA-seq, qRT-PCR, and RNAseq

Plants chosen for protoplast release, qPCR, and RNAseq were randomly selected from among a larger number of individuals that had been grown concurrently and were at the same growth stage. True biological replicates (i.e. independently grown plants) were used as replicates for statistical analyses. The number of plants per sample and number of replicates is given in the respective figure legends or in specific sections of Methods. To ensure reproducibility, the plants used in successive experiments were grown in the same greenhouse under controlled conditions. Samples for a repeat of a given experiment were taken at the same developmental stage at the same time of day.

### Dimensionality reduction and cell clustering

The Seurat R package (v3.1; Butler et al., 2018) was used for dimensionality reduction analysis and dataset filtering. To remove cells with low mRNA count (nFeature_RNA) and doublets, as well as damaged cells with high chloroplast (pt) or mitochondria (mt) genome-derived transcripts, cells were filtered (percent.pt <4 and percent.mt <0.75 and nFeature_RNA >1,800 and nFeature_RNA <7,000). Normalization, scaling, and variable feature detection were performed using SCTransform (Hafemeister and Satija, 2019a). Cells were clustered using FindNeighbors to create a *K*-nearest neighbors graph using the first 50 principle components. FindClusters was used to iteratively group cells using a resolution of 0.2 or 23. These clusters were used as input for nonlinear dimensional reduction using UMAP (McInnes et al., 2018). This allowed us to visualize the relatedness of cells in the single-cell dataset based on their transcriptomic profiles, as represented by their positions in 2D space.

### Differential gene expression analysis across clusters

Genes differentially expressed across clusters or subclusters were identified by comparing the average normalized mRNA counts in cells of a given cluster to that of cells in all other clusters using the Seurat function FindMarkers. Genes with a false discovery rate (FDR) corrected *P* <0.05 and an average log-fold change (logFC) >0.5 were considered marker genes.

### Identification of cluster identities

Photosynthesis-related genes known to be differentially expressed between MSCs and BSCs in NADP-ME/PCK C_4_ plants were used as markers to define MSC and BSC clusters (Denton et al., 2017; Li et al., 2010; Schlüter and Weber, 2020; Friso et al., 2010 ;Supplemental Table S1). The cluster identified as BSCs was subdivided into two subclusters when FindClusters was applied with a resolution of 23, and differential gene expression analysis was performed on these two subclusters with FindMarkers (for subclusters: logFC >0.5, FDR ≤0.01; Supplemental Data Set 1)

### Integration of scRNA-seq data sets A and B

The two scRNA-seq replicates were combined using the integration function in Seurat. First, the same parameters were used for filtering for both datasets: to remove cells with low mRNA count (nFeature_RNA) and doublets, as well as damaged cells with high chloroplast (pt) or mt genome-derived transcripts, cells were filtered (percent.pt <4 and percent.mt <0.75 and nFeature_RNA >1,800 and nFeature_RNA <7,000). Each dataset was separately scaled and normalized using SCTransform (Butler et al., 2018; Hafemeister and Satija, 2019b). Integration was performed using nfeatures = 1,000, and all features (genes) were used to find anchors. UMAP plots and feature plots were generated as previously described. After cell selection, the integrated dataset consisted of 7,005 cells (3,763 from data set A and 3,242 from data set B), with four MS clusters and one BS cluster at low resolution (FindClusters resolution = 0.2) and two BS clusters at high resolution (FindClusters resolution = 26). The integrated dataset was used to produce Supplemental Figure S2 only. All other analyses were performed using data set A.

### qRT-PCR of transporter genes in seedling leaves

Leaf segments were harvested from the distal and proximal end (tip and base) of leaf 3 of early V2 plants at hour 13:00. Tissue was ground in liquid nitrogen and RNA was extracted as previously described (Bezrutczyk et al., 2018). First-strand cDNA was synthesized using Quantitect reverse transcription kit (Qiagen). qRT-PCR to determine relative mRNA levels was performed using a Stratagene Mx3000P with primers for *18S, Actin, SWEET13a*, *13b*, *13c*, *SUT1*, *UmamiT21a*, and *STP3* (Supplemental Data Set 4). Relative expression of transporter genes was calculated relative to *18S* and *Actin* using the 2^−ΔCT^ method for quantification, with similar results. Values shown in Figure 5B are the average of three technical (qRT-PCR) replicates of three pools of two plants each; error bars represent sem. Students two-tailed paired *t* test values are shown. Two independent repeats confirmed the data.

**Figure 5:**
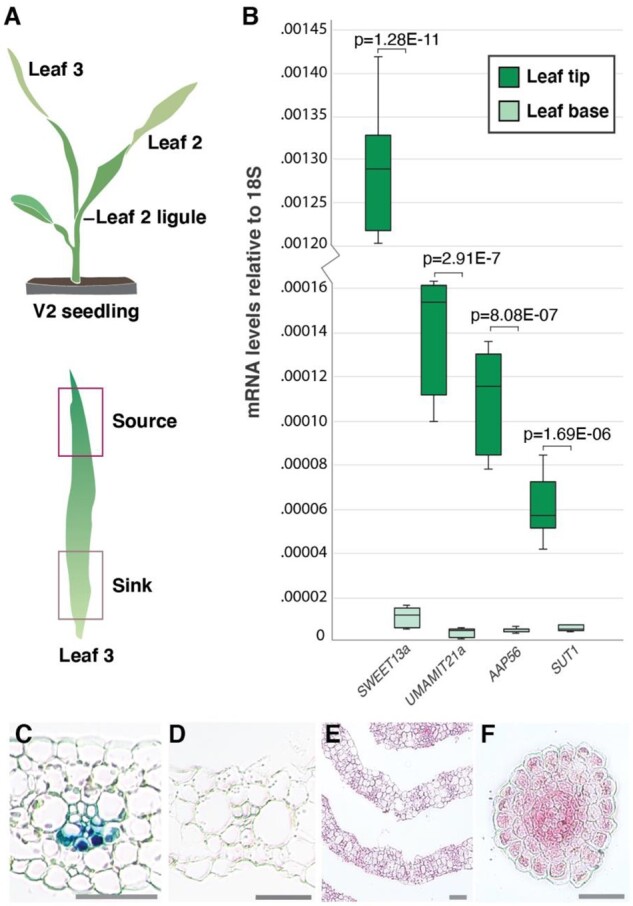
Abaxial BS transcripts are co-regulated during the sink–source transition. A, Tissues selected for qRT-PCR: a V2-stage seedling (upper) with source and sink tissue highlighted (lower). The base of leaf 3 is still in the whorl and is net sink tissue (Li et al., 2010). B, 18S-normalized mRNA levels of *SWEET13a*, *UmamiT21a*, *AAP45* (encoding proteins transport proteins enriched in ^ab^BS cells) and *SUT1* in source (leaf tip) and sink (leaf base) tissue. Values are average of three technical (qRT-PCR) replicates of three pools of two plants; error bars represent sem. *Students two-tailed paired *t* test values are shown. Independent repeats confirmed the data. C, *ProSWEET13a:SWEET13a-GUSplus* transformed B73 seedling segments after a 12–48 h incubation in GUS staining solution. V2 leaf 3 tip (12 h), (D) leaf 3 sheath (48 h), (E) stem cross section 1 cm above soil (48 h), and (F) cross-section across root tip (48 h). Of these, only the tip of leaf 3 (source) showed chlorobromoindigo precipitate indicative of GUS activity due to expression of the SWEET13a–GUS fusion protein. Bars: 100 *µ*m.

**Figure 6:**
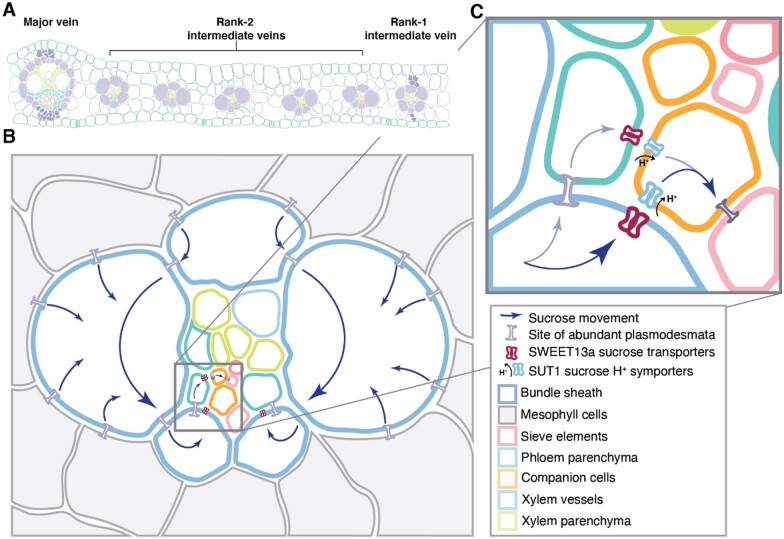
Phloem loading occurs via the ^ab^BS in maize. A, Arrangement and relative numbers of major veins, rank-1 intermediate veins, and rank-2 intermediate veins in a mature maize leaf. Note that rank-1 intermediate veins are distinguished from rank-2 by the presence of hypodermal sclerenchyma. B, A rank-2 intermediate vein surrounded by bundle sheath (blue outline) and mesophyll (gray) cells. Sucrose movement down its concentration gradient is indicated by blue arrows. C, The inset shows details of sucrose movement either from bundle sheath cells into the apoplasm via SWEET13 transporters or to PP (teal) via plasmodesmata, where sucrose is then exported to the apoplasmic space by SWEETs. Sucrose in the apoplasm is taken up by SUT1 into the sieve element (orange, pink) complex of the companion cells for long distance transport.

**Figure:**

### Gene ontology term analysis for MS clusters

Marker genes for each of the five MS clusters (LogFC >0.5; FDR-adjusted *p*-value <0.05) were used as input for Gene Ontology (GO; Ashburner et al., 2000; The Gene Ontology Consortium, 2018) analysis via the online portal GO Gene Ontology database (doi: 10.5281/zenodo.3727280; released 2020-03-23). GO terms with false discovery rate (FDR)-corrected *P* <0.05 can be found in Supplemental Data Set 2.

### Protoplast and bulk leaf tissue RNAseq

Protoplasts were generated according to the previously described method. Whole leaf tissue from sibling plants was ground in liquid nitrogen at the time leaf tissue was harvested for protoplast isolation. RNA from two pools of protoplasts made from four leaves each (P1 and P2), and two pools of four whole leaf segments each (L1 and L2) was extracted using the RNEasy Mini Kit (Qiagen), and four cDNA libraries were generated using the NEBNext Ultra DNA Library Prep Kit for Illumina (New England Biolabs, MA, USA) with modifications to select for 250–500 bp fragments. 

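The bulk RNA-seq comparison covered 2 libraries of whole leaf segments (leaf 1 and leaf 2) and 2 libraries of protoplasts (protoplast 1 and protoplast 2). The methods give 4 leaves per pool for these libraries, whereas the labels of the deposited samples give 6 plants per pool. For each library the authors deposited raw read counts per gene from featureCounts on the AGPv4 annotation of B73, which lists 46430 genes. The copy of the leaf 1 counts analysed here is incomplete. It ends within chromosome 3, and 10 of its lines are damaged. Genes were used for leaf 1 only where the annotation fields matched those of the other libraries. Counts in all 4 libraries were therefore available for 18609 genes, which comprise the 6796 genes of chromosome 1, the 5728 of chromosome 2, the 3180 of chromosome 10 and 2905 of the 4752 of chromosome 3. For genes on chromosomes 4 to 9 and for organelle genes, leaf 2 was the only leaf library, and their values carry no test. Total counts were 41792981 in leaf 2, 47061988 in protoplast 1 and 42815615 in protoplast 2. Over the 18609 genes shared by all libraries, the totals were 18322950 in leaf 1, 15838934 in leaf 2, 17049307 in protoplast 1 and 14976340 in protoplast 2. At this depth, 3 counts corresponded to between 0.148 and 0.232 CPM after trimmed mean M-value (TMM) normalization. For comparisons of all 4 libraries, CPM is scaled to the counts of the shared genes and not to the whole library, so these values are higher than CPM over complete libraries. Across the 9017 genes with enough counts to be tested, Pearson's r of log2 CPM was 0.993 between the leaf libraries and 0.989 between the protoplast libraries, and it ranged from 0.715 to 0.752 between leaf and protoplast libraries. These correlations are across genes, which are not independent replicates. The spread between replicates exceeded counting noise, with a chi-square per degree of freedom of 9.25 for the leaf pair and 56.8 for the protoplast pair.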

Sequencing of the four libraries was performed at Novogene (Sacramento, CA, USA) on a single lane with the Hi-Seq platform and the standard PE150 sequencing parameters. Reads were analyzed using a custom implementation of the Wyseq RNAseq analysis pipeline (https://github.com/astauff/WySeq). Briefly, reads were trimmed using TrimGalore (v 0.6.5) and aligned to the AGPv4 B73 reference genome using STAR (v 2.5.1b). Counts were generated using Subread featureCounts (v 2.0.1), and differential expression was analyzed using the R-packages EdgeR (v3.30.3) and limma (v 3.44.3) using trimmed mean *M*-value normalization factors. Reads corresponding to genes enriched in either BS or MS cells were normalized separately to compensate for the expected difference in cell populations represented in protoplasts and whole leaf tissue. 

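Bundle sheath genes lost far more of their counts in protoplasts than mesophyll genes. Of the C4 photosynthesis genes in Supplemental Table 1, 5 bundle sheath genes and 2 mesophyll genes were counted in all 4 libraries. Fold changes are given as protoplast over whole leaf, and each adjusted p comes from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 9017 genes. With TMM normalization over the whole library, the log2 fold change was -5.84 for RBCS2 (standard error 0.16, adjusted p = 5.45e-06), -5.41 for PCK1 and -5.98 for FBPA (Zm00001d023559). RBCL, annotated on chromosome 2, fell by 2.23 on the log2 scale, and reads of its plastid copy could have been split between the copies. The smallest decrease in this group was that of MDH (Zm00001d034241), at -0.83 (standard error 0.18, adjusted p = 0.0066). The mesophyll gene PDRP1 changed by 0.50 (standard error 0.13, adjusted p = 0.015), which is below the fold change limit. For PDRP1 the adjusted p was 0.0637 with the replicate number as a block and 0.0042 with the pairs crossed, and without TMM its change was 0.21 (adjusted p = 0.261), all from the same edgeR test. MDH6 changed by 0.19 (standard error 0.14, adjusted p = 0.279), which was not past the limit, and its sign changed, to -0.09, when libraries were scaled by their totals without TMM. The log2 ratio of summed bundle sheath to summed mesophyll counts, which does not depend on library scaling, was 2.47 ± 0.019 (SD, n = 2) in leaf and -2.04 ± 0.14 (SD, n = 2) in protoplasts. The difference of -4.52 was larger than the spread between replicates, and an exact two-sided permutation test gave the smallest p that 2 libraries against 2 allow, which is above 0.05. Deviations of libraries with the same replicate number correlated at -0.21 across genes, which is why both pairings are given. Paired by replicate number, the differences in this ratio were -4.63 and -4.41, and with the pairs crossed they were -4.43 and -4.60. Leaving out the Rubisco genes moved the difference most, to -5.47. With all 12 bundle sheath and 6 mesophyll genes of the table, the ratio was -0.95 in leaf 2, -5.65 in protoplast 1 and -5.73 in protoplast 2. For the separate normalization, a BS list was formed from the 111 genes in the BS sheets of Supplemental Data Set 5 and the bundle sheath genes of Supplemental Table 1, giving 113 genes, of which 53 were counted in all 4 libraries. Scaling libraries to this list shifted log2 fold changes up by 1.45 relative to whole-library normalization, less for genes with few counts, and under it MDH changed by 0.61 in place of its decrease. The other bundle sheath genes stayed lower, at -4.39 for RBCS2, -3.96 for PCK1, -4.54 for FBPA and -0.78 for RBCL. The shift was smaller than the change of -4.52 in the ratio, so this scaling did not bring these genes level with leaf.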

Genes were filtered to remove those with a coefficient of variation >75th percentile within replicate groups prior to correlation analysis. 

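Whole-library TMM normalization and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 1770 genes higher and 2110 genes lower in protoplasts among 9017 genes tested, which is 43.0% of them. The limits were an adjusted p of 0.05 and a log2 fold change above 1 or below -1, where the adjusted p was added to the fold change limit of the methods. The 2 protoplast libraries both lay on the same side of both leaf libraries for 83.8% of the genes tested, against 33.3% given by chance. The correlation of same-numbered deviations was -0.21, and with the replicate number as a block the test called 1731 genes higher and 2029 lower, or 1774 and 2128 with the pairs crossed. Of the alternatives that kept the same limits, the largest change came from requiring at least 10 counts in every library, which left 1296 genes higher and 1295 lower among 7432. Scaling by library totals without TMM moved the median log2 fold change of the genes tested from -0.02 to -0.31, and the share of called genes that were higher from 45.6% to 36.0%. Among 3011 called genes with more than 3 counts in every library and no overlap between the groups, the largest increases were those of Zm00001d006947, annotated as cytochrome P450 CYP709C14, and Zm00001d034642. Zm00001d006947, on chromosome 2 from 219989864 to 219991904, rose from 1.08 ± 0.00011 CPM (SD, n = 2) in leaf to 7389 ± 1597 CPM (SD, n = 2) in protoplasts, a log2 fold change of 12.72 (standard error 0.31, adjusted p = 5.45e-06 from the same edgeR test). Zm00001d034642, which the paper's tables do not name, had a log2 fold change of 11.53. The largest decreases were a log2 fold change of -13.31 for Zm00001d023516, also without a name in the paper's tables, and of -9.67 for SUT1. With the BS list normalized separately, 11 of its 53 genes were higher and 29 were lower, and these counts were the same with the replicate block in either pairing. When DESeq2's median-of-ratios size factors set the scale of the BS list, the counts became 24 and 17. Of the genes of Supplemental Data Set 5 counted in all 4 libraries, 11 of the 23 that the paper lists as higher and all 29 that it lists as lower were also past the limits in that direction under this normalization. With whole-library normalization these were 6 of the 23 and all 29. The genes of that data set were chosen by the authors from the same libraries.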

Pearson correlation (Supplemental Figure S9) and differentially expressed genes enriched in BS and MS cells (logFC > 1 or < −1) are presented (Supplemental Data Set 5). None of the genes in the ^ab^BS subclusters were induced by protoplast isolation. 

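Of the 39 genes of Table 1, 14 were counted in all 4 libraries, and their result depended on the normalization. With BS genes normalized separately, edgeR's quasi-likelihood test put 3 of the 14 past the limits as higher in protoplasts and 6 as lower. The 3 genes were the probable methyltransferase PMT15 (Zm00001d002625), a PLATZ transcription factor (Zm00001d002489) and a chloroplastic glutathione synthetase (Zm00001d041710). Their log2 fold changes were 1.86 for PMT15 (standard error 0.12, adjusted p = 2.15e-05), 1.57 for the PLATZ gene (standard error 0.13, adjusted p = 4.28e-05) and 1.44 for the glutathione synthetase (standard error 0.14, adjusted p = 8.58e-05). With whole-library normalization, 0 of the 14 genes were higher and 9 were lower. At an unadjusted p of 0.05, 1 of them was higher, PMT15, at 70.9 ± 1.96 CPM (SD, n = 2) in leaf and 94.6 ± 1.97 CPM (SD, n = 2) in protoplasts. Its log2 fold change of 0.42 (standard error 0.12, adjusted p = 0.0202 from the same edgeR test) was below the fold change limit. With the replicate number as a block its adjusted p from edgeR was 0.0572, or 0.0147 with the pairs crossed. Under this normalization the PLATZ gene changed by 0.12 and the glutathione synthetase by -0.01. With BS genes normalized separately, the mesophyll genes PDRP1 and MDH6 were also past the limits as higher, at 1.95 and 1.64. A place past the limits on that scale therefore does not by itself show induction. The correlation of same-numbered deviations was -0.21, and with the replicate number as a block, paired as numbered or crossed, the counts were again 3 and 6 with separate normalization and 0 and 9 with whole-library normalization. They were also the same when p was adjusted over the 14 genes alone. The separate normalization itself was sensitive to how its scale was set, since 8 of the 14 genes were higher when library totals or DESeq2's size factors replaced TMM, or when only the bundle sheath genes of Supplemental Table 1 were used. The other 25 genes had leaf 2 as their only leaf library, so their differences have no replicate check among leaves. With whole-library normalization, both protoplast libraries were more than 2-fold above leaf 2 for 3 of the 25 genes and more than 2-fold below it for 16. Another 5 genes lay between these limits, and 1 gene, DOF3, had a library at 0. The 3 genes above leaf 2, named here after their values were seen, were an external alternative NAD(P)H-ubiquinone oxidoreductase B4 (Zm00001d049597), an AMP binding protein (Zm00001d015025) and a reticulon-like protein B4 (Zm00001d038768). Counts of the oxidoreductase were 596 in leaf 2, 28119 in protoplast 1 and 32242 in protoplast 2, which are log2 ratios to leaf 2 of 5.67 and 6.18. The AMP binding protein had log2 ratios of 2.70 and 2.74, and the reticulon-like protein, with 74 counts in leaf 2, had 3.07 and 3.53. With BS genes normalized separately over the complete libraries, 8 of the 25 genes were more than 2-fold above leaf 2 and 8 more than 2-fold below it. Over the complete libraries this normalization shifts log2 values by 2.00, so these counts are not on the scale used for the 14 genes. Among genes with both leaf libraries, 1576 of the 1613 that lay more than 2-fold above leaf 2 in this way also passed the edgeR test with both leaves.

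**Figure D1:**
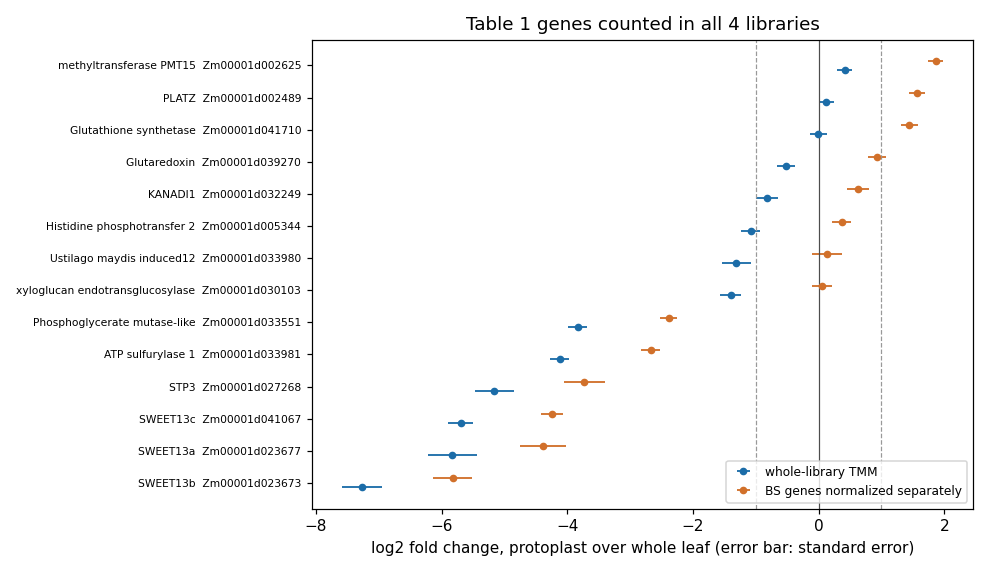
Log2 fold change of protoplast over whole leaf for the 14 genes of Table 1 counted in all 4 libraries, with 2 leaf and 2 protoplast libraries behind each point. Blue points use whole-library TMM normalization, orange points use BS genes normalized separately, error bars are standard errors and dashed lines mark log2 fold changes of -1 and 1. Orange points lie about 1.45 to the right of the blue points, and 3 of them lie above 1.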

Rather, several showed reduced mRNA levels in the protoplast sample.

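The SWEET13 genes had the largest decreases among the 14 genes of Table 1 counted in all 4 libraries. SWEET13a (Zm00001d023677), on chromosome 10 from 15030181 to 15032801 of AGPv4, fell from 714 ± 45.9 CPM (SD, n = 2) in leaf to 12.4 ± 6.68 CPM (SD, n = 2) in protoplasts. Its log2 fold change was -5.83 with whole-library normalization (standard error 0.39, adjusted p = 4.99e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -4.38 with BS genes normalized separately. Leaving out each library in turn moved the whole-library value between -6.52 and -5.41. SWEET13c (Zm00001d041067), on chromosome 3, had log2 fold changes of -5.69 and -4.24 under the same normalizations. SWEET13b (Zm00001d023673), on chromosome 10, had 2655 and 2166 counts in the leaf libraries and 19 and 5 in the protoplast libraries, with log2 fold changes of -7.27 and -5.82. The authors' counting could have split reads between these close paralogs, so their counts were also summed. Paired by replicate number, the log2 difference of the summed CPM was -5.57 and -6.29, and with the pairs crossed it was -6.38 and -5.48. The correlation of same-numbered deviations was -0.21, and with the replicate number as a block the log2 fold change of SWEET13a was -5.93 (adjusted p = 1.30e-06 from edgeR), or -5.90 with the pairs crossed. STP3 (Zm00001d027268), with 343 and 232 counts in leaf and 6 in each protoplast library, had a log2 fold change of -5.16 with whole-library normalization. An ATP sulfurylase (Zm00001d033981) and a phosphoglycerate mutase-like gene (Zm00001d033551) fell by 4.12 and 3.83 on the log2 scale, and are named here after their values were seen. These 6 genes were the ones past the limits as lower under both normalizations. Decreases of this size were also seen in other bundle sheath genes. With whole-library normalization, RBCS2, FBPA (Zm00001d023559) and PCK1 changed by -5.84, -5.98 and -5.41. On that scale RBCL and MDH fell less, at -2.23 and -0.83, and SWEET13b fell further, at -7.27. With BS genes normalized separately, RBCS2, FBPA and PCK1 were at -4.39, -4.54 and -3.96. The decreases of SWEET13a and SWEET13c therefore do not by themselves show a loss specific to them. The transcription factor KANADI1 (Zm00001d032249) changed by -0.82 with whole-library normalization and by 0.63 with BS genes normalized separately, so its direction depended on the scaling. The transport genes of Table 1 outside the part of the annotation counted in leaf 1 were compared with leaf 2 alone, without a test. UmamiT21a had 3348 counts in leaf 2, 43 in protoplast 1 and 9 in protoplast 2. Counts in the same order were 808, 9 and 4 for AAP45, 3779, 69 and 52 for AAP56, 977, 36 and 26 for NRT1, and 16899, 1922 and 1815 for H+ATPase3. All 5 were more than 2-fold below leaf 2 in both protoplast libraries with whole-library normalization, whereas H+ATPase3 had log2 ratios of -1.07 and -0.76 with BS genes normalized separately. From this comparison of protoplasts with whole leaf, the paper states that no gene of this subcluster was induced and that mRNA of several was reduced.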

### Accession numbers

Accession numbers for maize genes are provided in Table 1; accession numbers Arabidopsis are provided in Supplemental Table 2. Additional genes used in this study include: actin—Zm00001d010159 and 18S rRNA—ENSRNA049479027.

## Supplemental data

**Supplemental Figure S1.** qRT-PCR of putative BSC and vascular-expressed genes as an indication of protoplast cell type diversity prior to sequencing.

**Supplemental Figure S2.** UMAP and feature plots of integrated datasets.

**Supplemental Figure S3.** Schematic of C4 photosynthesis-related genes and relative expression in BS and MS clusters.

**Supplemental Figure S4.** BS subclusters are robust to different clustering parameters.

**Supplemental Figure S5.** UMAP plots of glutamine synthetase, transport-related proteins, and transcription factors in bundle sheath cells.

**Supplemental Figure S6.** Neighbor joining tree of family of UmamiT amino acid transporters in Arabidopsis, maize, and barley.

**Supplemental Figure S7.** SWEET and SUT mRNA localization and SWEET13a protein localization in Rank-2 intermediate and major veins.

**Supplemental Figure S8.** Probe design for in situ hybridization and ProSWEET13a:SWEET13a-GUS construct schematic.

**Supplemental Figure S9.** Correlation of mRNA counts between protoplasted cells and whole leaf.

**Supplemental Table S1.** mRNA enrichment of C_4_ photosynthesis-related genes in MS and BS clusters.

**Supplemental Table S2.** Genes referenced in this study.

**Supplemental Text.**

**Supplemental References.**

**Supplemental Data Set 1.** Cluster-specific marker genes and degs across all clusters.

**Supplemental Data Set 2.** GO term analysis for MS clusters.

**Supplemental Data Set 3.** Raw data for phylogenetic trees.

**Supplemental Data Set 4.** Primers used in this study.

**Supplemental Data Set 5.** Protoplast-enriched and protoplast-depleted mRNAs

## Supplementary Material

koaa055_Supplementary_Data Click here for additional data file.

# Supplementary material for: Evidence for phloem loading via the abaxial bundle sheath cells in maize leaves
**Source:** Plant Cell. 2021 Jan 7;33(3):531–47. doi: 10.1093/plcell/koaa055
**Supplement:** koaa055_Supplementary_Data

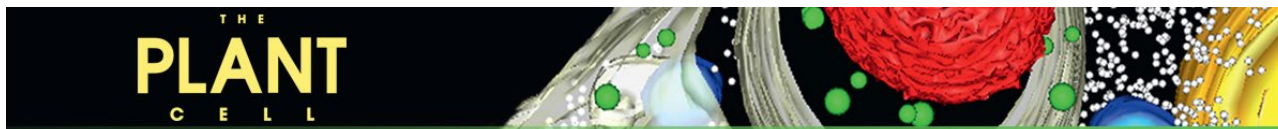

**Author Revision Checklist**      **Corresponding Author** \_\_\_\_\_ **Ms #** \_\_\_\_\_

The following items are required prior to final acceptance. Assessment and acceptance of your submission may be delayed if these elements are not clearly presented or are found to be out of compliance with journal standards. Please complete this form and submit it along with your revised manuscript as supplemental material.

---

## **MATERIALS DISTRIBUTION**

All manuscripts must include the following statement as an unnumbered footnote: "The author(s) responsible for distribution of materials integral to the findings presented in this article in accordance with the policy described in the Instructions for Authors ([www.plantcell.org](http://www.plantcell.org)) is (are): John D. Author ()."

☐ Materials distribution statement is included in the manuscript.

---

## **DATA AVAILABILITY**

Accession numbers must be provided for all genes reported and major genes discussed. All large-scale data (e.g., genome sequences, annotations, genetic maps, transcript profiles, other sequencing data, proteomic data sets, metabolic profiles) that are integral to the manuscript must be submitted to a permanent public repository with open access prior to submission, and must be made publically available immediately upon publication. Accession codes, unique identifiers, or web links for publicly available data sets must be provided in an Accession Numbers section at the end of the Methods.

☐ No data with mandated deposition      ☐ All relevant accession numbers are provided

---

## **IMAGE INTEGRITY**

Authors must ensure that all panels are accurate, all labels are correct, and no inadvertent duplications or errors occurred during preparation. Unprocessed source data must be provided upon request.

☐ Confirm that all data conform to image [integrity guidelines](#) listed in the Instructions for Authors.

---

## **NOMENCLATURE**

All nomenclature used must conform to accepted community standards for the species studied. Arabidopsis nomenclature rules should not be used for certain other species (including maize and rice) and vice versa. Please see the Instructions for Authors for more details and links.

☐ All nomenclature used in the manuscript follows community guidelines for the relevant species.

All gene and protein symbols used must have priority in the literature. New gene names and symbols must be approved by the editors and should be compliant with the naming conventions of the relevant research community. New Arabidopsis gene names should be registered with TAIR.

☐ The manuscript is introducing one or more new gene or protein names, and an explanation of these new names and rationale for introducing them is provided in the manuscript cover letter.

---

## **METHODS REPORTING**

☐ Plant growth conditions (soil, amendments, media, cell culture, etc.) are adequately described, including details of light quality - spectrum or bulb type – as well as intensity.

☐ PCR primers (RT-qPCR, cloning, etc.): all PCR primers are provided in the Methods or a supplemental table.

☐ Cloning information: cloning and DNA constructs are fully described (use a supplemental table if necessary).

☐ Antibodies: the source is provided for all commercial antibodies, including catalog/lot #, where applicable, or a complete description of non-commercial antibodies in the Methods (or as Supplemental Methods if appropriate).

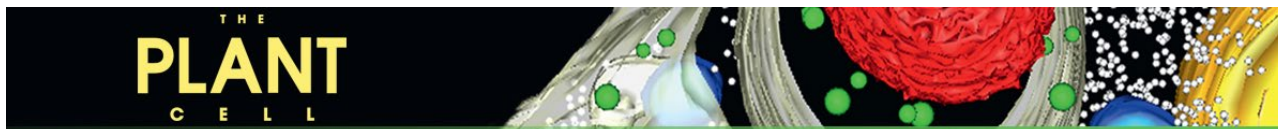

## **REPLICATION AND STATISTICAL ANALYSES**

Statistical analyses, the nature of replicates, and error bars must be adequately described in the Methods and figure legends. Confirm that the following items are present in the legends of all figures and tables that used statistical methods (or in the Methods section if appropriate):

n/a | confirmed

- ☐ | ☐ A complete description of how samples were harvested or collected, the precise nature of replicates, and the sample size (n) for each experimental group/condition. *Note that "biological replicate" alone is insufficient; this must be precisely defined for your experiments.*
- ☐ | ☐ A description of statistical test(s) used, whether they are one-sided or two-sided, rationale and assumptions, normalizations, and corrections (such as adjustment for multiple comparisons).
- ☐ | ☐ Test values indicating whether an effect is present. *Provide confidence intervals or give results of significance tests (e.g. p values).*
- ☐ | ☐ Clearly defined error bars in all relevant figure captions.
- ☐ | ☐ ANOVA and/or T-test results provided in supplemental tables (i.e. showing variables, parameters, degrees of freedom, and test statistics).

## **QUANTITATIVE PCR**

Methods used for qPCR must be described in full, including information on enzymes, kits, machines, normalization and data analysis, and genes/primers used (primers may be listed in a supplemental table). Details must be provided on statistical/analytical methods used to measure gene expression (RT-qPCR) and to determine differences in gene expression. Authors are encouraged to consult Remans et al. (2014). Reliable Gene Expression Analysis by Reverse Transcription-Quantitative PCR: Reporting and Minimizing the Uncertainty in Data Accuracy [Plant Cell 26: 3829-3837](#) and to follow [MIQE guidelines](#). Note that use of the term "semi-quantitative" PCR is not permitted; assays must be shown to be sufficiently quantitative to support a conclusion of changes in levels.

n/a | confirmed

- ☐ | ☐ Complete methods and all primers for qPCR, RT-qPCR have been provided.
- ☐ | ☐ Differential gene expression was assessed using accepted statistical tests, which are fully described.

## **MACROMOLECULAR STRUCTURES**

All relevant structural data must be submitted to an appropriate database (e.g. [wwPDB](#), [EMDB](#)) prior to submission and must be made publicly available immediately upon publication.

The manuscript includes structural data (e.g. x-ray, NMR, EM).

- ☐ No | ☐ Yes:
  - ☐ For all macromolecular structures studied, a validation report from [wwPDB](#) is provided.
  - ☐ For any electron microscopy results, density maps and coordinate data have been deposited in [EMDB](#).

## **SOFTWARE/CUSTOM SCRIPTS**

Studies using customized software or custom scripts must describe how readers can access the code, including any access restrictions.

The manuscript includes custom codes or scripts.

- ☐ No | ☐ Yes:
  - ☐ All custom codes, scripts, and pipelines are uploaded and available on a public repository such as GitHub and the direct link is listed within the manuscript. Downloadable materials include a ReadMe file and sample data file.

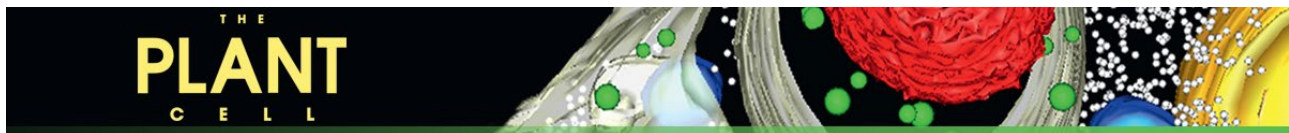

## DATA PRESENTATION

**Data distribution/bar charts and line charts.** Authors are encouraged to present data in a format that shows data distribution (dot-plots, box-and-whisker plots, or violin plots), with all relevant elements defined (e.g. center line, median; box limits, upper and lower quartiles; whiskers, 1.5x interquartile range; points, outliers). If bar graphs are used, the corresponding dot plots should be overlaid. Individual data points should be shown in all cases where the number of data points <6.

☐ Confirm that in all cases where the number of data points is <6, individual data points are shown.

**Supplemental Data.** Data and methods that are integral to the main conclusions of the article must be presented in the main manuscript. Supplemental figures and tables must be prepared to the same standards of quality and visual clarity as regular manuscript figures and tables, with all data and elements of the figures clearly defined and fully explained.

☐ Confirm that each Supplemental Figure provides direct support for a figure in the main manuscript, and includes a supporting statement in the Supplemental Figure legend, e.g. ("Supports Figure 1").

### Figures, Tables, and Supplemental Data Presentation

If your manuscript is accepted, figures, tables, and supplemental data will be required to conform to the guidelines below, which will be checked during a final scientific editing step. Careful preparation of your figures following these guidelines prior to resubmission will facilitate editor and reviewer assessment of your revised manuscript. Therefore, you may wish to make these changes prior to resubmission.

-Tables in the main manuscript or supplemental materials should be no more than 2 pages in length; any table longer than 2 pages should be provided in Excel format, labeled as a "Supplemental Data Set."

-Tables in the main manuscript must be included in the manuscript file (Word document) after the Methods section, using the "insert table" feature in Word (do not insert images into the manuscript file).

-Figures should be prepared as professionally as possible and should have a consistent appearance (i.e. as if all figures were made by the same person).

- All text and elements of each figure should be clearly visible at printed size.
- Color schemes should be used consistently across all figures, whenever possible (i.e. use the same colors for the same genotype/treatment across multiple figures); avoid complicated patterns and hatching if possible. Use a color palette that is "color blind safe" if possible, e.g. <http://www.somersault1824.com/tips-for-designing-scientific-figures-for-color-blind-readers/>
- Make consistent use of the same, sans-serif font (e.g. Arial) in all figures.
- Use the same (or similar) size font for panel letters (A, B, C, etc.) in all figures.
- Avoid the use of Excel default settings for creating graphs, i.e. for colors, patterns, bar-width, axis settings, etc.
- Bars in bar graphs should be the same width (or close) for multiple bar graphs in different panels of a single figure (*this means spaces between bars may be different, but bars should be the same width*).
- Use proper symbols for +/- (instead of a hyphen - for minus).
- Numerical values on all graph axes should have a consistent number of significant digits (e.g. 5.0, 10.0, 15.0 or 5, 10, 15 etc.); however, the origin should always be "0", never "0.0".
- Make sure axis values are legible and do not crowd the values along the axes.
- Images made from screen shots should be adjusted to high resolution where necessary, and illegible or overlapping text or other elements omitted or re-drawn using a suitable graphics program to be legible at printed size.
- Figure legends must be clear and adequately describe the data shown. All elements of figures must be defined accurately, e.g. the axes, abbreviations, symbols, how values were obtained, and error bars. Replicates must be defined precisely: the term "biological replicate" should be defined explicitly in the context of each experiment in the legend (or Methods).

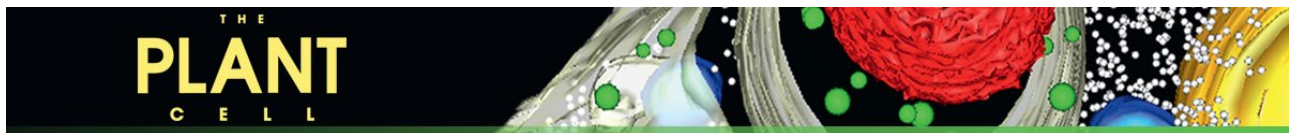

- The journal is implementing a pilot project of identifying the author(s) responsible for creating each figure, table, or data set, to give proper attribution to authors for their individual contributions to a manuscript. If you would like to participate, please either include the information in the author contributions section, or add a statement to each legend, such as “J.D., A.S., and B.W. contributed the data and created the figures for panels A, B, and C, respectively”, or “J.D., A.S., and B.W. contributed the data for panels A, B, and C, respectively, and J.D. created the figure.”
- Multiple supplemental figures and tables should be combined and submitted as a single PDF file named “Supplemental Data”, no larger than 50 MB. Files to be merged into the single supplemental data file include supplemental figures, followed by supplemental tables. Supplemental tables in this file are restricted to 1-2 pages in length.
- Any Supplemental Table longer than 2 pages should be labeled as a “Supplemental Data Set” and provided in Excel format.
- Arial font (or similar sans serif font, e.g. Helvetica) should be used on all Supplemental Figures, Supplemental Tables, and Supplemental Data Sets and their corresponding legends. The only exception is for nucleotide sequences (primers, etc.) where a mono-spaced font such as Courier should be used.
- Supplemental Data Sets should include complete legends (on a separate sheet if necessary).
- Numerical values in data sets should be adjusted to a suitable number of significant figures (decimal places); do not simply use default Excel settings.
- Make use of freeze panes and shading or color coding to help the reader navigate large files. If convenient, multiple Supplemental Data Sets may be submitted on separate sheets in a single Excel file.
- File size: each supplemental file ideally should be less than 10 MB and is limited to 50 MB maximum size. *If you have a large number of supplemental files or files that exceed 50 MB, you may be requested to upload supplemental data to datadryad.org.*

## Resources

<https://betterfigures.org/2015/06/23/picking-a-colour-scale-for-scientific-graphics/>

[Ten simple rules for better figures](#) (2014) by Rougier et al. in *PLOS Computational Biology*

---

## FUNDING INFORMATION

Funding information provided during the submission process online should match what is in the manuscript file. *Please check this when you resubmit.*

---

## SPECIFIC METHODS MODULES

Certain methods require completion of a specific module in addition to this form. Please complete the section below and the relevant module(s) (found on pages 7-10) for specific methods/data types listed.

n/a | confirmed

- ☐ | ☐ For newly generated genetic material (e.g. mutant, transgenic lines), confirm completion of genetic materials module on page 7.
- ☐ | ☐ For protein-protein or protein-nucleic acid interactions, confirm completion of the protein interactions module on page 8.
- ☐ | ☐ For protein localization studies, confirm completion of the protein localization module on page 9.
- ☐ | ☐ For phylogenetic analysis, confirm completion of the phylogenetics module on page 10.

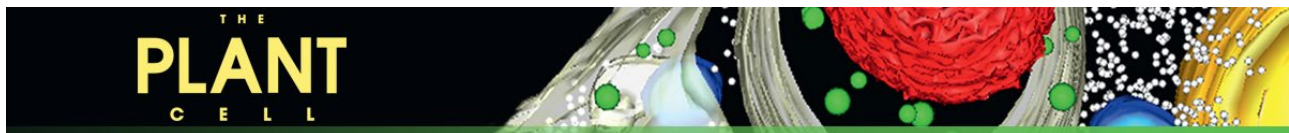

---

## MANUSCRIPT FORMAT

---

**Title and abstract.** The title and abstract are critical for engaging readers and enticing them to read the paper. The title should be concise, use active voice, spell out genes names (or otherwise define), and avoid acronyms. The species or organism under study should be in the title or the abstract (i.e. brief description of experimental system(s) used). See: <http://genestogenomes.org/how-to-write-titles-that-tempt/>. The abstract should be no more than ~200 words. Include only major results and implications and put general background and methods in the main text.

**One-sentence summary.** Include a one-sentence summary of the work on the title page that provides a non-technical summary of the broad significance of the research findings in plain language (for a general audience) that does not merely repeat what is already in the abstract. The use of complex scientific terms and acronyms should be avoided.

**References:** Upon final submission, in-text citations should be formatted using an author-date format; ***not numbered***, with references in alphabetical order in the Reference list. Any author-date style is acceptable. References cited only in the Supplemental Data file should be listed at the end of this file and not in the Reference list in the main text

**Species names:** Organisms should be referred to by their common name at first use (if a standard common name applies), with the Latin name in parentheses. Subsequent references can be either Latin or common names but should be consistent throughout the manuscript.

**Title page:** Please follow the format shown on the next page. Use single spacing of abstract and other information if necessary to fit title, author info, and abstract on a single page as shown (the abstract may run on to the second page if necessary).

---

**RESEARCH ARTICLE** [or e.g. LARGE-SCALE BIOLOGY ARTICLE, BREAKTHROUGH REPORT]

## **A Dedicated Type II NADPH Dehydrogenase Performs the Penultimate Step in the Biosynthesis of Vitamin K1 in *Synechocystis* and *Arabidopsis***

**Abdelhak Fatihi<sup>a</sup>, Scott Latimer<sup>a</sup>, Stefan Schmollinger<sup>b</sup>, Anna Block<sup>a</sup>, Patrick H. Dussault<sup>c</sup>, Wim F.J. Vermaas<sup>d</sup>, Sabeeha S. Merchant<sup>e</sup>, Gilles J. Bassett<sup>a,f</sup>**

<sup>a</sup> Department of Agronomy and Horticulture, and Center for Plant Science Innovation, University of Nebraska, Lincoln, Nebraska 68588.

<sup>b</sup> Department of Chemistry and Biochemistry, University of California, Los Angeles, California 90095.

<sup>c</sup> Department of Chemistry, University of Nebraska, Lincoln, Nebraska 68588.

<sup>d</sup> School of Life Sciences and Center for the Study of Early Events in Photosynthesis, Arizona State University, Tempe, Arizona 85287

**Short title:** Transmethylation in Vitamin K Biosynthesis

**One-sentence summary:** The biosynthesis of vitamin K1 requires an additional bona fide step that consists of the prerequisite reduction of the demethylnaphthoquinone ring prior to its transmethylation.

The author responsible for distribution of materials integral to the findings presented in this article in accordance with the policy described in the Instructions for Authors ([www.plantcell.org](http://www.plantcell.org)) is: Giles Bassett ().

### **ABSTRACT**

Mutation of *Arabidopsis thaliana* *NAD(P)H DEHYDROGENASE C1* (*NDC1*; *At5g08740*) results in the accumulation of demethylphyloquinone, a late biosynthetic intermediate of vitamin K1. Gene coexpression and phylogenomics analyses showed that conserved functional associations occur between vitamin K biosynthesis and *NDC1* homologs throughout the prokaryotic and eukaryotic lineages. Deletion of *Synechocystis* *ndbB*, which encodes for one such homolog, resulted in the same defects as those observed in the cyanobacterial demethylnaphthoquinone methyltransferase knockout. Chemical modeling and assay of purified demethylnaphthoquinone methyltransferase demonstrated that, by virtue of the strong electrophilic nature of S-adenosyl-L-methionine, the transmethylation of the demethylated precursor of vitamin K is strictly dependent on the reduced form of its naphthoquinone ring. *NDC1* was shown to catalyze such a prerequisite reduction by using NADPH and demethylphyloquinone as substrates and flavine adenine dinucleotide as a cofactor. *NDC1* displayed Michaelis-Menten kinetics and was markedly inhibited by dicumarol, a competitive inhibitor of naphthoquinone oxidoreductases. These data demonstrate that the reduction of the demethylnaphthoquinone ring represents an authentic step in the biosynthetic pathway of vitamin K, that this reaction is enzymatically driven, and that a selection pressure is operating to retain type II NAD(P)H dehydrogenases in this process.

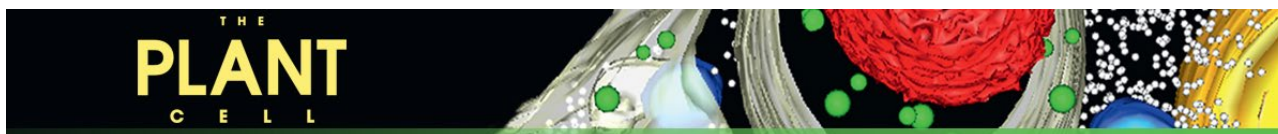

## GENETIC MATERIALS MODULE

---

Authors must provide details related to the generation and characterization of new genetic material (e.g., mutant or transgenic lines). For transgenes and mutant lines, the manuscript must include information on the number of independent transformation events, how many lines were isolated and characterized, and in which generation (T1, T2). Evidence that the lines have single or multiple insertion sites, or single or multiple copies of the transgenes, should be provided if available.

If the work is attempting to link a phenotype to a specific gene, evidence of a) multiple alleles/transgenes and/or b) multiple approaches each with single events (such as EMS alleles, transposon insertions, or Cas9-mediated lesions), and validation with sequencing may be important to insure that linked variation and off-target or position effects are not producing non-representative consequences. The use of RNAi, for example, is known to be associated with a high incidence of off-target effects (downregulation of unintended targets), underscoring the need for multiple lines of evidence.

**CRISPR/Cas9-mediated mutations:** Although it may not be feasible to use two different guide RNA transgenes, different mutations derived from the same guide RNA are not truly independent, as they may be linked to the same off-target effects. At a minimum, the guide RNA transgene should be segregated away from the mutation of interest and/or multiple independent transformation events used.

**Gene names:** Gene names should conform to species-specific nomenclature guidelines. Any previously published gene names have priority and should be used rather than re-naming genes. Please ensure that you have completed the nomenclature section on the author revisions checklist and provided an explanation and rationale for any new names in your cover letter when resubmitting your manuscript.

Please enter a description of each mutant or transgenic line below; provide a separate sheet if necessary.

| <u>Mutant or transgenic line</u> | <u>Description</u> |
|----------------------------------|--------------------|
|----------------------------------|--------------------|

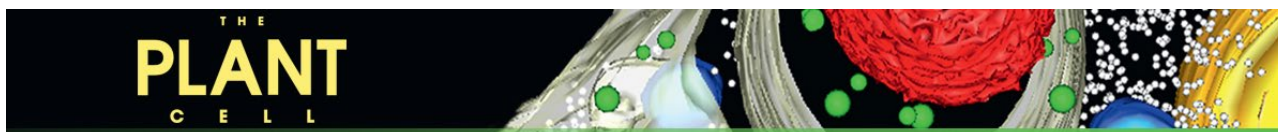

## PROTEIN INTERACTIONS MODULE

---

**Please complete all numbered sections 1-5 below.** Of particular importance for all assays is the choice and description of controls and quantitative information on the number of observations made.

1. ☐ Confirm that quantitative information is provided on the number of cells observed or observations made for all assays reported.

It is desirable to show quantitative data (for example, from 10 randomly chosen regions of interest of infiltrated leaves) and not solely one or two “representative images.” The minimum information that should be provided along with representative images is the number of cells/protoplasts or observations that showed the same localization pattern and the total number of cells observed or observations made. Where feasible, any representative microscopy image should show a complete cell, with the nucleus and the center of the cell in the focal plane.

## PROTEIN-PROTEIN INTERACTIONS REPORTING

---

2. The manuscript includes BiFC analysis.

☐ No | ☐ Yes:

- ☐ Confirm that appropriate negative controls are included as described below.

Expressing unfused YFP fragments alone is not a sufficient control for BiFC experiments (see the Commentary from Bock and Kudla <https://doi.org/10.1105/tpc.16.00043>). Ideally, negative controls should include a mutated version of one of the interacting proteins carrying a defect in the interaction domain or a related non-interacting protein from the same protein family. If neither a mutated protein version nor a suitable closely related protein are available as negative controls, an unrelated protein (but, ideally, structurally similar and expressed in the same subcellular compartment) can be used.

- ☐ Confirm that the methods provides orientations of all constructs used.

It is essential that exactly the same orientations are used for negative controls as for the positive interaction.

3. The manuscript includes another type of protein-protein interaction assay (e.g. Y2H or variant, Co-IP, FRET).

☐ No | ☐ Yes. Attach another page if necessary.

Type of assay \_\_\_\_\_

Description of controls:

## PROTEIN-NUCLEIC ACID INTERACTIONS REPORTING

---

4. The manuscript includes ChIP-Seq experiments.

☐ No | ☐ Yes

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as GEO.

- ☐ Confirm that access is provided to graph files (e.g. BED files) for called peaks.

- ☐ Confirm that the Methods section includes details of i) experimental replicates, ii) sequencing depth, iii) a description of all antibodies used, iv) peak calling parameters, and v) software used to collect and analyze ChIP-Seq data.

5. The manuscript includes EMSA experiments.

☐ No | ☐ Yes

- ☐ Confirm that any competition assay for binding specificity includes one or more controls using mutated or scrambled binding sites (showing no loss of binding); it is not meaningful to show competition with unlabeled wild-type DNA unless the competition with a mutated or scrambled site is included.

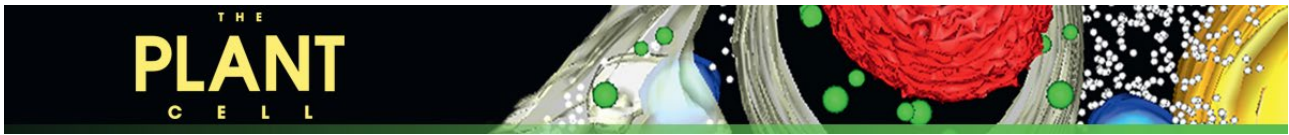

## PROTEIN LOCALIZATION MODULE

Please note the following:

- For any immunological work, the source and specific characteristics of the antibody must be provided.
- When using a fluorescent marker (e.g. GFP) fused to a protein of interest, it may be important to show that the fusion protein a) is intact (e.g. via immunoblotting), and b) is co-expressed in the same location as a bona fide marker protein (e.g. for nucleus, vacuole, etc.) fused to a different spectral variant fluorescent marker. Where relevant, it may also be important to show that the fusion protein is functional. Authors should consider if any of this information is relevant and obtainable for their particular protein(s) and system under investigation.
- Information provided here must also be presented in the manuscript.

Describe the nature of protein localization experiments, controls used, and assessment.

Describe the source and specific characteristics of any antibodies used.

☐ Confirm that the manuscript provides quantitative information on the number of cells (protoplasts) observed or observations made.

It is desirable to show quantitative data (for example, from 10 randomly chosen regions of interest of infiltrated leaves) and not merely one or two “representative images”, especially if only transient transformation experiments were conducted. The minimum information that should be provided along with representative images is the number of cells/protoplasts that showed the same localization and the total number of cells observed. Any representative image should display a complete cell, with the nucleus and the center of the cell in the focal plane.

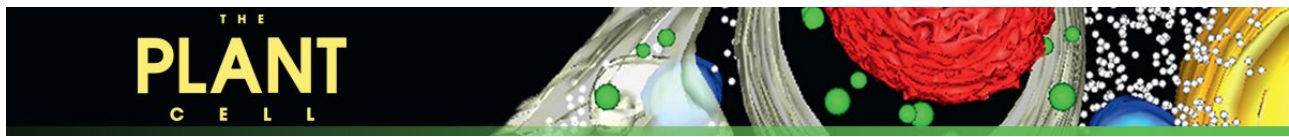

## PHYLOGENETICS MODULE

---

- ☐ Methods used for sequence analysis are reported in full with citations and software and parameter values (even if only default values were used) in a separate section of the Methods entitled "Phylogenetic Analysis". Please note that CLUSTAL does not produce an acceptable phylogeny; use a true phylogenetic analysis program (e.g., MEGA, RAxML, IQ-TREE, RevBayes, BEAST). Alignments used to produce phylogenies should be produced with an appropriate alignment program (e.g., MAFFT, T-Coffee).
- ☐ Confirm that for phylogenetic trees depicted or interpreted as rooted, the criterion used for rooting (e.g., midpoint, outgroup) is provided, and if outgroup rooting is used, the basis for the choice of outgroup is explained.
- ☐ Confirm that tree branch lengths (e.g. time, substitutions per site, coalescence units) are properly described in tree figure captions.
- ☐ Confirm that statistical support for nodes in any phylogenetic tree figures is reported (i.e., posterior probabilities or bootstrap values with MCMC search sample or replicate numbers reported in text).
- ☐ Sequence alignments (e.g. FASTA, PHYLIP, Nexus format) have been placed in a persistent database (e.g. Dryad, TreeBASE) or provided as Supplemental Files.
- ☐ Machine-readable tree files (e.g. Newick, Nexus, NeXML format) have been placed in a persistent database (e.g. Dryad, TreeBASE) or provided as Supplemental Data (preferably as a text [.tree] file labeled as a "Supplemental File").
- ☐ For instances where any of the above criteria are not relevant, please check this box and provide an explanation below:

### Notes about terminology:

Similarity-based phenetic analyses – e.g. clustering of genotypes based on SNP data – should be distinguished from phylogenetic inference of gene or species relationships.

Authors are asked to avoid the use of terms such as “early diverging lineage”, “primitive”, “lower and higher plants”, and similar phrases, with reference to some non-flowering plants, e.g. *Physcomitrella*. This terminology is misleading as it serves to reinforce the idea that certain lineages are somehow primitive or ancestral to “higher” plants. The last common ancestor of *Arabidopsis* and *Physcomitrella*, for example, lived ca. 440 MYA and diverged into two lineages, one leading to vascular plants and one to mosses, both of which are alive today with a combination of ancestral and derived traits. It is nonsensical to state that one of these lineages is “earlier diverging” compared to the other. It is likewise misleading to call *Physcomitrella* “primitive”; it is only appropriate to refer to specific traits, such as gametophyte dominance, as being “ancestral”, rather than “primitive”. The term “basal angiosperm” is similarly misleading; more appropriate terminology for, e.g. *Amborella*, is “sister lineage to all other extant angiosperms”, or “ANA grade” (comprising Amborellales, Nymphaeales, and Austrobaileyales that are successively sister to all other extant angiosperms). Instead of the terms “higher” and “lower” plants, which are imprecise and misleading, substitute something more precise, e.g. “land plants,” “vascular plants,” “angiosperms,” “non-vascular plants,” “bryophytes,” etc.

# Supplementary material for: Evidence for phloem loading via the abaxial bundle sheath cells in maize leaves
**Source:** Plant Cell. 2021 Jan 7;33(3):531–47. doi: 10.1093/plcell/koaa055
**Supplement:** koaa055_Supplementary_Data

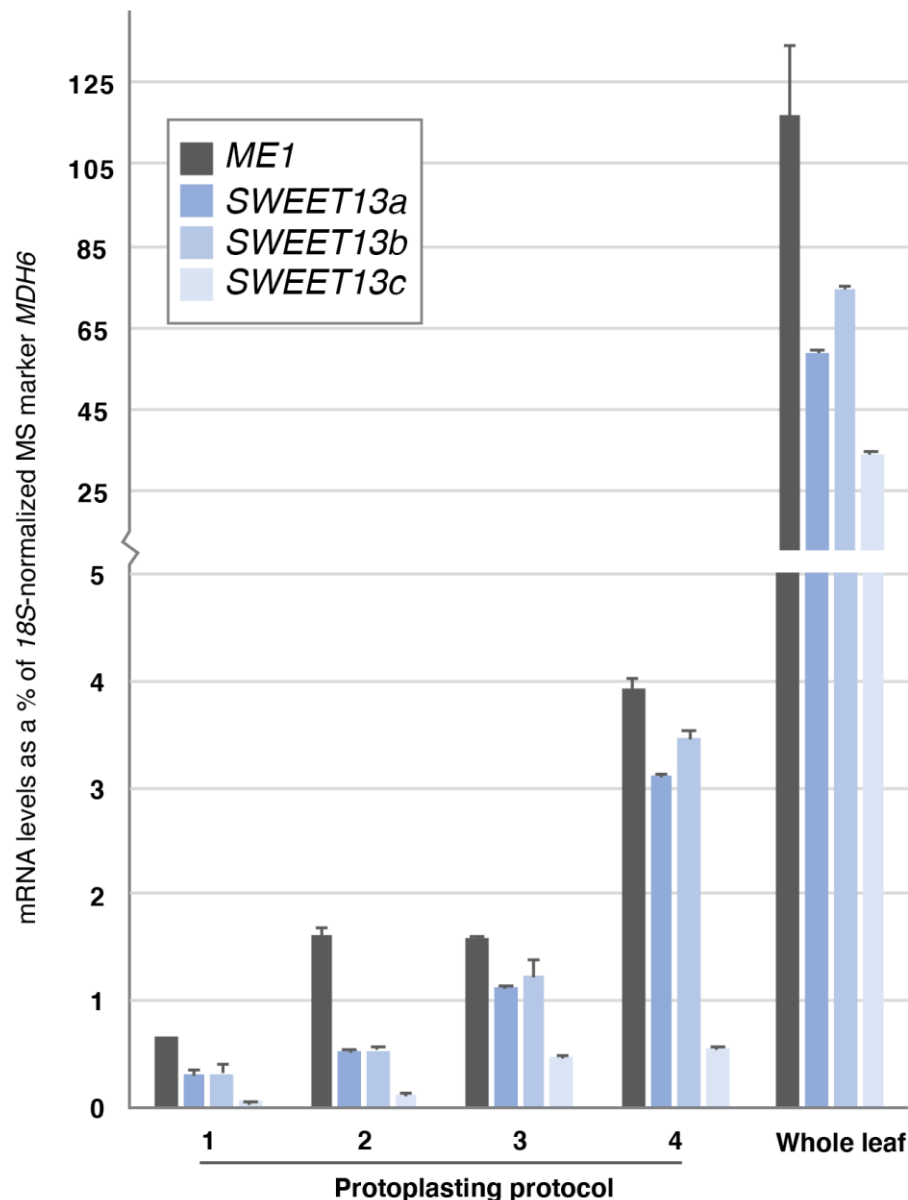

**Supplemental Figure 1.** qRT-PCR of Putative BSC and Vascular-Expressed Genes as an Indication of Protoplast Cell Type Diversity prior to Sequencing (Supports Figure 1).

Normalized mRNA levels of *ME1*, *SWEET13a*, *SWEET13b*, and *SWEET13c* shown as a percentage of 18S-normalized expression of a mesophyll marker gene, *NADP-malate dehydrogenase6* (*MDH6*), after different protoplasting treatments. Error bars represent SEM of technical duplicates.

Protocol 1, standard enzyme cocktail (see Methods) with 3.5 h incubation. Protocol 2, doubled enzyme concentration. Protocol 3, isolated BS strands released after 2 h and continued protoplasting of filtered BS strands in fresh enzyme solution to deplete mesophyll cells. Protocol 4, incubated leaf tissue in pretreatment solution (2 mM L-cysteine and 164 mM sorbitol), which yielded the highest ratio of BS:MS marker genes.

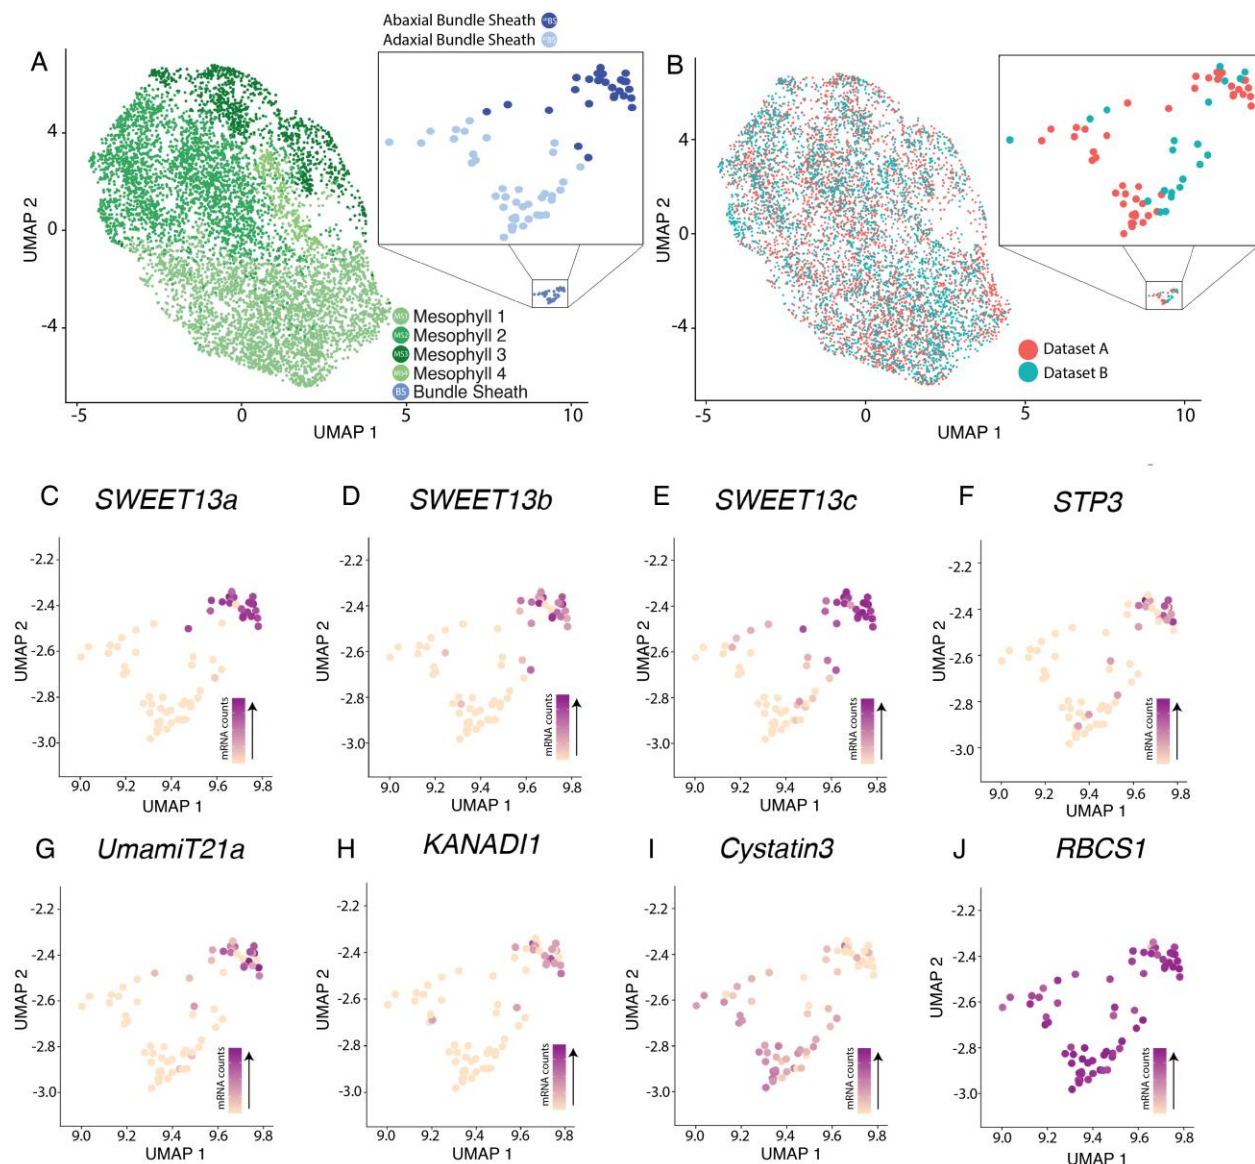

**Supplemental Figure 2.** UMAP and Feature Plots of Integrated Datasets (Supports Figure 1).

**(A)** The integrated dataset from the two independent replicates with cells colored by identity had four mesophyll clusters and one BS cluster at low resolution and two BS clusters at high resolution (inset panels) **(B)** UMAP plot with cells colored by dataset shows that clusters from different experiments can be superimposed on each other based on shared cell states/identities. UMAP plots of BS subclusters in the integrated dataset. **(C)** to **(J)** Feature plots show normalized levels of mRNAs plotted in UMAP space. *SWEET13a*, *SWEET13b*, *SWEET13c*, *UmamiT21a*, *STP3*, and *KANADI1* are all highly expressed in the abaxial BS cluster. *Cystatin3* is one of the only genes expressed preferentially in the adaxial BS cluster. *RBCS1* and other canonical C4 marker genes (not shown) are expressed in both clusters.

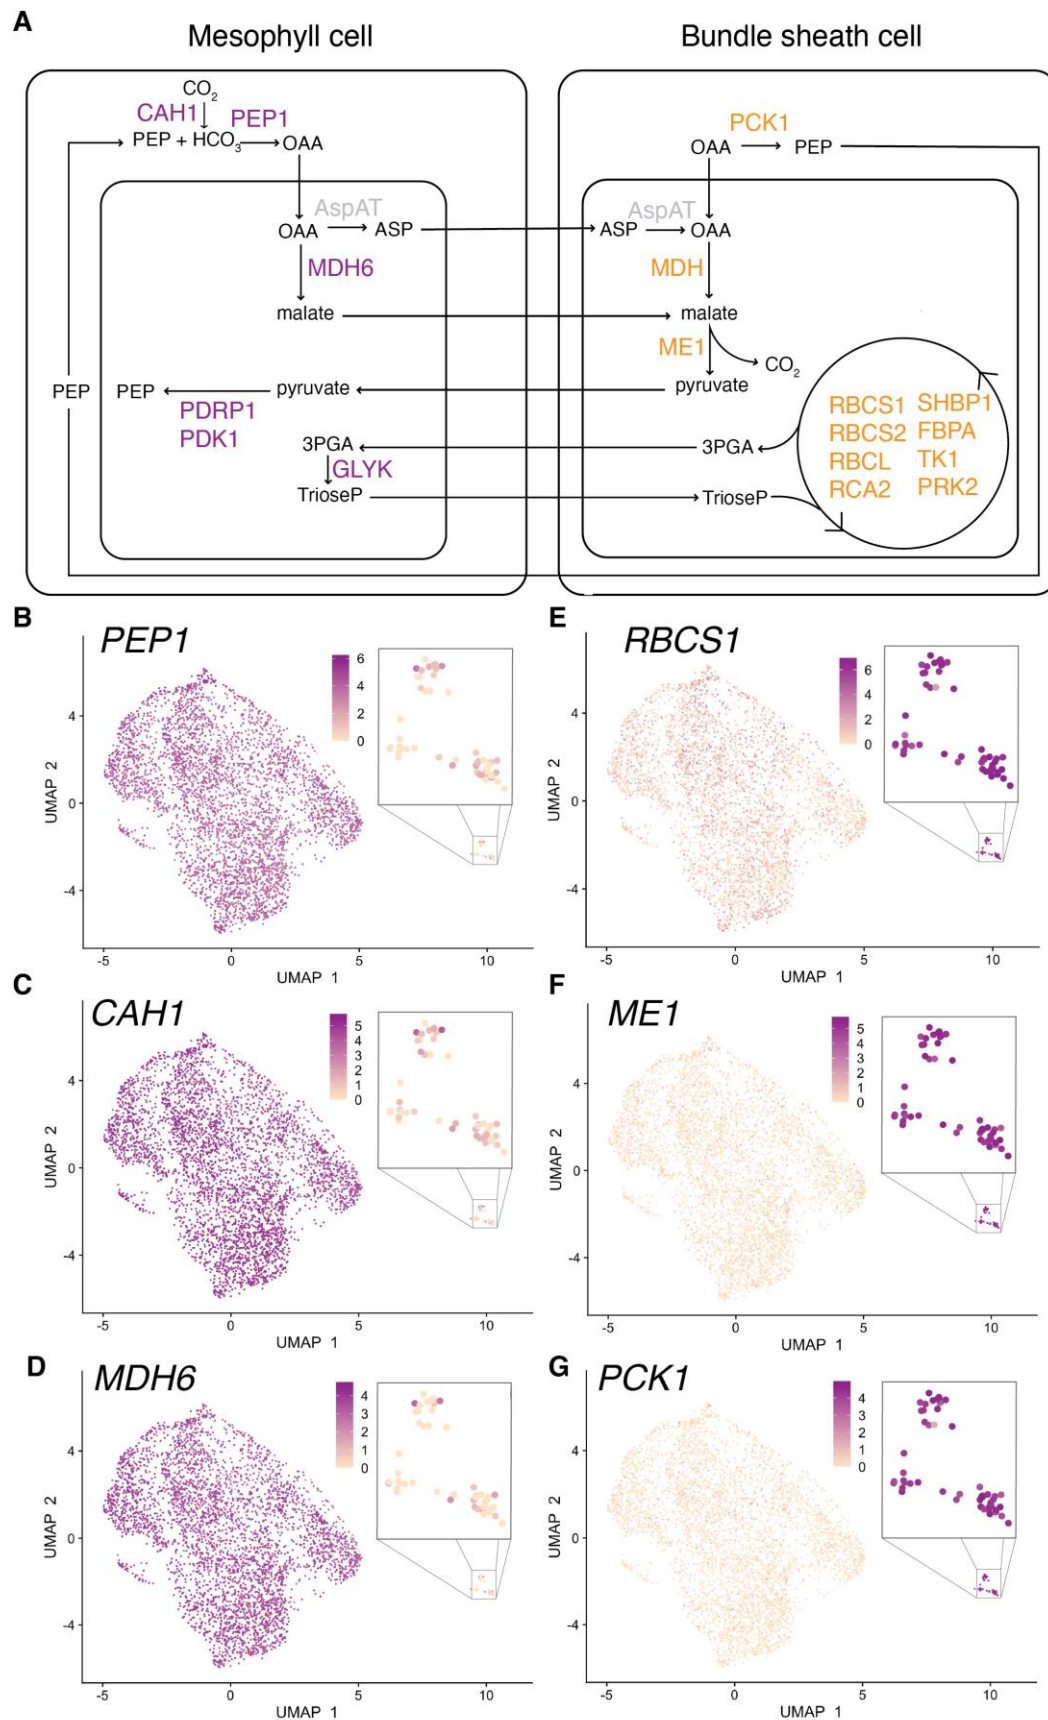

**Supplemental Figure 3.** Schematic of C<sub>4</sub> Photosynthesis-Related Genes and Relative Expression in BS and MS Clusters (Supports Figure 1).

**(A)** Partitioning of proteins involved in C<sub>4</sub> photosynthesis between mesophyll and bundle sheath cells in maize (Schlüter and Weber, 2020; Friso et al., 2010). For all proteins displayed, mRNA levels in scRNA-seq dataset A were significantly enriched in either mesophyll or bundle sheath cells (logFC > 1.0; FDR-adjusted p-value < .05). Gene IDs, symbols, and full names are shown along with Log FC values in Supplemental Table 1. Genes which are shown but not differentially expressed indicated in grey: AspAT (Asp aminotransferase) **(B-G)**. Feature plots show normalized levels of mRNAs for photosynthesis-related genes expressed differentially in mesophyll and bundle sheath. **(B)** *PEP1* (Phosphoenolpyruvate carboxylase 1) **(C)** *CAH1* (Carbonic anhydrase 1) **(D)** *MDH6* (NADP-dependent malate dehydrogenase 6) **(E)** *RBCS1* (Ribulose biphosphate carboxylase small subunit 1) **(F)** *ME1* (NADP-dependent malic enzyme 1) **(G)** *PCK1* (Phosphoenolpyruvate carboxykinase 1).

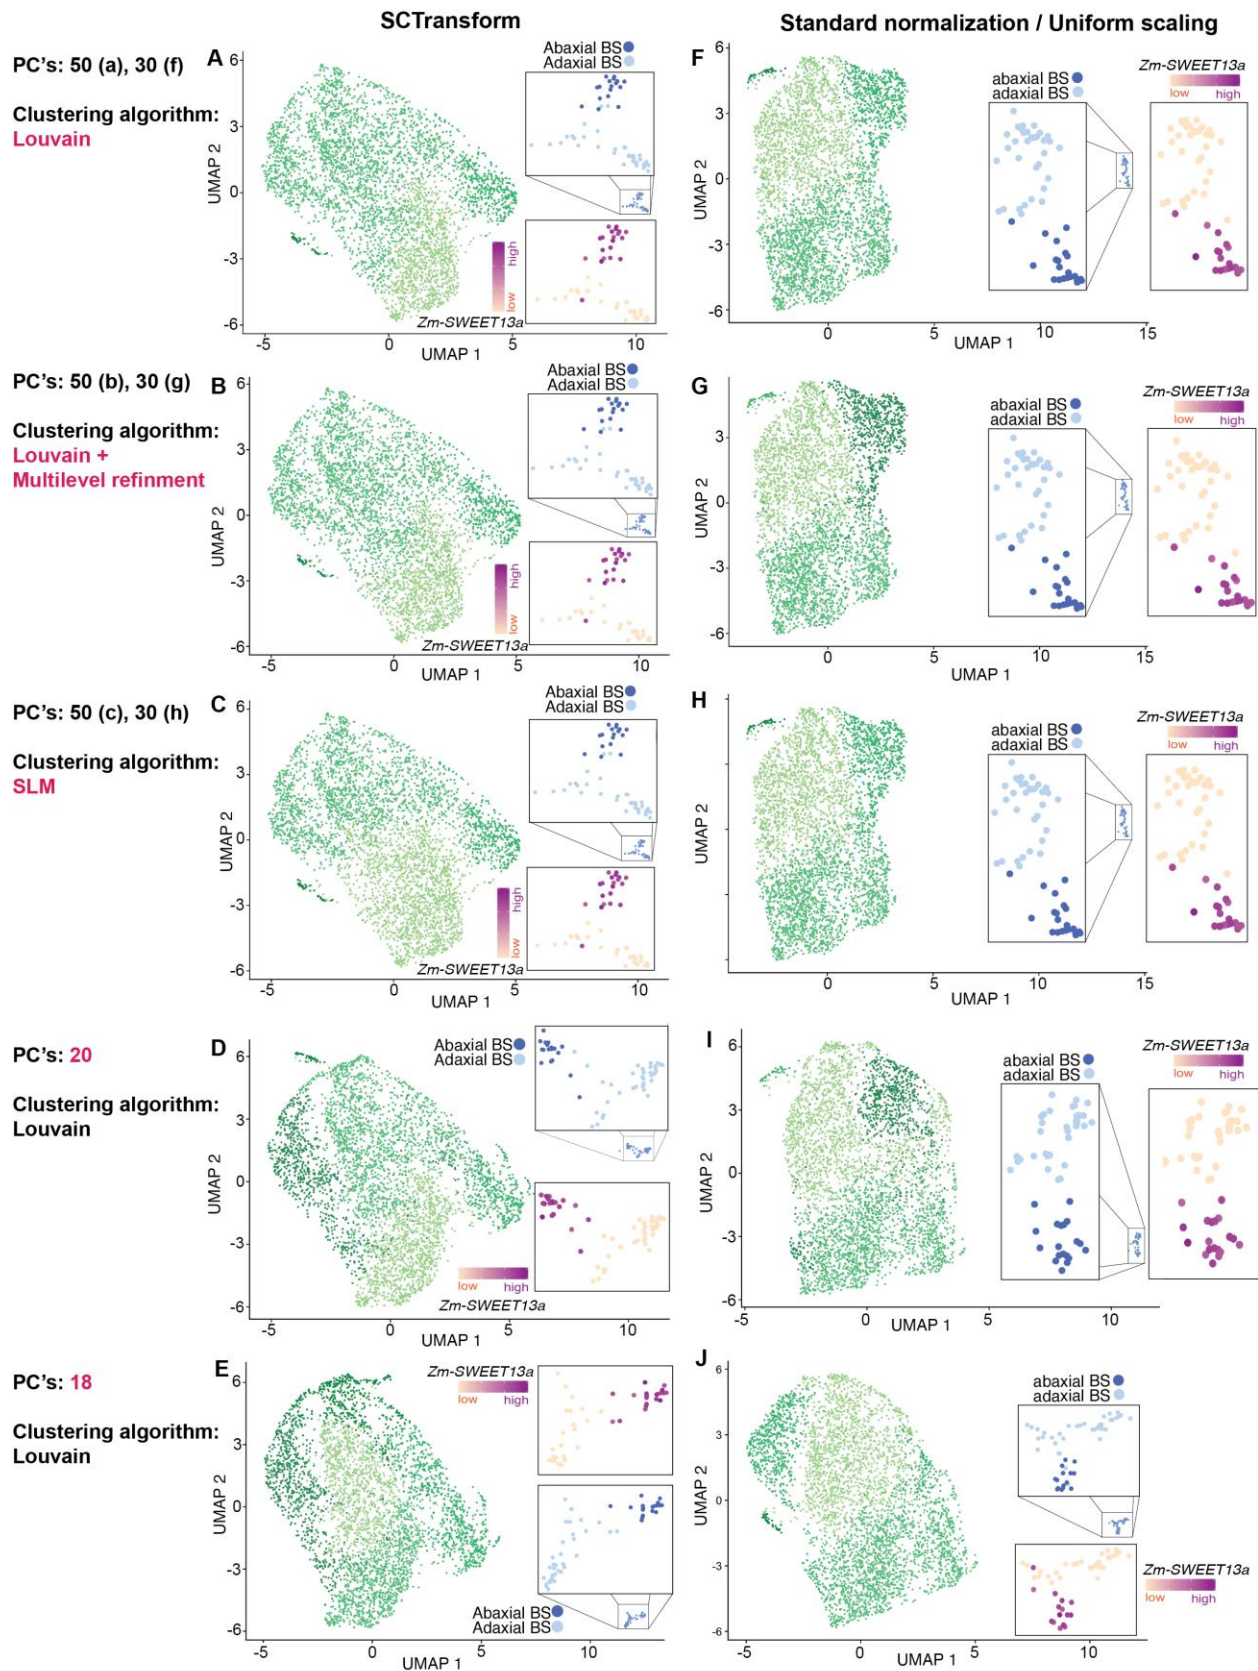

**Supplemental Figure 4.** BS Subclusters Are Robust to Different Clustering Parameters (Supports Figure 1).

Clustering of single-cell RNAseq dataset A was performed with ten different unsupervised clustering parameters: three different modularity optimization algorithms **(A)**, **(D)**, **(E)**, **(F)**, **(I)**, and **(J)** Louvain, **(B)** and **(G)** Louvain with multilevel refinement, and **(C)** and **(H)** SLM, two scaling and normalization methods **(A)** to **(E)** SCTransform and **(F)** to **(J)** Uniform scaling, as well as different numbers of principle components selected for KNN graph embedding **(E)** and **(J)**. 18, **(D)** and **(I)** 20, and **(A)** to **(C)**, **(F)** to **(H)**. either 30 or 50, depending on the normalization and scaling method). In ten UMAP plots with corresponding feature plots showing normalized mRNA levels of SWEET13a, sub-clustering of the bundle sheath cells (inset panel) consistently subclustered two groups of cells, one of which was characterized by enriched levels of SWEET13a mRNA (inset panel), indicating that the BS subclusters presented in Fig 1a are robust to different clustering, normalization, and scaling parameters.

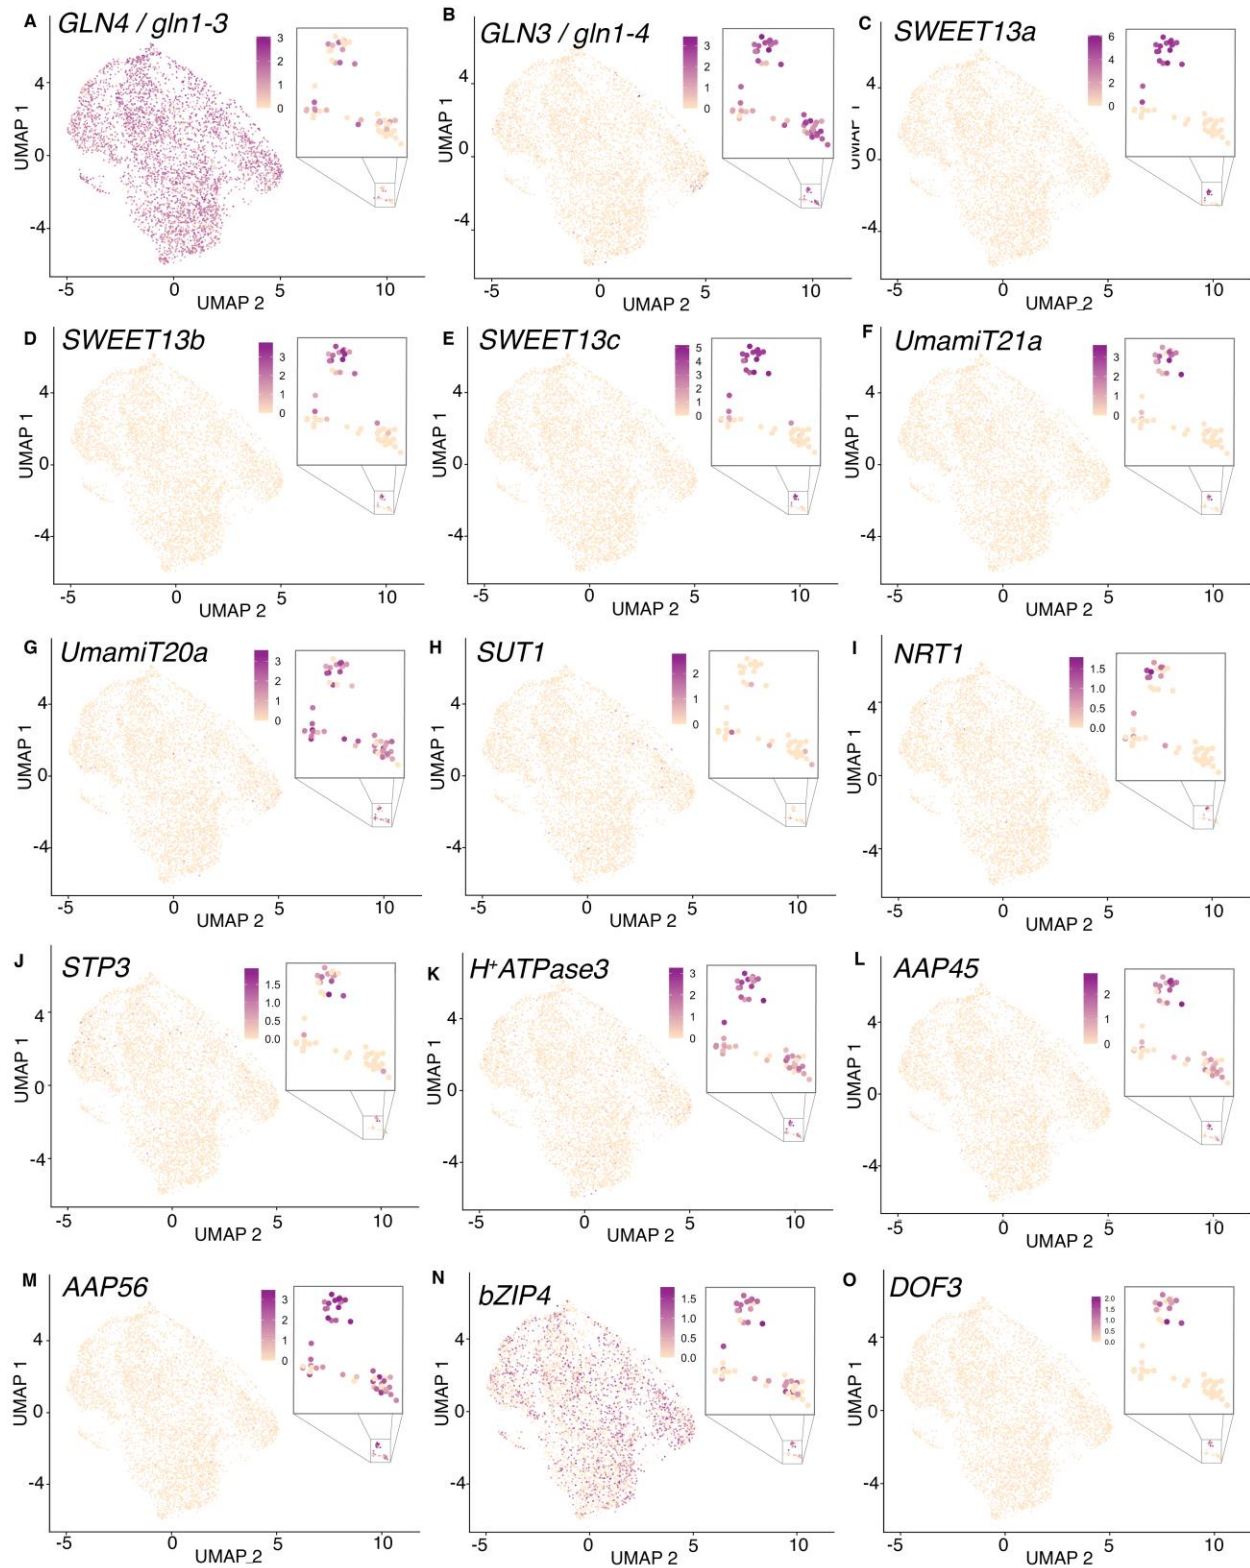

**Supplemental Figure 5.** UMAP Plots of Glutamine Synthetase, Transport-Related Proteins, and Transcription Factors in Bundle Sheath Cells (Supports Figure 1).

**(A)** and **(B)** Feature plots show normalized levels of mRNA transcripts from scRNA-seq dataset A for glutamine synthetase genes expressed differentially in mesophyll and bundle sheath. **(A)** *GLN4* (*gln1-3*, protein GS3, Zm00001d017958) is widely expressed in mesophyll cells and some bundle sheath cells. **(B)** *GLN3* (*gln1-4*, protein GS4, Zm00001d028260) is expressed in bundle sheath cells. **(C)** to **(O)** Feature plots show normalized levels of mRNA transcripts for transport-related genes and transcription factors expressed in <sup>ad</sup>BS or <sup>ab</sup>BS. **(C)** *SWEET13a* (Zm00001d023677), **(D)** *SWEET13b* (Zm00001d023673), **(E)** *SWEET13c* (Zm00001d041067), and **(F)** *UmamiT21a* (Zm00001d035717) are enriched in <sup>ab</sup>BS. **(G)** *UmamiT20a* (Zm00001d044951) is expressed in <sup>ab</sup>BS and <sup>ad</sup>BS. **(H)** *SUT1* (Zm00001d027854) is not highly expressed in any cell type in this dataset. **(I)** *NRT1* (Zm00001d044768), **(J)** *STP3* (Zm00001d027268), **(K)** *H<sup>+</sup>ATPase3* (Zm00001d019062), **(L)** *AAP45* (Zm00001d035243), **(M)** *AAP56* (Zm00001d012231), **(N)** *bZIP4* (Zm00001d018178) and **(O)** *DOF3* (Zm00001d035651) are enriched in <sup>ab</sup>BS relative to <sup>ad</sup>BS.

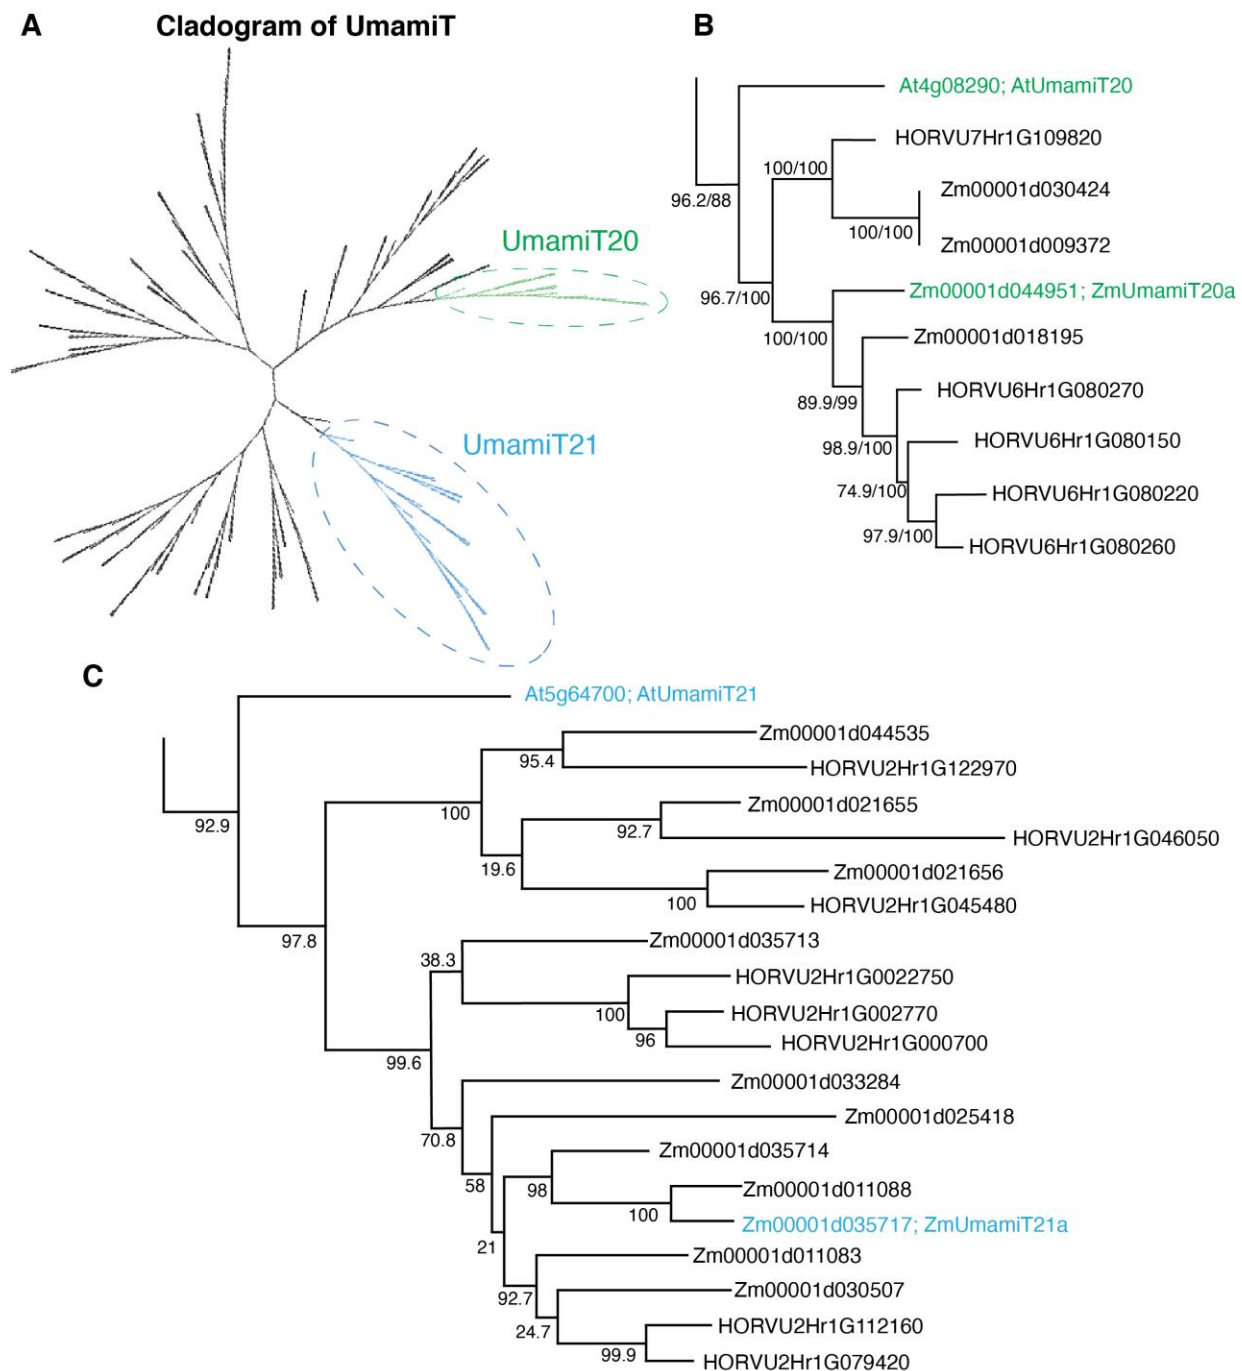

**Supplemental Figure 6.** Neighbor Joining Tree of Family of UmamiT Amino Acid Transporters in Arabidopsis, Maize, and Barley (Supports Figure 2).

**(A)** Cladogram of all UmamiT amino acid sequences in maize, barley, and Arabidopsis. **(B)** Phylogram of green highlighted clade containing the ZmUmamiT expressed in all BSC types. Zm00001d44951 is most closely related to Arabidopsis UmamiT20. **(C)** Phylogram of blue highlighted clade containing the ZmUmamiT enriched in <sup>ab</sup>BSC. Zm00001d035717 is most closely related to Arabidopsis UmamiT21. Amino acid sequences are indicated by the encoding gene ID. Values at nodes are % UF-bootstraps.

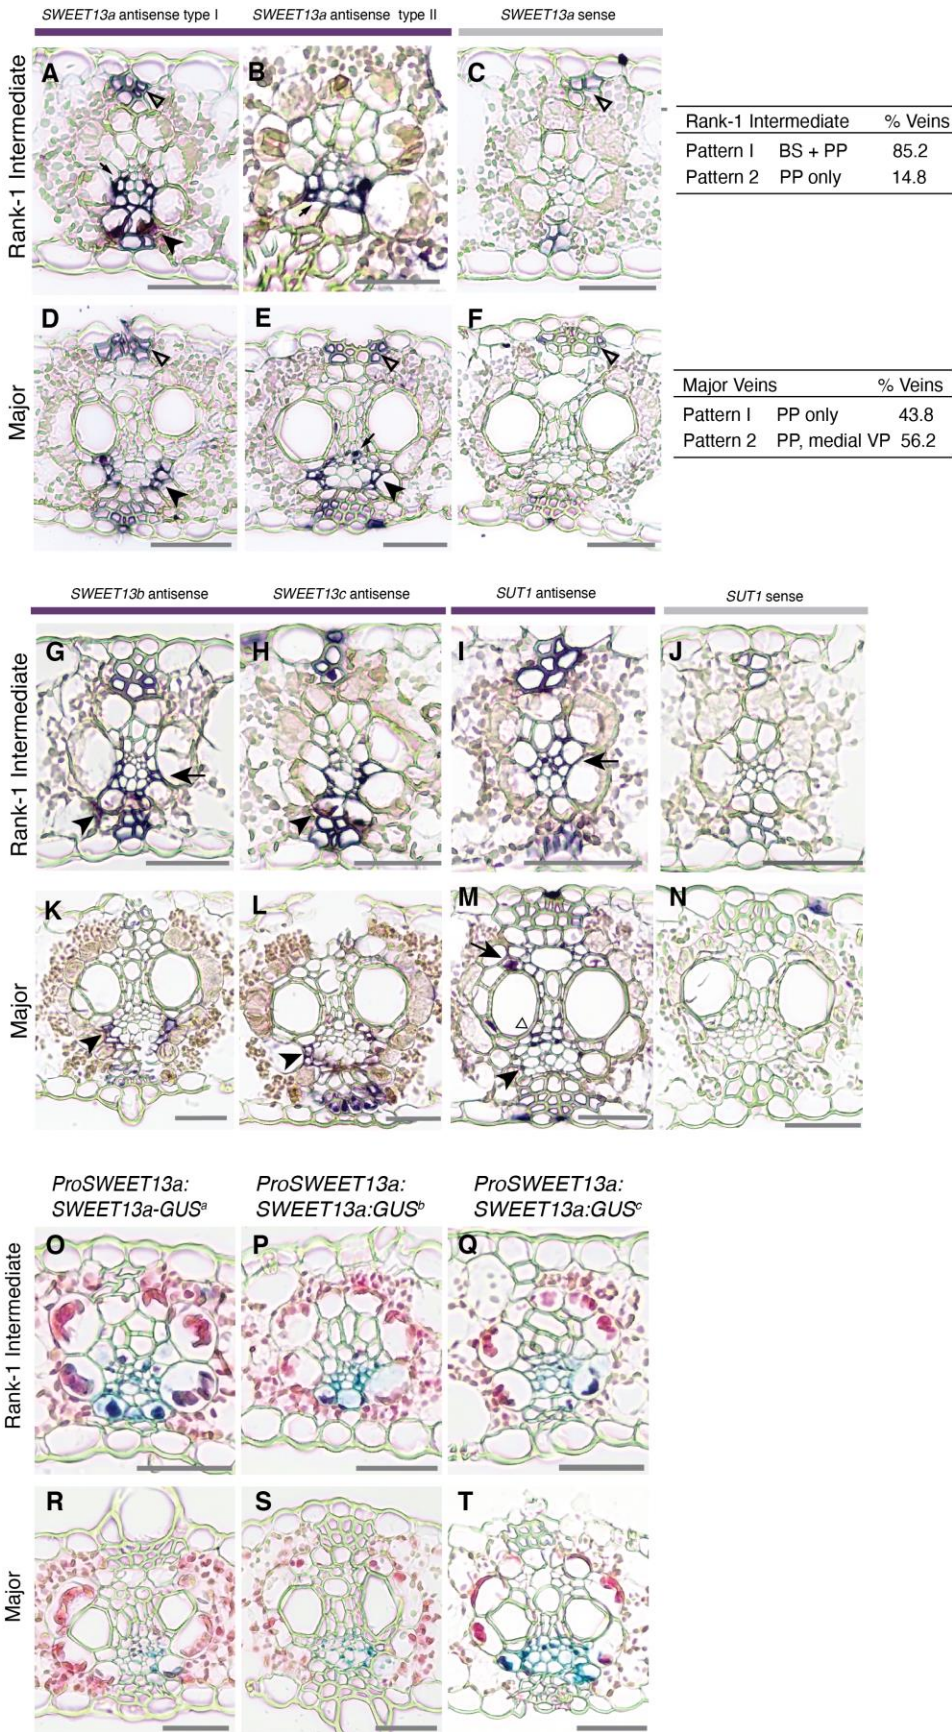

**Supplemental Figure 7.** SWEET and SUT mRNA Localization and SWEET13a Protein Localization in Rank-2 Intermediate and Major Veins (Supports Figure 2 and 4).

**(A) to (C)** SWEET13a mRNA localization in rank-1 intermediate veins Type I and type II refer to different patterns of staining observed using the probes **(A)** Pattern 1: <sup>ab</sup>BS (arrowhead) and vascular parenchyma (VP) (arrow), and **(B)** Pattern 2: mainly in VP (arrow). **(C)** rank-1 vein in sense-probe-hybridized section. **(D) to (F)** SWEET13a mRNA localization in major veins **(D)** Pattern 1: in phloem parenchyma (PP) only (arrow), and **(E)** Pattern 2: in PP and medial VP (parenchyma between xylem and phloem) (arrow). **(F)** SWEET13a major vein in sense-probe - hybridized section. Most hypodermal sclerenchyma cells showed a purple dye precipitate with both sense and antisense probes, and was thus considered an artifact (open triangles). Table indicates percentage of veins meeting the above criteria for each vein type. Rank-1 intermediate, n = 196; and major veins, n = 98; variable n-numbers are due to relative proportions of each vein type in the leaf. Scale bars are 100 µm.

**(G) to (J)** SWEET13b, c, and SUT1 mRNA localization in rank-1 intermediate veins. **(G)** For SWEET13b antisense probe-hybridized rank-1 intermediate veins, staining was in <sup>ab</sup>BS (arrowhead) and vascular parenchyma (arrow). **(H)** For SWEET13c antisense probe-hybridized rank-1 intermediate veins, staining was in <sup>ab</sup>BS (arrowhead) and vascular parenchyma (arrow). **(I)** For SUT1 antisense probe-hybridized rank-1 intermediate veins, staining was in vasculature (arrow). **(J)** SUT1 sense probe-hybridized rank-1 intermediate vein.

**(K) to (N)** SWEET13b, c, and SUT1 mRNA localization in major veins. **(K)** For SWEET13b antisense probe-hybridized major veins, staining was in phloem parenchyma (arrowhead). **(L)** For SWEET13c antisense probe-hybridized major veins, staining was in phloem parenchyma (arrowhead). **(M)** For SUT1 antisense probe-hybridized major veins, staining was in companion cells (arrow), in vascular parenchyma between xylem and phloem (triangle), and in xylem parenchyma (arrowhead). **(N)** SUT1 sense probe-hybridized major vein. Scale bars are 100 µm.

**(O) to (T)** SWEET13a protein localization as visualized by GUS staining of SWEET13a:GUS-transformed B104 plants. Chloro-bromo-indigo precipitate is localized to abaxial portion of veins in both rank-1 intermediate **(O) to (Q)** and major veins **(R) to (T)** of all three independent transformation events. Scale bars are 100 µm; sections are counterstained with Eosin-Y.

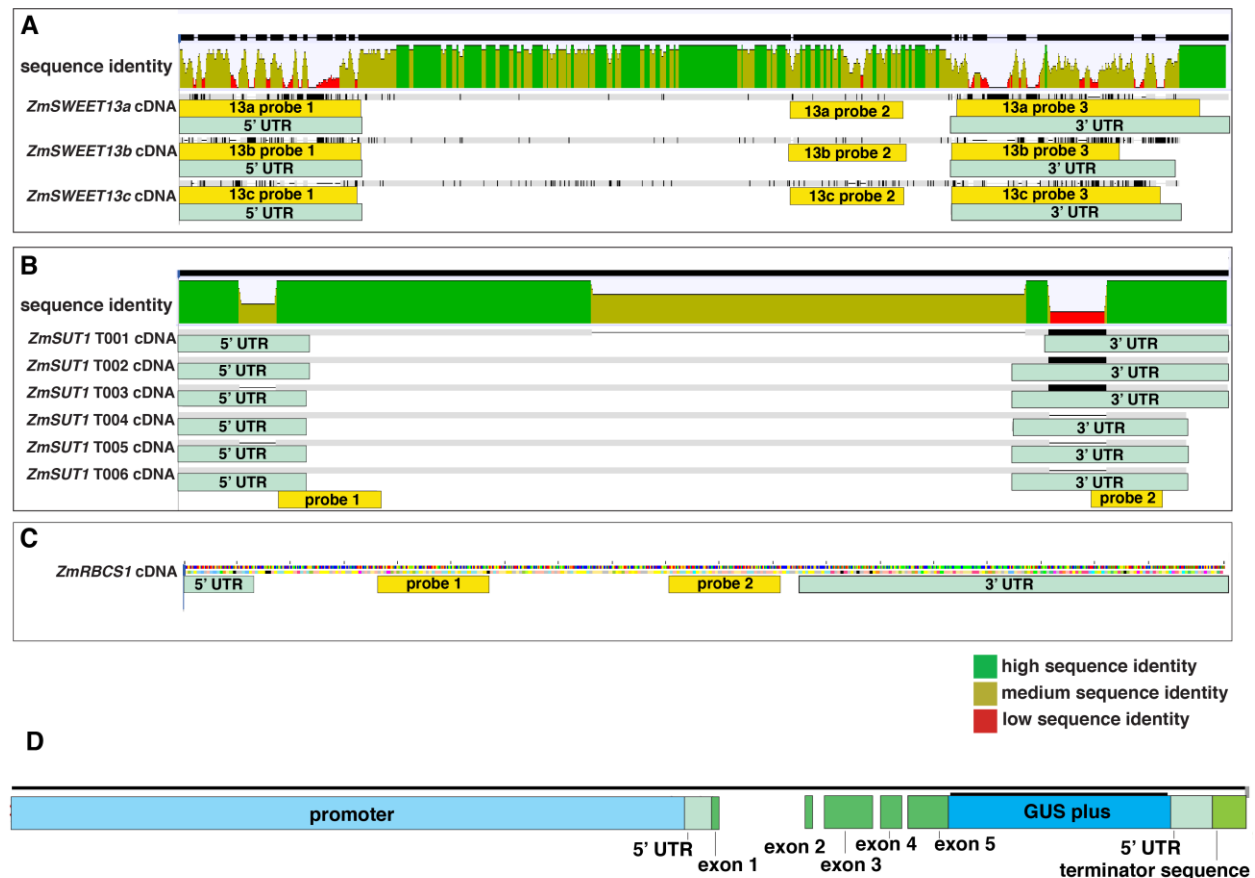

**Supplemental Figure 8.** Probe Design for *In Situ* Hybridization and ProSWEET13a:SWEET13a-GUS Construct Schematic (Supports Figure 2 and 4).

**(A)** *ZmSWEET13a*, *ZmSWEET13b*, and *ZmSWEET13c* aligned using MUSCLE in Geneious. Regions used as templates for RNA probes are highlighted in purple. Three probes in unique regions of each gene allowed us to differentiate between the homologs. **(B)** The six isoforms of *ZmSUT1* aligned using MUSCLE in Geneious; two regions common to all six isoforms were selected for probe templates. **(C)** Regions of *RBCS1* used as templates for RNA probes are highlighted in purple. **(D)** Linear schematic of *ProSWEET13a:SWEET13a-GUS* plasmid used to transform B104. The construct included the 5751 bp upstream of the start codon (light blue), all exons and introns of the SWEET13a gene (green), a 9-alanine linker fused to GUSplus (dark blue), followed by 684 bp downstream of stop codon (bright green).

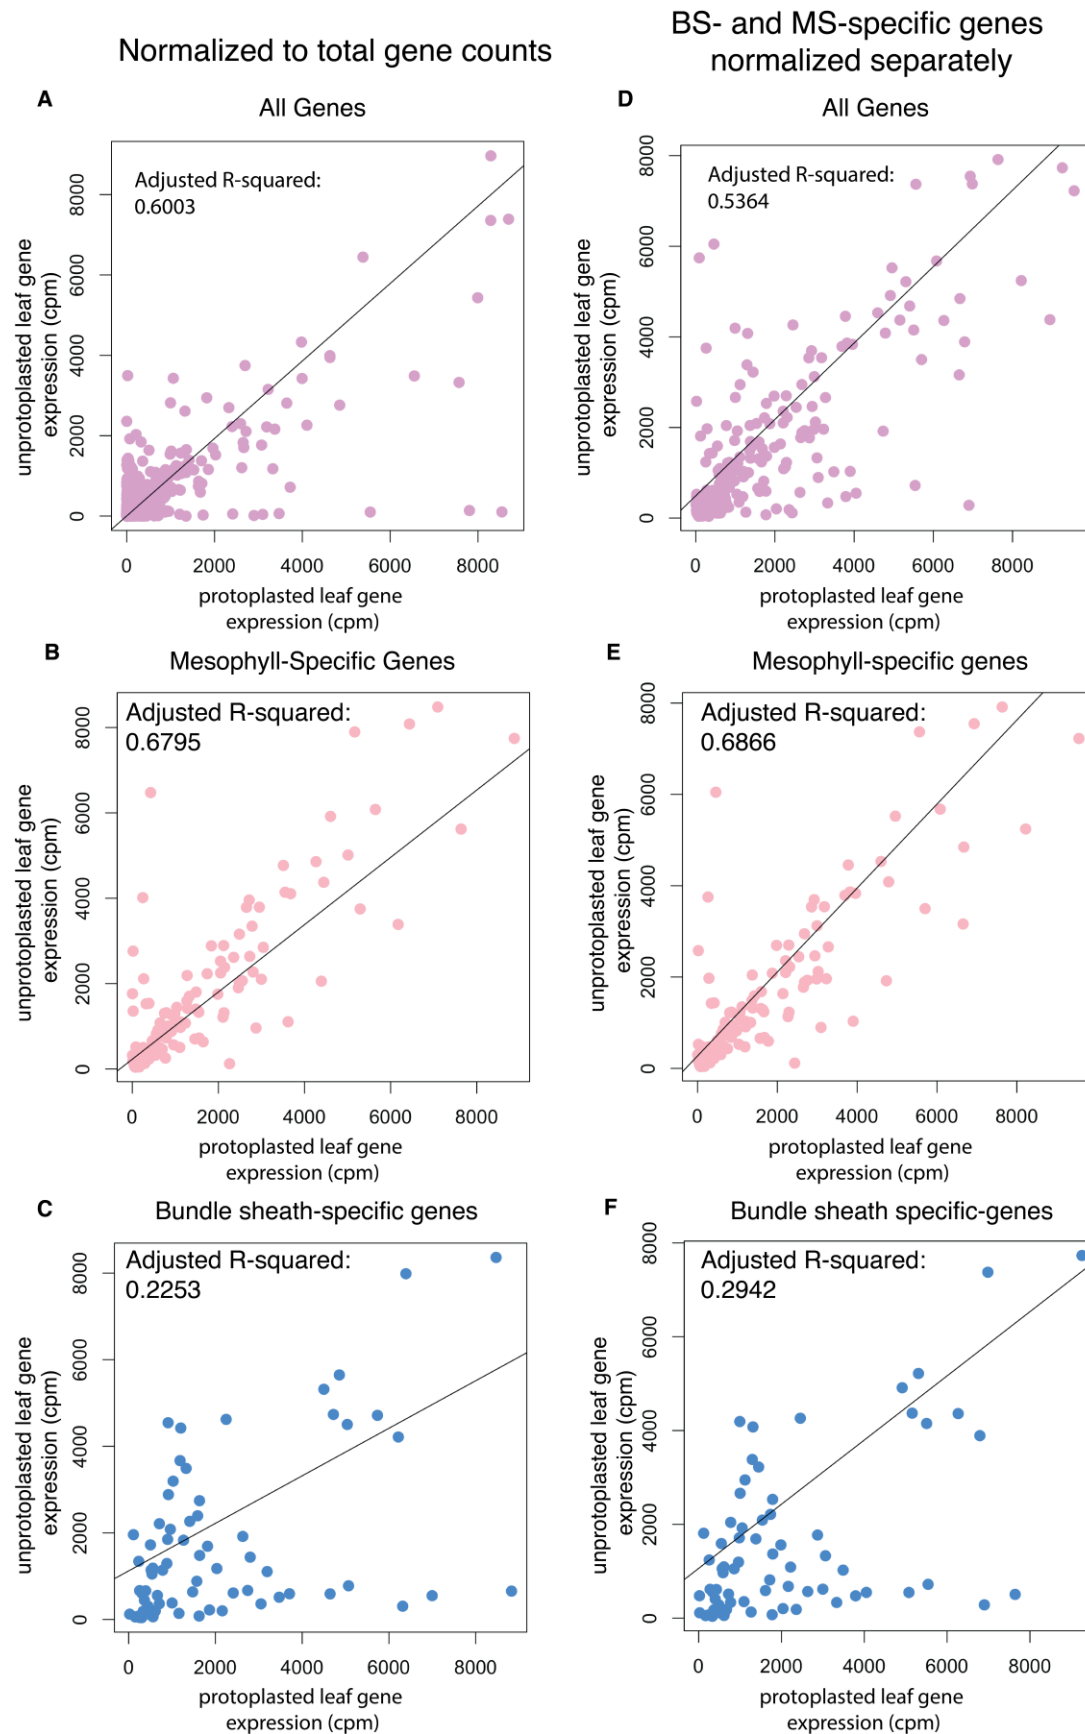

**Supplemental Figure 9.** Correlation of mRNA Counts Between Protoplasted Cells and Whole Leaf (Supports Figure 1).

**(A)** mRNA counts in whole leaf and protoplasted leaf expressed as counts per million reads (cpm) with adjusted R-squared values. **(B)** mRNA counts for genes enriched in mesophyll (henceforth 'MS-specific'), as determined by unsupervised marker gene discovery (see materials and methods). **(C)** mRNA counts for genes enriched in bundle sheath (henceforth: 'BS-specific'). 

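Adjusted R-squared values were recomputed from the deposited counts by linear regression of mean leaf CPM on mean protoplast CPM, with TMM normalization over the whole library. Genes whose coefficient of variation exceeded the 75th percentile in either replicate group were left out, as in the methods. Because the leaf 1 counts are incomplete, the regression was limited to genes counted in all 4 libraries, and CPM was scaled to those genes. Over 7789 genes the adjusted R-squared was 0.641. Its SD over the 4 pairs of 1 leaf library and 1 protoplast library was 0.0563. For 21 mesophyll genes, taken from the MS1 markers and Supplemental Table 1, it was 0.744 (SD 0.0655 over the same pairs). For 48 genes of the BS list it was 0.0849 (SD 0.0116). These are relations across genes, which are not independent replicates, so no p-value is given. Limiting the regression to genes under 10000 CPM in both groups moved the value over all genes most, to 0.479.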

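For separate normalization, the mesophyll and bundle sheath genes counted in all 4 libraries were each scaled to the total of their own list with TMM factors computed within it. The adjusted R-squared was 0.127 over the 69 genes of both lists together. It was 0.739 for the mesophyll genes alone and 0.0848 for the bundle sheath genes alone. Rescaling a library multiplies all its genes alike, so within a single list it could hardly move these values from those with total normalization. On a log2(CPM + 1) scale, the value for both lists together was 0.347. It was 0.00366 when genes at or above 10000 CPM on the separate scale were left out. The BS list stood in for the authors' full set of bundle sheath markers, and it contains genes chosen by the authors for their change between these libraries.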

In **(D)** to **(F)** counts of MS- and BS-specific genes were normalized separately to compensate for differing ratios of cell types represented in bulk leaf and protoplast samples. **(D)** MS- and BS-specific genes, normalized separately. **(E)** MS-specific genes normalized to total counts of MS-specific genes. **(F)** BS-specific genes normalized to total counts of BS-specific genes. TMM method of normalization.

**Supplemental Table 1.** mRNA Enrichment of C<sub>4</sub> Photosynthesis-Related Genes in MS and BS Clusters

| Mesophyll      | Symbol or abbreviation | Log FC | Gene name                                         |
|----------------|------------------------|--------|---------------------------------------------------|
| Zm00001d031899 | <i>MDH6</i>            | 3.00   | NADP-dependent malate dehydrogenase 6             |
| Zm00001d046170 | <i>PEP1</i>            | 3.20   | Phosphoenolpyruvate carboxylase 1                 |
| Zm00001d044099 | <i>CAH1</i>            | 3.58   | Carbonic anhydrase 1                              |
| Zm00001d038163 | <i>PDK1</i>            | 1.45   | Pyruvate, phosphate dikinase 1                    |
| Zm00001d006520 | <i>PDRP1</i>           | 2.95   | Pyruvate, phosphate dikinase regulatory protein 1 |
| Zm00001d035737 | <i>GLYK</i>            | 2.19   | D-glycerate 3-kinase chloroplastic                |
| Bundle sheath  | Symbol or abbreviation | Log FC | Gene name                                         |
| Zm00001d004894 | <i>RBCS2</i>           | 5.19   | Ribulose biphosphate carboxylase small subunit 2  |
| Zm00001d052595 | <i>RBCS1</i>           | 5.18   | Ribulose biphosphate carboxylase small subunit 1  |
| Zm00001d006402 | <i>RBCL</i>            | 2.08   | Rubisco large chain (genomic, introns)            |
| Zm00001d028471 | <i>PCK1</i>            | 4.23   | Phosphoenolpyruvate carboxykinase 1               |
| Zm00001d000316 | <i>ME1</i>             | 5.04   | NADP-dependent malic enzyme                       |
| Zm00001d045451 | <i>TK1</i>             | 2.20   | Transketolase 1                                   |
| Zm00001d000164 | <i>PRK2</i>            | 1.14   | Phosphoribulokinase chloroplastic 4               |
| Zm00001d048593 | <i>RCA2</i>            | 3.79   | Rubisco activase 2                                |
| Zm00001d023559 | <i>FBPA</i>            | 5.31   | Fructose-bisphosphate aldolase                    |
| Zm00001d053015 | <i>FBPA</i>            | 2.89   | Fructose-bisphosphate aldolase                    |
| Zm00001d042840 | <i>SHBP1</i>           | 3.78   | Sedoheptulose-17-bisphosphatase 3 chloroplastic   |
| Zm00001d034241 | <i>MDH</i>             | 1.61   | Malate dehydrogenase                              |

**Supplemental Table 1:** mRNA Enrichment of C<sub>4</sub> Photosynthesis-Related Genes in MS and BS Clusters.

For all proteins displayed in the schematic in Supplemental Figure 3A based on (Schlüter and Weber, 2020; Friso et al., 2010), mRNA expression in scRNA-seq dataset A was enriched in either mesophyll or bundle sheath cells (logFC > 1.0; FDR-adjusted p-value < .05). Gene IDs, symbols, and full names are shown along with Log FC values.

**Supplemental Table 2.** Genes Referenced in this Study

| <b>B73 RefGen_v4</b> | <b>Gene</b>  | <b>Full name</b>                                        |
|----------------------|--------------|---------------------------------------------------------|
| Zm00001d023677       | SWEET13a     | SWEET13a                                                |
| Zm00001d023673       | SWEET3b      | SWEET13b                                                |
| Zm00001d041067       | SWEET13c     | SWEET13c                                                |
| Zm00001d027854       | SUT1         | Sucrose Transporter 1                                   |
| Zm00001d048611       | MT1b         | Metallothionein-like protein 1B                         |
| Zm00001d038558       | CC3          | Cystatin 3                                              |
| Zm00001d004894       | RBCS2        | Ribulose biphosphate carboxylase small subunit2         |
| Zm00001d052595       | RBCS1        | Ribulose biphosphate carboxylase small subunit1         |
| Zm00001d000316       | ME1          | NADP-dependent malic enzyme                             |
| Zm00001d053281       | NAAT1        | Nicotianamine aminotransferase                          |
| Zm00001d016441       | TAAT         | Tyrosine aminotransferase                               |
| Zm00001d044099       | CAH1         | Carbonic anhydrase 1                                    |
| Zm00001d031899       | MD6          | NADP-dependent malate dehydrogenase 6                   |
| Zm00001d046170       | PEP1         | Phospho <i>enol</i> pyruvate carboxylase 1              |
| Zm00001d028471       | PCK1         | Phospho <i>enol</i> pyruvate carboxykinase 1            |
| Zm00001d047658       | NAS10        | Nicotianamine synthase10                                |
| Zm00001d047651       | NAS1         | Nicotianamine synthase 1                                |
| Zm00001d028887       | NAS9         | Nicotianamine synthase 9                                |
| Zm00001d028888       | NAS2         | Nicotianamine synthase2                                 |
| Zm00001d033496       | Nas3         | Nicotianamine synthase 3                                |
| Zm00001d035243       | AAAP45       | Amino acid permease 45                                  |
| Zm00001d012231       | AAAP56       | Amino acid permease 56                                  |
| Zm00001d035717       | UmamiT21a    | UmamiT21a                                               |
| Zm00001d044951       | UmamiT20a    | UmamiT20a                                               |
| Zm00001d038163       | PDK1         | Pyruvate orthophosphate dikinase1                       |
| Zm00001d031899       | MDH6         | NADP-dependent malate dehydrogenase 6                   |
| Zm00001d017958       | GLN4         | Glutamine synthetase 4 (gln1-3)                         |
| Zm00001d033747       | GLN2         | Glutamine synthetase 2 / Glutamine synthetase root      |
| Zm00001d026501       | GLN1         | Glutamine synthetase 1 leaf isozyme chloroplastic       |
| Zm00001d028260       | GLN3         | Glutamine synthetase 3 / 6 / root isozyme 5 (gln1-4)    |
| Zm00001d044768       | NRT1         | Protein NRT1/ PTR FAMILY 5.8                            |
| Zm00001d027268       | STP3         | Sugar transport protein 3                               |
| Zm00001d019062       | H+ATPase     | Membrane H(+)-ATPase3                                   |
| Zm00001d018178       | bZIP4        | Basic leucine zipper 4 / ABA-insensitive 5-like protein |
| Zm00001d010201       | MYB25        | Transcription repressor MYB6 / myb25                    |
| Zm00001d010159       | ACT1         | Actin 1                                                 |
| ENSRNA049479027      | 18S          | Eukaryotic small subunit ribosomal RNA                  |
| AT3G48740            | At-SWEET11   | At-SWEET11                                              |
| AT5G23660            | At-SWEET12   | At-SWEET12                                              |
| AT5G50800            | At-SWEET13   | At-SWEET13                                              |
| AT5G64700            | At-UmamiT21  | At-UmamiT21                                             |
| AT4G08290            | At-UmamiT20  | At-UmamiT20                                             |
| AT5G14940            | At-At-NPF5.8 | At-NPF5.8                                               |
| AT3G01350            | At-NPF5.9    | At-NPF5.9                                               |

**Supplemental Table 2.** Genes Referenced in this Study.

Gene ID's are from the B73 RefGen\_v4, INSDC Assembly, which is the most up-to-date B73 genome assembly currently available in the Ensembl genome browser, or Arabidopsis TAIR10 (At-). Abbreviations are used in figures throughout this manuscript, and are based on either the gene name most commonly cited in the literature, or the abbreviation found in Ensembl.

**Supplemental text**

**Supplemental text 1.** A Subset of Mesophyll Cells Specialized in Iron Metabolism Appears to be an Artifact (Supports Figure 1).

Subcluster MS5 (visible in the lower left corner of Figure 1B) shared mesophyll identity but appeared be specialized in metal accumulation and transport, as indicated by high and specific expression of four Nicotianamine synthase genes, *NAS1*, 2, 9, and 10, which are involved in iron chelation; one iron phyto siderophore transporter. *YS1* (*yellow stripe 1*); and various additional genes involved in metal transport and metabolism (Supplemental Data 1). Initially, we hypothesized that the MS5 cell cluster could either represent a cell type with a specific localization in the leaf or may correspond to cells that contain different levels of iron. However, MS5 was missing from the dataset B, as no unique cell population was detectable which contained high levels of mRNA for multiple *Nicotianamine synthase* paralogs. The UMAP plot of the integrated dataset (Supplemental Figure 2) did not show MS5 as a well-separated cluster. Because the presence of this cluster was not reproducible, it was likely artifact of the specific growth conditions in dataset A and was not analyzed further.

# Supplementary material for: Evidence for phloem loading via the abaxial bundle sheath cells in maize leaves
**Source:** Plant Cell. 2021 Jan 7;33(3):531–47. doi: 10.1093/plcell/koaa055
**Supplement:** koaa055_Supplementary_Data

Supplemental Data. Bezrutczyk et al. (2021). Plant Cell. Evidence for Phloem  Loading via the Abaxial Bundle Sheath Cells in Maize Leaves.

Supplemental Data Set 3. Raw Data for Phylogenetic Trees

#NEXUS
begin taxa;
	dimensions ntax=138;
	taxlabels
	AT1G01070_AtUmamiT28
	AT1G09380_AtUmamiT25
	AT1G11450_AtUmamiT27
	AT1G11460_AtUmamiT26
	AT1G21890_AtUmamiT19
	AT1G25270_AtUmamiT24
	AT1G43650_AtUmamiT22[&!color=#0080ff]
	AT1G44800_AtUmamiT18
	AT1G60050_AtUmamiT35
	AT1G68170_AtUmamiT23
	AT1G70260_AtUmamiT36
	AT1G75500_AtUmamiT05
	AT2G37450_AtUmamiT13
	AT2G37460_AtUmamiT12
	AT2G39510_AtUmamiT14
	AT2G40900_AtUmamiT11
	AT3G18200_AtUmamiT04
	AT3G28050_AtUmamiT41
	AT3G28070_AtUmamiT46
	AT3G28080_AtUmamiT47
	'AT3G28100_AT3G28100.1'
	AT3G28100_AtUmamiT45
	AT3G28130_AtUmamiT44
	AT3G30340_AtUmamiT32
	AT3G45870_AtUmamiT03
	AT3G53210_AtUmamiT06
	AT3G56620_AtUmamiT10
	AT4G01430_AtUmamiT29
	AT4G01440_AtUmamiT31
	AT4G01450_AtUmamiT30
	AT4G08290_AtUmamiT20
	AT4G08300_AtUmamiT16
	AT4G15540_AtUmamiT38
	AT4G16620_AtUmamiT08
	AT4G19185_AtUmamiT02
	AT4G28040_AtUmamiT33
	AT4G30420_AtUmamiT34
	AT5G07050_AtUmamiT09
	AT5G13670_AtUmamiT15
	AT5G40210_AtUmamiT42
	AT5G40230_AtUmamiT37
	AT5G40240_AtUmamiT40
	AT5G45370_AtUmamiT01
	AT5G47470_AtUmamiT07
	AT5G64700_AtUmamiT21[&!color=#0080ff]
	'HORVU0Hr1G023720_HORVU0Hr1G023720.1'
	'HORVU0Hr1G027480_HORVU0Hr1G027480.1'
	'HORVU0Hr1G030660_HORVU0Hr1G030660.1'
	'HORVU1Hr1G002750_HORVU1Hr1G002750.1'
	'HORVU1Hr1G002770_HORVU1Hr1G002770.1'
	'HORVU1Hr1G063340_HORVU1Hr1G063340.1'
	'HORVU1Hr1G068120_HORVU1Hr1G068120.1'
	'HORVU2Hr1G045480_HORVU2Hr1G045480.1'
	'HORVU2Hr1G046050_HORVU2Hr1G046050.1'
	'HORVU2Hr1G049250_HORVU2Hr1G049250.1'
	'HORVU2Hr1G074250_HORVU2Hr1G074250.1'
	'HORVU2Hr1G112160_HORVU2Hr1G112160.1'
	'HORVU2Hr1G121200_HORVU2Hr1G121200.1'
	'HORVU2Hr1G121210_HORVU2Hr1G121210.1'
	'HORVU2Hr1G121210_HORVU2Hr1G121210.9'
	'HORVU2Hr1G122970_HORVU2Hr1G122970.1'
	'HORVU3Hr1G000700_HORVU3Hr1G000700.1'
	'HORVU3Hr1G002710_HORVU3Hr1G002710.1'
	'HORVU3Hr1G040230_HORVU3Hr1G040230.1'
	'HORVU3Hr1G078710_HORVU3Hr1G078710.1'
	'HORVU3Hr1G079420_HORVU3Hr1G079420.1'
	'HORVU4Hr1G034530_HORVU4Hr1G034530.1'
	'HORVU4Hr1G070930_HORVU4Hr1G070930.1'
	'HORVU5Hr1G002470_HORVU5Hr1G002470.1'
	'HORVU5Hr1G002560_HORVU5Hr1G002560.1'
	'HORVU5Hr1G044210_HORVU5Hr1G044210.1'
	'HORVU5Hr1G064000_HORVU5Hr1G064000.1'
	'HORVU5Hr1G114000_HORVU5Hr1G114000.1'
	'HORVU6Hr1G000500_HORVU6Hr1G000500.1'
	'HORVU6Hr1G000600_HORVU6Hr1G000600.1'
	'HORVU6Hr1G050960_HORVU6Hr1G050960.1'
	'HORVU6Hr1G068730_HORVU6Hr1G068730.1'
	'HORVU6Hr1G080150_HORVU6Hr1G080150.1'
	'HORVU6Hr1G080220_HORVU6Hr1G080220.1'
	'HORVU6Hr1G080260_HORVU6Hr1G080260.1'
	'HORVU6Hr1G080270_HORVU6Hr1G080270.1'
	'HORVU7Hr1G002200_HORVU7Hr1G002200.1'
	'HORVU7Hr1G002600_HORVU7Hr1G002600.1'
	'HORVU7Hr1G019700_HORVU7Hr1G019700.1'
	'HORVU7Hr1G023000_HORVU7Hr1G023000.1'
	'HORVU7Hr1G023010_HORVU7Hr1G023010.1'
	'HORVU7Hr1G071230_HORVU7Hr1G071230.1'
	'HORVU7Hr1G095750_HORVU7Hr1G095750.1'
	'HORVU7Hr1G108550_HORVU7Hr1G108550.1'
	'HORVU7Hr1G109820_HORVU7Hr1G109820.1'
	Zm00001d002888_Zm00001d002888_T001
	Zm00001d002893_Zm00001d002893_T001
	Zm00001d003716_Zm00001d003716_T001
	Zm00001d007263_Zm00001d007263_T001
	Zm00001d009063_Zm00001d009063_T001
	Zm00001d009372_Zm00001d009372_T001
	Zm00001d010287_Zm00001d010287_T001
	Zm00001d010655_Zm00001d010655_T001
	Zm00001d011083_Zm00001d011083_T001
	Zm00001d011088_Zm00001d011088_T001
	Zm00001d014933_Zm00001d014933_T001
	Zm00001d017765_Zm00001d017765_T001
	Zm00001d018195_Zm00001d018195_T001
	Zm00001d020555_Zm00001d020555_T001
	Zm00001d020556_Zm00001d020556_T001
	Zm00001d021655_Zm00001d021655_T001
	Zm00001d021656_Zm00001d021656_T001
	Zm00001d025418_Zm00001d025418_T001
	Zm00001d027682_Zm00001d027682_T001
	Zm00001d029383_Zm00001d029383_T001
	Zm00001d029545_Zm00001d029545_T001
	Zm00001d030424_Zm00001d030424_T001
	Zm00001d030507_Zm00001d030507_T001
	Zm00001d031913_Zm00001d031913_T001
	Zm00001d032604_Zm00001d032604_T001
	Zm00001d033284_Zm00001d033284_T001
	Zm00001d035713_Zm00001d035713_T001
	Zm00001d035714_Zm00001d035714_T001
	Zm00001d035717_Zm00001d035717_T001[&!color=#0080ff]
	Zm00001d036123_Zm00001d036123_T001
	Zm00001d036440_Zm00001d036440_T001
	Zm00001d037160_Zm00001d037160_T001
	Zm00001d038554_Zm00001d038554_T001
	Zm00001d040089_Zm00001d040089_T001
	Zm00001d040593_Zm00001d040593_T001
	Zm00001d043171_Zm00001d043171_T001
	Zm00001d044535_Zm00001d044535_T001
	Zm00001d044951_Zm00001d044951_T001
	Zm00001d044951_Zm00001d044951_T002
	Zm00001d045567_Zm00001d045567_T001
	Zm00001d045572_Zm00001d045572_T001
	Zm00001d045576_Zm00001d045576_T001
	Zm00001d045582_Zm00001d045582_T001
	Zm00001d047208_Zm00001d047208_T001
	Zm00001d049916_Zm00001d049916_T001
	Zm00001d054055_Zm00001d054055_T001
	Zm00001d054081_Zm00001d054081_T001
	Zm00001d054085_Zm00001d054085_T001
;
end;

How the deposited data were processed for this re-analysis (not part of the article)

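The data were bulk RNA-seq libraries from the distal 6 cm of leaf 2, with 2 pools of whole leaf segments and 2 pools of protoplasts made by enzyme digestion for 3.5 h. The authors selected fragments of 250 to 500 bp and sequenced paired reads of 150 nt. They trimmed reads with TrimGalore, aligned them to the AGPv4 B73 genome with STAR and counted reads per gene with featureCounts, and the deposited values are these raw counts, without normalization or filtering. The deposited tables give chromosome, start, end and length of each gene in AGPv4, and coordinates are printed as given there. Whether the counting used strand or reads that map to several places was not found in the paper's text, so genes with close paralogs are reported as uncertain.

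The copy of the leaf 1 counts analysed here stops within chromosome 3 after position 193755817, and 10 lines are damaged. A gene's count in leaf 1 was used only where its 6 annotation fields matched those of the other libraries, which left 18609 of 46430 genes. Tests with both leaf libraries cover those genes. The total of leaf 1 over these genes, 18322950 counts, is not the depth of that library. Genes elsewhere are given as values of leaf 2 and the protoplast libraries without a test. Total counts in the 3 complete libraries lay between 41792981 and 47061988. With CPM scaled to the shared genes, 3 counts corresponded to between 0.148 and 0.232 CPM, and over the complete libraries to between 0.0606 and 0.0811 CPM. Intervals and floors of this kind cover counting error only, since reads without molecular identifiers are not independent molecules.

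Analyses used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were filtered with edgeR's filterByExpr by condition, which kept 9017 genes. Libraries were scaled with TMM factors, and protoplasts were compared with whole leaf by edgeR's quasi-likelihood test with robust estimation and no replicate block. Genes were called at a Benjamini-Hochberg adjusted p of 0.05 and a log2 fold change above 1 or below -1. The methods state the fold change limit and name edgeR, limma and TMM, and no limit on p was found in the text held here. Standard errors of log2 fold changes were taken as the size of the log2 fold change divided by the square root of the quasi-likelihood F statistic. Fold changes are protoplast over leaf, and the values of Supplemental Data Set 5, given there as leaf over protoplast, had their sign changed. Fold changes against a group with 3 counts or fewer in every library are given as lower bounds.

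The separate normalization of bundle sheath genes used the BS list of 113 genes, 53 of them counted in all 4 libraries, in place of the authors' full list of markers, which is not held in full and not used here. The MS list joined the MS1 markers of Supplemental Data Set 1 with an avg_logFC above 0.5 and an adjusted p under 0.05 to the mesophyll genes of Supplemental Table 1. In Supplemental Data Set 1, 366 gene identifiers carry an extra digit at their end, which was removed, and 352 of the resulting identifiers are also listed in another sheet. In Supplemental Data Set 5, 111 of the 112 lines of the BS sheets recur in the MS sheets, so a separate MS comparison was not made. Gene names come from the paper's tables and data sets, because the identifiers in the reference table of names for assembly Zm-B73-REFERENCE-NAM-5.0 matched 0 of those in the counts.

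The markers of the 5 mesophyll clusters were tested as lists with limma's camera, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 5 lists. The ratio of bundle sheath to mesophyll counts was tested with an exact two-sided permutation test, for which 2 libraries against 2 cannot give a p under 0.333. Other splits of the samples were not counted, because each group has only 2 libraries. Replicate numbers in the sample labels pair leaf 1 with protoplast 1 and leaf 2 with protoplast 2. The correlation across genes of the deviations of same-numbered libraries was -0.21, computed on log2 CPM with a pseudocount of 0.5, so the block was fitted with the pairs as numbered and, as an addition made after this value was seen, with the pairs crossed. The methods state that all 4 libraries shared a sequencing lane.

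The rules for naming genes were fixed before the data were examined. They cover the genes of Table 1 past the limits as higher under either normalization, the transport genes of Table 1, genes the paper names elsewhere, the 2 largest increases and 2 largest decreases among called genes with more than 3 counts in every library, and BS-list genes whose direction differs from Supplemental Data Set 5. Genes named outside these rules were chosen after their values were seen. Among them are the ATP sulfurylase, the phosphoglycerate mutase-like gene and the adBS markers TIFY 10B and harpin binding protein1, and the genes of Table 1 named only for their values in Supplemental Data Set 5. The alternatives tried were limma-voom, DESeq2, DESeq2's size factors in edgeR, library totals without TMM, stricter and looser count filters, other limits on the fold change, adjustment of p over a list alone, other normalizing sets, the replicate block, and leaving out each library in turn.

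The procedure was tested on simulated counts drawn from the means and totals of the libraries with a dispersion of 0.02. Of 200 genes given known changes, 196 passed the filter among 8881 genes, and edgeR called 187 of these in the right direction with 4 false calls. In a second simulation with 8897 genes tested, 191 genes that were lowered by 2 on the log2 scale had a median log2 fold change of -1.97 with whole-library normalization and -0.02 when normalized on themselves. All of these genes had the same change, so the second value was fixed in advance and checks only the code. The BS list holds genes that moved in both directions. In the data 43.0% of the genes tested were called. The first simulation changed far fewer, so it does not test TMM under such a change.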

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

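The tests in this part were chosen after the results they bear on were seen. The paper compares mesophyll genes between protoplasts and whole leaf as a group in Supplemental Figure S9, and the text held here does not divide that comparison by mesophyll cluster or name the genes below in it.

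Markers of the mesophyll cluster MS2 were higher in protoplasts than in leaf, which is a signal above the level of the leaf libraries. Of 289 markers, 117 were counted in all 4 libraries, and their median log2 fold change was 3.80, with 92 past the limits as higher and 6 as lower. The camera adjusted p was 8.42e-16, or 1.51e-19 with the replicate number as a block and 2.31e-20 with the pairs crossed, where same-numbered deviations correlated at -0.21. Loss of bundle sheath and vascular RNA could raise the markers of all mesophyll clusters, but whether it acts on them alike was not tested. The MS2 median lay 3.49 above the median of 0.30 for the 173 markers of the other mesophyll clusters. Those clusters went both ways, at -0.44 for MS1, 0.29 for MS3, 0.58 for MS4 and -0.56 for MS5. Markers were defined in protoplasts, so lists of genes expressed there could rise as such. Among 10000 random lists of the same size matched on protoplast expression, the MS2 median lay at percentile 100, and the highest median of a random list was 0.93. The median was 3.55 for the 106 markers with more than 10 counts in both leaf libraries. It was 2.04 for the 58 markers whose leaf expression was above the median of all genes tested, so low leaf counts do not account for the whole rise, and its size was smaller among markers abundant in leaf. After the trend of fold change with gene length was removed, it was 3.91 for all markers, although that trend is too small to account for a rise of this size. Differences in depth and in the most abundant genes shift all genes nearly alike, so a change of scaling is no test of this rise. The median was 3.49 with library totals and 3.80 with DESeq2's size factors. Reads shared between paralogs were not tested. No cause of the rise was established, and it cannot be told apart from an effect of shared reads or from the many differences between a leaf segment and a suspension of digested cells.

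Markers of the mesophyll cluster MS4 had a median log2 fold change of 0.58 over 107 genes, with a camera adjusted p of 3.24e-06, or 1.15e-06 with the replicate block and 8.04e-07 with the pairs crossed. Of these genes, 32 were past the limits as higher and 8 as lower. The median was 0.30 with library totals, and it ranged from 0.34 to 0.84 when each library was left out in turn. The MS4 median of 0.58 lay at percentile 99.7 of random lists matched on protoplast expression. The median over those lists was itself 0.30, so part of the 0.58 goes with expression in protoplasts. Loss of bundle sheath and vascular RNA could raise the other mesophyll clusters as well. The 76 markers of MS1, MS3 and MS5 had a median of -0.13. Their lists went both ways, at -0.44 for MS1, 0.29 for MS3 and -0.56 for MS5, while MS2 rose by 3.80. These medians therefore do not decide whether that loss accounts for a rise of 0.58. Length, depth and reads shared between paralogs were not tested for MS4, and no explanation is offered.

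Zm00001d006947 (cytochrome P450 CYP709C14) and Zm00001d034642 had the largest increases among the genes eligible for naming, with log2 fold changes of 12.72 and 11.53 and higher values in 2 of 2 protoplast libraries than in 2 of 2 leaf libraries. Their leaf counts were 22 and 19 for Zm00001d006947 and 13 and 8 for Zm00001d034642. Across the alternatives the log2 fold change of Zm00001d006947 lay between 12.42 and 14.17. Neither a technical nor a biological explanation was tested for these 2 genes.

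In all, 124 genes had 0 counts in both leaf libraries and more than 3 in both protoplast libraries, which is above the smallest value the depth can show, and 255 genes had the reverse pattern. A difference in depth would require shallower leaf libraries, but over the shared genes the leaf libraries together had 1.07 times the counts of the protoplast libraries. No biological explanation was tested for this group.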

How the results depend on the processing

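Alternatives were fixed before the data were examined, apart from the crossed pairing and the scale of Supplemental Data Set 5, which were added after values were seen. For 22 summary results, 220 alternative values were computed. Of these, 164 kept their direction and stayed within the spread between replicates or within 1.5 times the count. The other 56 are given below, and for none of them was the cause tested. No summary value changed sign except where a negative adjusted R-squared is given below, but the balance of higher and lower genes did reverse for some lists.

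The numbers of genes past the limits changed with the limits themselves. With no limit on the fold change, 2802 genes were higher, and with a log2 fold change beyond 2, 1070 were higher and 1200 lower. Requiring at least 10 counts in every library left 1295 genes lower. Scaling by library totals without TMM gave 1458 higher and 2596 lower, so that 36.0% of calls were higher against 45.6%, with a median log2 fold change of -0.31. With the replicate block the counts were 1731 and 2029, where same-numbered deviations correlated at -0.21.

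For the genes of Table 1 with BS genes normalized separately, 8 of 14 were higher with DESeq2, with DESeq2's size factors in edgeR, with library totals and with only the bundle sheath genes of Supplemental Table 1 as the normalizing set. The number was 5 with no limit on the fold change and 0 with a log2 fold change beyond 2. Without a limit on p, the number above 1 was 8 with the Supplemental Table 1 set, 0 with whole-library normalization and 7 on the scale of Supplemental Data Set 5. With whole-library normalization, 1 gene was higher once the limit on the fold change was dropped. The numbers of Table 1 genes past the limits as lower stayed within 1.5 times the reported count under every alternative run. For the BS list, 24 genes were higher and 17 lower with DESeq2 and with its size factors in edgeR, which reverses the balance of 11 and 29. For the Table 1 genes the same settings gave 8 higher and 4 lower in place of 3 and 6. For the BS list, library totals gave 23 higher and 20 lower, which also reverses the balance, and the Supplemental Table 1 set gave 23 of each. The number of BS-list genes higher was 7 with a log2 fold change beyond 2.

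Adjusted R-squared values moved with the scale and the range of expression. Under 10000 CPM in both groups, they were 0.479 for all genes, 0.867 for MS genes and 0.276 for BS genes with total normalization, and 0.00366 for both lists, -0.0944 for MS genes and -0.0414 for BS genes with separate normalization. On a log2(CPM + 1) scale, they were 0.599 for MS genes and 0.217 for BS genes with total normalization, and 0.347 for both lists, 0.593 for MS genes and 0.207 for BS genes with separate normalization. For both lists with separate normalization, the value was 0.135 without the filter on the coefficient of variation and 0.255 without TMM. That filter removed no MS gene, so dropping it could not move their values. Leaving out TMM multiplies all genes of a library alike, so within a single list it could hardly move the values either. Across the fits that each left out 1 library, adjusted R-squared ranged from 0.569 to 0.681 for all genes, from 0.678 to 0.789 for MS genes with total normalization and from 0.104 to 0.183 for both lists with separate normalization.

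The change in the log2 ratio of bundle sheath to mesophyll counts was -4.41 with the mean of log2 CPM in place of the sum and -5.47 without the Rubisco genes. With the reported settings, the median log2 fold change was -0.44 for MS1, 0.29 for MS3 and -0.56 for MS5. The camera adjusted p was 0.0272 for MS1, 0.0683 for MS3 and 0.0617 for MS5. In the same order it was 0.0520, 0.126 and 0.0576 with the replicate block, and 0.0155, 0.0802 and 0.0469 with the pairs crossed. With library totals, the median log2 fold change of the mesophyll markers was -0.72 for MS1, 3.49 for MS2, 0.00405 for MS3 and -0.85 for MS5. With markers limited to an avg_logFC above 1, the lists counted in all 4 libraries held 9 genes for MS2, 1 for MS3 and 10 for MS5. The median was then 4.28 for MS2 and -0.66 for MS5, and the 0.47 for MS3 is the value of that 1 gene. For MS5 the median was -0.67 with at least 10 counts in every library. When each library was left out in turn, the median ranged from 3.46 to 4.00 for MS2, from 0.165 to 0.343 for MS3 and from -0.63 to -0.43 for MS5.

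For 24 of the single genes named in the text, 240 alternative values were computed, and 7 of these reversed. With BS genes normalized separately, the log2 fold change was 1.44 for the glutathione synthetase, 0.63 for KANADI1, 0.61 for MDH and 1.35 for GLN1. With library totals, it was -0.17 for the PLATZ gene and -0.092 for MDH6. For the glutathione synthetase it ranged from -0.15 to 0.10 when each library was left out in turn. The whole-library values of these genes lay within the limits on the fold change. Ustilago maydis induced12, which was not among the 24, also reversed. It went from -1.31, past the limits, to 0.14 with BS genes normalized separately. Another 6 of the 240 values moved past the limits on p and fold change, and 1 no longer passed them. A further 14 moved by more than a standard error when a library was left out. The remaining 212 kept their direction and their side of these limits, although sizes could change, as for SWEET13a at -4.38 with BS genes normalized separately. PMT15 and PDRP1 were within the fold change limit throughout with whole-library normalization, and their adjusted p rose to 0.0572 and 0.0637 with the replicate block and to 0.437 and 0.261 with library totals.

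The alternative without organelle genes was not run, because no organelle gene is counted in all 4 libraries. No MS1 marker with an avg_logFC above 1 is counted in all 4 libraries. With 1 library left out, the remaining library of its group has no replicate, so no counts of genes past the limits were made. The protoplast libraries limit the precision of low genes, such as SWEET13b with 19 and 5 counts, and the incomplete leaf 1 limits tests to 18609 genes.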

Differences from the paper's values

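The paper's values for the genes of Table 1 in Supplemental Data Set 5 differed from the whole-library log2 fold changes for all 10 genes listed there. For SWEET13a the value was -5.83 against the paper's -3.49, for SWEET13b -7.27 against the paper's -5.07, and for SWEET13c -5.69 against the paper's -3.30. For the phosphoglycerate mutase-like gene it was -3.83 against the paper's -1.45. Ustilago maydis induced12 (Zm00001d033980) had the opposite sign, at -1.31 against the paper's 1.12. Relative to leaf 2 alone, UmamiT21a was at -7.15 against the paper's -4.51, AAP45 at -6.81 against the paper's -4.29, and AAP56 at -5.72 against the paper's -3.15. On the same footing, Zm00001d016625 was at -5.90 against the paper's -3.50 and the AMP binding protein at 2.72 against the paper's 4.87. With BS genes normalized separately, an alternative set before the data were examined and the procedure named in the paper's methods, 3 of the 10 no longer differed. These were UmamiT21a at -5.15, AAP45 at -4.81 and Zm00001d016625 at -3.90, all compared with leaf 2 alone, where this normalization shifts values by 2.00 in place of 1.45. The values were then -4.38 for SWEET13a, -5.82 for SWEET13b, -4.24 for SWEET13c, -2.39 for the phosphoglycerate mutase-like gene, 0.14 for Ustilago maydis induced12, -3.72 for AAP56 and 4.72 for the AMP binding protein, which still differed. For the SWEET13 genes, none of the other alternatives set before the data were examined closed the gap, and for the other 7 genes only these 2 normalizations were compared. A gene was taken to differ when its gap to the paper's value exceeded the standard error, or with leaf 2 alone the SD of the 2 protoplast ratios. That SD is small for the AMP binding protein, with ratios of 4.66 and 4.78, and large for UmamiT21a, with -4.21 and -6.08, so a smaller gap can count as a difference.

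Of the BS-list genes counted in all 4 libraries, 11 were higher in protoplasts against the paper's 23. Among the alternatives set before the data were examined, DESeq2 and its size factors in edgeR gave 24, library totals and the Supplemental Table 1 set gave 23, and dropping the limit on the fold change gave 16, and these were within 1.5 times the paper's number. For genes lower in protoplasts, the reported fit gave 29 and the paper's number is 29, whereas DESeq2 and its size factors gave 17 and differed. The number of genes higher still differed with the block, limma-voom, the count filters, adjustment over the list alone and the stricter fold change limit.

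For BS genes with total normalization, adjusted R-squared was 0.0849 against the paper's value of about 0.23 in Supplemental Figure S9C, read by eye. On a log2(CPM + 1) scale it was 0.217, and for genes under 10000 CPM it was 0.276, and neither differed. For both lists with separate normalization it was 0.127 against the paper's value of about 0.54 in Supplemental Figure S9D, read by eye, and none of the alternatives set before the data were examined closed the gap. For BS genes with separate normalization it was 0.0848 against the paper's value of about 0.29 in Supplemental Figure S9F, read by eye, and the log2(CPM + 1) scale, at 0.207, was the only alternative that did not differ. These gaps are between unlike gene sets, since the BS list stood in for the authors' full set of bundle sheath markers. Most of that list was chosen by the authors for change between these libraries, which can by itself lower adjusted R-squared.

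The paper states that no gene of the abBS subcluster was induced by protoplast isolation. With BS genes normalized separately, 3 of 14 genes were past the limits as higher, and PMT15 had the largest log2 fold change, at 1.86. On that scale the mesophyll genes PDRP1 and MDH6 were past them as well, at 1.95 and 1.64, so this alone does not show induction. With whole-library normalization 0 of the 14 were higher, and 1 was higher at an unadjusted p of 0.05. Against leaf 2 alone, 3 of the other 25 genes were more than 2-fold higher in both protoplast libraries with whole-library normalization, and the oxidoreductase Zm00001d049597 had log2 ratios of 5.67 and 6.18. In the paper's Supplemental Data Set 5, 2 genes of Table 1, Ustilago maydis induced12 and the AMP binding protein, are listed as enriched in protoplasts. MYB25 is outside Table 1, but the paper names it as enriched in the abBS just short of its limit on p. It was at least 898-fold higher in protoplasts than in leaf 2, which had 2 counts and is the only leaf value.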

Other observations

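The tests in this part were chosen after the results they bear on were seen.

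The gap between the whole-library log2 fold changes and the paper's values in Supplemental Data Set 5 was nearly the same for every gene. Over the 52 genes counted in all 4 libraries the median difference was -2.38, from -2.43 to -2.20, with an SD across genes of 0.0415, and Pearson's r across genes was 1.00. A constant difference in scaling is a candidate explanation for the gap, and with BS genes normalized separately the median difference was -0.93. On the scale of the paper's values, reached by removing the median difference and therefore chosen after seeing it, 7 of the 14 genes of Table 1 counted in all 4 libraries had a log2 fold change above 1 and 6 below -1. Which genes of Table 1 appear as higher in protoplasts thus depends on the constant that a normalization adds.

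Genes of Table 1 on the chromosomes missing from leaf 1 could appear higher because of an unusual leaf 2. Of the genes with both leaf libraries that lay more than 2-fold above leaf 2 alone, 97.7% passed the test with both leaves. The genes in question have no other leaf value, so their difference cannot be told apart from a peculiarity of that library.

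Gene length was weighed as a source of the changes across all genes tested. The trend of log2 fold change with length shifted no gene by more than 0.40 from the median, and Spearman's rho of fold change and length was -0.00022 across 9017 genes, so length does not account for changes past the limits as a whole.

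SUT1, with 18802 and 15269 counts in the leaf libraries, had 19 and 13 in the protoplast libraries. NAS3 had 14812 and 12456 counts in leaf and 1 and 3 in protoplasts, and was at least 3447-fold lower. NAS9 had 0 counts in both leaf libraries and 31 and 23 in protoplasts, and was at least 11.6-fold higher. MYB25 had 2 counts in leaf 2, 1773 in protoplast 1 and 2597 in protoplast 2, at least 898-fold higher, with no replicate among leaves. The paper names MYB25 as enriched in the abBS, just short of its limit on p, and it is not in Table 1. ACT1 had 925 counts in leaf 2 and 16 and 10 in the protoplast libraries. The glutamine synthetase genes GLN2 and GLN3 had whole-library log2 fold changes of -5.64 and -3.41, while GLN1 changed by -0.09, or 1.35 with BS genes normalized separately.

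Of the markers of the adBS subcluster counted in all 4 libraries, the TIFY 10B gene had a log2 fold change of 2.94 (adjusted p = 5.53e-05 from edgeR's quasi-likelihood test) and the harpin binding protein1 gene of 0.85 (adjusted p = 0.00275 from the same test) with whole-library normalization. With BS genes normalized separately the values were 4.39 and 2.30, so that harpin binding protein1 was past the limits as higher only under that scaling.

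Plastid genes took 1.02% of the counts in leaf 2 (95% Wilson interval from 1.02% to 1.02%), 1.91% in protoplast 1 (from 1.91% to 1.92%) and 3.66% in protoplast 2 (from 3.65% to 3.67%). Mitochondrial genes took 0.430% in leaf 2, 0.612% in protoplast 1 and 1.43% in protoplast 2. The protoplast libraries differed from each other by more than counting error in both shares.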
